# Genetic and genomic analyses of *Drosophila melanogaster* models of chromatin modification disorders

**DOI:** 10.1093/genetics/iyad061

**Published:** 2023-04-10

**Authors:** Rebecca A MacPherson, Vijay Shankar, Robert R H Anholt, Trudy F C Mackay

**Keywords:** Coffin–Siris syndrome, Nicolaides–Baraitser syndrome, SWI/SNF-related intellectual disability disorders, Cornelia de Lange syndrome, RNAi, RNA sequencing

## Abstract

Switch/sucrose nonfermentable (SWI/SNF)-related intellectual disability disorders (SSRIDDs) and Cornelia de Lange syndrome are rare syndromic neurodevelopmental disorders with overlapping clinical phenotypes. SSRIDDs are associated with the BAF (*Brahma-Related Gene-1* associated factor) complex, whereas CdLS is a disorder of chromatin modification associated with the cohesin complex. Here, we used RNA interference in *Drosophila melanogaster* to reduce the expression of six genes (*brm*, *osa*, *Snr1*, *SMC1*, *SMC3*, *vtd*) orthologous to human genes associated with SSRIDDs and CdLS. These fly models exhibit changes in sleep, activity, startle behavior (a proxy for sensorimotor integration), and brain morphology. Whole genome RNA sequencing identified 9,657 differentially expressed genes (FDR < 0.05), 156 of which are differentially expressed in both sexes in SSRIDD- and CdLS-specific analyses, including *Bap60,* which is orthologous to *SMARCD1*, an SSRIDD-associated BAF component. k-means clustering reveals genes co-regulated within and across SSRIDD and CdLS fly models. RNAi-mediated reduction of expression of six genes co-regulated with focal genes *brm*, *osa*, and/or *Snr1* recapitulated changes in the behavior of the focal genes. Based on the assumption that fundamental biological processes are evolutionarily conserved, Drosophila models can be used to understand underlying molecular effects of variants in chromatin-modification pathways and may aid in the discovery of drugs that ameliorate deleterious phenotypic effects.

## Introduction

Switch/sucrose nonfermenting (SWI/SNF)-related intellectual disability disorders (SSRIDDs) and Cornelia de Lange syndrome (CdLS) are syndromic neurodevelopmental Mendelian disorders of chromatin modification. SSRIDDs, including Coffin–Siris syndrome (CSS) and Nicolaides–Baraitser syndrome (NCBRS), stem from variants in genes of the *Brahma-Related Gene-1* Associated Factor (BAF) complex, also known as the mammalian SWI/SNF complex (Hoyer *et al*. 2012; Santen *et al*. 2012; Tsurusaki *et al*. 2012; Van Houdt *et al*. 2012; Tsurusaki *et al*. 2014; Hempel *et al*. 2016; Bramswig *et al*. 2017; Bogershausen and Wollnik 2018; Vasileiou *et al*. 2018; Gazdagh *et al*. 2019; Machol *et al*. 2019; Zawerton *et al*. 2019). CdLS is associated with variants in genes that encode components of the cohesin complex (Krantz *et al*. 2004; Deardorff *et al*. 2007; Deardorff *et al*. 2012; Gil-Rodriguez et al. 2015; Boyle *et al.* 2017; Huisman *et al*. 2017; Olley *et al*. 2018).

SSRIDD patients exhibit neurodevelopmental delay, intellectual disability, hypotonia, seizures, and sparse hair growth, as well as a cardiac, digit, and craniofacial anomalies, where the severity and spectrum of affected phenotypes are dependent upon the specific variant or affected gene product (reviewed in Schrier Vergano *et al*. 2013; Bogershausen and Wollnik 2018; Vasko *et al*. 2021). For example, many SSRIDD patients with variants in *ARID1B* tend to have milder phenotypes including normal growth, milder facial gestalt, and no central nervous system (CNS) abnormalities, whereas most variants in *SMARCB1* are associated with more severe phenotypes, including profoundly delayed developmental milestones, seizures, kidney malformations, and CNS abnormalities (Schrier Vergano *et al.* 2013; Bogershausen and Wollnik 2018). Furthermore, variants in *ARID1B* are associated with SSRIDD, Autism Spectrum disorder, and nonsyndromic intellectual disability (Hoyer *et al*. 2012; De Rubeis *et al*. 2014; Iossifov *et al.* 2014; Vissers *et al*. 2016; van der Sluijs *et al*. 2019). Brain malformations, such as agenesis of the corpus callosum, Dandy–Walker malformation, and cerebellar hypoplasia, have also been observed in 20–30% of all patients with variants in the BAF complex (Vasko and Schrier Vergano 2022), but are most commonly observed in patients with variants in *SMARCB1* (Bogershausen and Wollnik 2018).

CdLS patients also display a clinical spectrum including intellectual disability, hirsutism, synophrys, and digit, craniofacial, and CNS anomalies (reviewed in Kline *et al*. 2018; Avagliano *et al*. 2020; Selicorni *et al*. 2021). As in SSRIDDs, some phenotypes are more highly associated with a specific gene, but phenotypic severity can vary widely across variants within the same gene. For example, most patients with variants in *SMC1A* show milder developmental delay and intellectual disability compared to their classical *NIPBL-*CdLS counterparts, but about 40% of *SMC1A* patients exhibit severe epileptic encephalopathy and intellectual disability (Jansen *et al*. 2016; Symonds *et al*. 2017; Selicorni *et al.* 2021).CdLS has also been reclassified as a spectrum of cohesinopathies (Van Allen *et al*. 1993; Kline *et al*. 2018). Patients with pathogenic variants in many genes involved in chromatin accessibility and regulation have overlapping symptoms with CdLS (Parenti *et al*. 2017; Aoi *et al*. 2019; Cucco *et al*. 2020).

*D. melanogaster* is well-suited for modeling human disorders, as large numbers of flies can be raised economically without ethical or regulatory restrictions. Additionally, SSRIDD- and CdLS-associated genes are highly conserved in flies and a wide variety of genetic tools are available to create fly models of human diseases (Hu *et al*. 2011; Perkins *et al*. 2015; Zirin *et al*. 2020). Previous groups have used *D. melanogaster* to investigate SSRIDDs and CdLS and have observed phenotypes relevant to disease presentation in humans, including changes in sleep, brain function, and brain morphology (Pauli *et al*. 2008; Schuldiner *et al*. 2008; Wu *et al*. 2015; Chubak *et al*. 2019). These studies have provided insight into potential disease pathogenesis and suggested that certain subtypes of SSRIDD and CdLS can be modeled on the fly, but they were not performed in controlled genetic backgrounds.

Here, we present behavioral and transcriptomic data on Drosophila models of SSRIDDs and CdLS in a common genetic background. RNAi-mediated knockdown of Drosophila orthologs of SSRIDD- and CdLS-associated genes show gene- and sex-specific changes in brain structure and sensorimotor integration, as well as increased locomotor activity and decreased night sleep. Transcriptomic analyses show distinct differential gene expression profiles for each focal gene.

## Materials and methods

### Drosophila genes and stocks

We selected SSRIDD- and CdLS-associated genes with a strong fly ortholog (*Drosophila* RNAi screening center integrative ortholog prediction tool (DIOPT) score >9) (Hu *et al*. 2011) and a corresponding *attp2* fly line available from the transgenic RNAi project (TRiP) (Perkins *et al*. 2015; Zirin *et al*. 2020). We excluded human genes that were orthologous to multiple fly genes to increase the likelihood of aberrant phenotypes upon knockdown of a single fly ortholog. We used *attp40* TRiP lines when assessing phenotypes associated with the knockdown of co-regulated genes. We used the y^1^, sc*, v^1^, sev^21^; TRiP2; TRiP3 genotypes as the control *UAS* line in all experiments. With the exception of the initial viability screen, we crossed all RNAi lines to a weak ubiquitous *GAL4* driver line, *Ubi156-GAL4* (Garlapow *et al*. 2015). Supplementary Table 1a lists the Drosophila stocks used.

### Drosophila culture

For all experiments, we maintained flies at a controlled density on standard cornmeal/molasses medium (Genesee Scientific, El Cajon, CA) supplemented with yeast in controlled environmental conditions (25°C, 50% relative humidity, 12-hour light-dark cycle (lights on at 6 Am)). Crosses contained five flies of each sex, with fresh food every 48 hours. After eclosion, we aged flies in mixed-sex vials at a density of 20 flies per vial until used in experiments. We performed experiments on 3–5-day old flies from 8 Am to 11 Am unless otherwise noted.

### Viability

For the initial viability screen of Drosophila orthologs of SSRIDD- and CdLS-associated genes, we crossed *attp2* TRiP lines and the control line to three ubiquitous *GAL4* driver lines. For the viability screen of co-regulated genes, we crossed *attp40* TRiP lines and the control line to the *Ubi156-Gal4* driver line. From days 0–15, we noted the developmental stage. For stocks that contained balancers, we recorded the associated phenotypic marker in eclosed progeny.

### Quantitative real-time PCR (qRT-PCR)

For the qRT-PCR analyses of gene expression of RNAi targets of *brm*, *osa*, *SMC1*, *SMC3*, *Snr1*, and *vtd*, we flash froze 3–5-day old whole flies on dry ice and then collected, sexes separately, 30 flies per sample. We stored frozen flies and their extracted RNA at −80˚C. We extracted RNA using the Qiagen RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) by homogenizing tissue with 350 μL of RLT Plus Buffer containing β-mercaptoethanol (Qiagen) and DX reagent (Qiagen), using a bead mill at 5 m/second for 2 minutes. We quantified RNA with the Qubit RNA BR Assay Kit (ThermoFisher Scientific, Waltham, MA) on a Qubit Fluorometer (ThermoFisher Scientific) according to the manufacturer's specifications. We synthesized cDNA using iScript Reverse Transcription Supermix (Bio-Rad Laboratories, Inc., Hercules, CA) according to the manufacturer's instructions. We quantified expression using quantitative real-time PCR with SYBR^TM^ Green PCR Master Mix (ThermoFisher Scientific), according to manufacturer specifications, but with a total reaction volume of 20μL. We used three biological and three technical replicates per sample and calculated percent knockdown using the ΔΔ*ct* method (Livak and Schmittgen 2001). Supplementary Table 1b contains the primer sequences used. For the qRT-PCR analyses of gene expression for the co-regulated genes *Alp10*, *CG40485*, *CG5877*, *IntS12*, *Mal-A4*, and *Odc1*, we extracted RNA using the Direct-zol RNA MiniPrep Plus Kit (Zymo Research, Irvine, CA) and homogenized tissue with 350 μL of Tri-Reagent, using a bead mill at 5 m/second for 2 minutes. We used two technical replicates in the qRT-PCR analyses of co-regulated genes.

### Startle-Induced locomotor response

We assessed startle response using a variation of a previously described assay (Yamamoto *et al*. 2008). In summary, 36–50 flies per sex per line were placed into individual vials to acclimate 24 hours before testing. To standardize the mechanical startle stimulus, we placed a vial housing a single 3–5-day old fly in a chute. Removal of a supporting dowel allows the vial to drop from a height of 42 cm, after which it comes to rest horizontally (Huggett *et al*. 2021). We measured the total time the fly spent moving during a period of 45 s immediately following the drop. We also recorded whether the fly demonstrated a tapping phenotype, a series of leg extensions without forward movement. Time spent tapping was not considered movement for startle calculations.

### Sleep and activity

We used the Drosophila Activity Monitoring System (DAM System, TriKinetics, Waltham, MA) to assess sleep and activity phenotypes. At 1–2 days of age, we placed flies into DAM tubes containing 2% agar with 5% sucrose, sealed with a rubber cap (TriKinetics), and a small piece of yarn. We collected data for 7 days on a 12-hour light-dark cycle, with sleep defined as at least 5 minutes of inactivity. We discarded data from flies that did not survive the entire testing period, leaving 18–32 flies per sex per line for analysis. We processed the raw sleep and activity data using ShinyR-DAM (Cichewicz and Hirsh 2018) and used the resulting output data for statistical analysis.

### Dissection and staining of brains

We dissected brains from cold-anesthetized flies in cold phosphate buffered saline (PBS), before we fixed the brains with 4% paraformaldehyde (v/v in PBS) for 15 minutes, washed with PAXD buffer (1× PBS, 0.24% (v/v) Triton-X 100, 0.24% (m/v) sodium deoxycholate, and 5% (m/v) bovine serum albumin) three times for 10 minutes each, and then washed three times with PBS. We blocked fixed brains with 5% Normal Goat Serum (ThermoFisher Scientific; in PAXD) for 1 hour with gentle agitation, then stained with 2–5 μg/mL of Mouse anti-Drosophila 1D4 anti-Fasciclin II (1:4) (Developmental Studies Hybridoma Bank; Iowa City, IA) for 16–20 hours at 4°C. We washed brains three times with PAXD for 10 minutes and stained them with Goat anti-Mouse IgG-AlexaFluor488 (1:100) (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA) for 4 hours. Then, we washed brains with PAXD three times for 10 minutes each before mounting with ProLong Gold (ThermoFisher Scientific). We performed all steps at room temperature with gentle agitation during incubations.

### Brain measurements

We analyzed 17–20 brains per sex per line using a Leica TCS SPE confocal microscope. We visualized the Z-stacks of each brain using Icy v. 2.2.0.0 (de Chaumont *et al*. 2012).

We measured ellipsoid body height and ellipsoid body width by measuring vertical ellipsoid body length from dorsal to ventral, and horizontal ellipsoid body length from left to right (relative to the fly). We also measured the lengths of the mushroom body alpha and beta lobes by drawing a single 3D line (3DPolyLine Tool within Icy) through the center of each lobe, adjusting the position of the line while progressing through the z-stack. We measured alpha lobes from the dorsal end of the alpha lobe to the alpha/beta lobe heel (where the alpha and beta lobes overlap) and beta lobes from the median end of the beta lobe to the alpha/beta lobe heel. We normalized the measurements for each brain using the distance between the left and right heels of the mushroom body (heel-heel distance). We used the average alpha and beta lobe lengths for each brain for subsequent analyses. In the case of one missing alpha or beta lobe, we did not calculate an average and instead, used the length of the remaining lobe for analysis. If both alpha or both beta lobes were missing, we removed that brain for analysis of the missing lobes but retained it for analysis of the other brain regions.

We also recorded gross morphological abnormalities of the mushroom body alpha and beta lobes, including missing lobe, skinny lobe, extra projections, abnormal alpha lobe outgrowth, and beta lobes crossing the midline for each brain. We selected these phenotypes based on prior studies on gross mushroom body morphology (Zwarts *et al*. 2015; Chubak *et al*. 2019).

### Statistical analyses

Unless noted below, we analyzed all behavioral data and brain morphology data in SAS v3.8 (SAS Institute, Cary, NC) using the “PROC GLM” command according to the Type III fixed effects factorial ANOVA model *Y* = *μ* + *L* + *S* + *L* × *S* + *ɛ*, where *Y* is the phenotype, *μ* is the true mean, *L* is the effect of a line (e.g. RNAi line vs the control), *S* is the effect of sex (males, females), and *ɛ* is residual error. We performed comparisons between an RNAi line and its control. We also performed additional analyses for each sex separately.

We used Fisher's exact test (*fisher.test* in R v3.63) to analyze the proportion of flies tapping during startle experiments, the number of brains with a specific morphological abnormality, and the number of brains with any gross morphological abnormality.

We performed Levene's and Brown-Forsythe's Tests for unequal variances on the same data set used for the analysis of lobe lengths. For both tests, we used the *leveneTest* command ((*car* v3.0-11, Fox and Sanford 2019) in R v3.6.3) to run a global analysis comparing all genotypes as well as pairwise comparisons.

### RNA sequencing

We synthesized libraries from 100 ng of total RNA using the Universal RNA-seq with Nuquant + UDI kit (Tecan Genomics, Inc., CA) according to manufacturer recommendations. We converted RNA into cDNA using the integrated DNase treatment and used the Covaris ME220 Focused-ultrasonicator (Covaris, Woburn, MA) to generate 350 bp fragments. We performed ribosomal RNA depletion and bead selection using Drosophila AnyDeplete probes and RNAClean XP beads (Beckman Coulter, Brea, CA), respectively. We purified libraries after 17 cycles of PCR amplification. We measured library fragment sizes on the Agilent Tapestation using the Agilent High Sensitivity DNA 1000 kit (Agilent Technologies) and quantified library concentration using the Qubit 1X dsDNA High Sensitivity Assay kit (Thermo Fisher Scientific). We pooled libraries at 4 nM and loaded them onto an Illumina S1 flow cell (Illumina, Inc., San Diego, CA) for paired-end sequencing on a NovaSeq6000 (Illumina, Inc., San Diego, CA). We sequenced three biological replicates of pools of 30 flies each per sex per line. We sequenced each sample to a depth of ∼30 million total reads; we resequenced samples with low read depth (<8 million uniquely mapped reads).

We used the default Illumina BaseSpace NovaSeq sequencing pipeline to demultiplex the barcoded sequencing reads. We then merged S1 flow cell lanes, as well as reads from different runs. We filtered out short and low-quality reads using the *AfterQC* pipeline (v0.9.7) (Chen *et al*. 2017) and quantified the remaining levels of rRNA via the bbduk command (Bushnell 2014). We aligned reads to the reference genome (*D. melanogaster* v6.13) using GMAP-GSNAP (Wu *et al*. 2016) and counted these unique alignments to Drosophila genes using the feature counts pipeline from the Subread package (Liao *et al*. 2013). We excluded genes with a median expression across all samples of less than 3 and genes where greater than 25% of the samples had a count value of 0. We then normalized the data based on gene length and library size using Ge-TMM (Smid *et al*. 2018) before differential expression analysis.

### Differential expression analyses

We performed multiple analyses for differential expression in SAS (v3.8; Cary, NC) using the “PROC glm” command. We first performed a fixed effects factorial ANOVA model *Y = μ* + *L* + *S* + *L* × *S* + *ɛ*, where Line (*L*, all RNAi and control genotypes) and Sex (*S*) are cross-classified main effects and Line × Sex (*L* × *S*) is the interaction term, *Y* is gene expression, *μ* is the overall mean, and *ɛ* is residual error. We then performed the same analyses only for genes associated with SSRIDDs or for CdLS; i.e. 9,657 genes that were significantly differentially expressed (FDR < 0.05 for the line and/or line × sex terms) in the full model. We ran the ANOVA model for each RNAi genotype compared to the control. Finally, we ran ANOVAs (*Y = μ* + *L* + *ɛ*) separately for males and females for the disease-specific and individual RNAi analyses.

### Gene ontology and k-means clustering analyses

We performed Gene Ontology (GO) statistical over-representation analyses on the top 1,000 differentially expressed genes for the Line term (GO Ontology database released 2022 March 22, Pantherdb v16.0 (Mi *et al*. 2013; Thomas *et al*. 2022)) in each disease-specific and pairwise analysis for GO biological process, molecular function, and reactome pathway terms. For the analyses performed on sexes separately, we used the top 600 differentially expressed genes based on the significance of the line term. The numbers of differentially expressed genes used in GO enrichment gave maximal GO enrichment with minimal redundancy compared to other numbers of differentially expressed genes.

We performed k-means clustering (average linkage algorithm), sexes separately, on Ge-TMM normalized least squares means of 533 genes that had the highest Log2 fold-change (FC) in expression. We identified the cutoff threshold value for Log2FC by first sorting genes in descending order of maximal absolute value of Log2FC, then fitted lines to roughly linear segments of the generated distribution and designated the cutoff threshold as the Log2FC value of the index at the intersection of the two fitted lines. We used hierarchical clustering (average linkage algorithm, WPGMA) to determine the approximate number of natural clusters, then performed clustering with varying values of k to determine the largest number of unique, but not redundant, expression patterns. We also performed GO statistical over-representation analyses on genes in each k-means cluster (GO Ontology database released 2022 July 01, Pantherdb v17.0 (Mi *et al*. 2013; Thomas *et al*. 2022)) in each disease-specific and pairwise analysis for GO biological process, molecular function, and reactome pathway terms.

## Results

### Drosophila models of SSRIDDs and CdLS

We identified Drosophila orthologs of 12 human genes associated with the SSRIDD chromatin remodeling disorders and CdLS with a DIOPT score >9 and for which TRiP RNAi lines in a common genetic background and without predicted off-target effects were publicly available. Using these criteria, the Drosophila genes *Bap111*, *brm*, *osa*, and *Snr1* are models of SSRIDD-associated genes *ARID1A*, *ARID1B*, *SMARCA2, SMARCA4*, *SMARCB1*, and *SMARCE1*; and *Nipped-B*, *SMC1*, *SMC3*, and *vtd* are models of CdLS-associated genes *NIPBL*, *SMC1A*, *SMC3*, and *RAD21* (Supplementary Table 2).

We obtained *UAS-*RNAi lines generated in the same genetic background for each of the fly orthologs and crossed these RNAi lines to each of three ubiquitous *GAL4* drivers to assess viability (Supplementary Fig. 1). We selected ubiquitous drivers since the human SSRIDD- and CdLS-associated genes and Drosophila orthologs are ubiquitously expressed, and SSRIDD and CdLS patients carry pathogenic variants in all cells. We initially crossed each *UAS*-RNAi line to three ubiquitous *GAL4* drivers (*Actin-GAL4*, *Ubiquitin-GAL4*, and *Ubi156-GAL4*) and assessed viability and degree of gene knockdown in the F1 progeny (Supplementary Fig. 1). *Ubiquitin-GAL4*-mediated gene knockdown resulted in viable progeny in only three of the eleven *UAS*-RNAi lines, with most progeny dying during the embryonic or larval stage (Supplementary Fig. 1). Based on these data, we selected the weak ubiquitin driver *Ubi156-GAL4* (Garlapow *et al*. 2015) and the *UAS-RNAi* lines for *brm*, *osa*, *Snr1*, *SMC1*, *SMC3*, and *vtd* for further study (Table 1). With the exception of *Ubi156 > osa* males which had ∼15% gene knockdown, RNAi knockdown of all genes ranged from 40–80% (Supplementary Table 3). Given that SSRIDDs and CdLS are largely autosomal dominant disorders, knockdown models that retain some degree of gene expression are reflective of the genetic landscape of SSRIDD and CdLS patients.

**Table 1.** Drosophila genes used in fly models.

Fly Gene	Human Ortholog(s)	Human Ortholog MIM Number(s)	Associated Human Disease	Phenotype MIM Number(s)	DIOPT Score
*brm*	*SMARCA2, SMARCA4*	600014, 603254	SSRIDD (NCBRS, CSS4)	601358, 614609	13, 12
*osa*	*ARID1A, ARID1B*	603024, 614556	SSRIDD (CSS2, CSS1)	614607, 135900	12, 12
*SMC1*	*SMC1A*	300040	Cornelia de Lange syndrome 2	300590	12
*SMC3*	*SMC3*	606062	Cornelia de Lange syndrome 3	610759	12
*Snr1*	*SMARCB1*	601607	SSRIDD (CSS3)	614608	15
*vtd*	*RAD21, RAD21L1*	606462, 619533	Cornelia de Lange syndrome 4	614701	11, 10

The table indicates fly genes used in SSRIDD and CdLS fly models, as well as the respective human orthologs and MIM numbers, associated human disease and respective MIM numbers, and DIOPT scores. Human orthologs are only included in the table if the DIOPT score is greater than 9.

### Effects on startle response

Given the neurological and musculoskeletal clinical findings in SSRIDD, and CdLS patients (Schrier Vergano *et al.* 2013; Bogershausen and Wollnik 2018; Kline *et al*. 2018; Avagliano *et al*. 2020; Selicorni *et al*. 2021; Vasko and Schrier Vergano 2022), we assessed startle-induced sensorimotor integration for RNAi of *brm*, *osa*, *Snr1*, *SMC1*, *SMC3*, and *vtd* relative to their control genotype. Almost all genotypes exhibited a decreased startle response across both sexes (*P* < 0.02 for all by-sex by-genotype comparisons to the control, Fig. 1a, Supplementary Table 4). Males with *osa* or *brm* knockdown did not exhibit changes in startle response (*P* > 0.05), and females with *Snr1* knockdown showed an increased startle response (*P* < 0.0001). In the lines where both sexes were affected, we observed more extreme phenotypes in males (Fig. 1a).

**Fig. 1.**
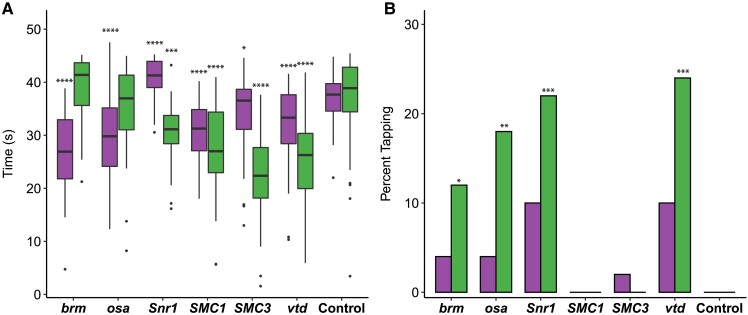
Altered startle response phenotypes in SSRIDD and CdLS fly models. Startle phenotypes of flies with *Ubi156-GAL4*-mediated RNAi knockdown. a) Boxplots showing the time, in seconds, spent moving after an initial startle force. Asterisks represent sex-specific pairwise comparisons with the control. b) Bar graphs showing the percentage of flies that exhibit tapping behavior (see Supplementary Files 1 and 2) following an initial startle stimulus. Female values are shown on the left of each bar and males on the right, respectively. See Supplementary Table 4 for ANOVAs (a) and Fisher's exact tests (b). *N* = 36–50 flies per sex per line. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

While testing flies for startle response, we noticed that some flies exhibited a specific locomotion phenotype we termed “tapping”. Tapping is characterized by repetitive extension and retraction of individual legs as if to walk, but without progressive movement in any direction (Supplementary File 1). Compared to the control (example shown in Supplementary File 2), we observed an increase in the number of flies exhibiting tapping behavior in male flies with knockdown of *brm* (*P* = 0.0267), *osa* (*P* = 0.0026), *Snr1* (*P* = 0.0005) and *vtd* (*P* = 0.0002) (Fig. 1b, Supplementary Table 4). We also observed increases in tapping behavior in females with knockdown of *Snr1* and *vtd* that fall just outside of a significance level of 0.05 (*P* = 0.0563 for both genes); Fig. 1b, Supplementary Table 4). The tapping and startle phenotypes were not evident across all genes associated with a specific disorder.

### Effects on sleep and activity

We hypothesized that hypotonia and sleep disturbances observed in SSRIDD and CdLS patients (Liu and Krantz 2009; Stavinoha *et al*. 2010; Rajan *et al*. 2012; Schrier Vergano *et al.* 2013; Zambrelli *et al*. 2016; Bogenshausen and Wollnik 2018; Vasko *et al*. 2021) may correspond to changes in activity and sleep in Drosophila models. Sleep disturbances were also observed in a previous Drosophila model of *NIPBL*-CdLS (Wu *et al*. 2015). Therefore, we quantified activity and sleep phenotypes for RNAi-mediated knockdown of *brm*, *osa*, *Snr1*, *SMC1*, *SMC3*, and *vtd*. All RNAi genotypes showed increases in overall spontaneous locomotor activity (*P* < 0.02 for all by-sex by-genotype comparisons to the control, Fig. 2a, Supplementary Table 4). This increase in spontaneous locomotor activity was most pronounced in males with knockdown of *osa* (*P* < 0.0001); this was the only genotype for which males were more active than females (Fig. 2a, Supplementary Table 4). All RNAi genotypes showed decreases in night sleep (*P* < 0.0001 for all by-sex by-genotype comparisons to the control). Flies with knockdown of *osa* (males, *P* < 0.0001; females, *P* < 0.0001) and females with knockdown of *vtd* (*P* < 0.0001) spent about half of the nighttime awake, the least amount of sleep across all flies tested (Fig. 2b, Supplementary Table 4). In addition to increased activity, the Drosophila models of SSRIDDs and CdLS have fragmented sleep: the number of sleep bouts at night was increased for all lines and sexes compared to the control (*P* < 0.0001 for all by-sex by-genotype comparisons to the control, except *SMC1* males, *P* = 0.0023, Fig. 2c, Supplementary Table 4).

**Fig. 2.**
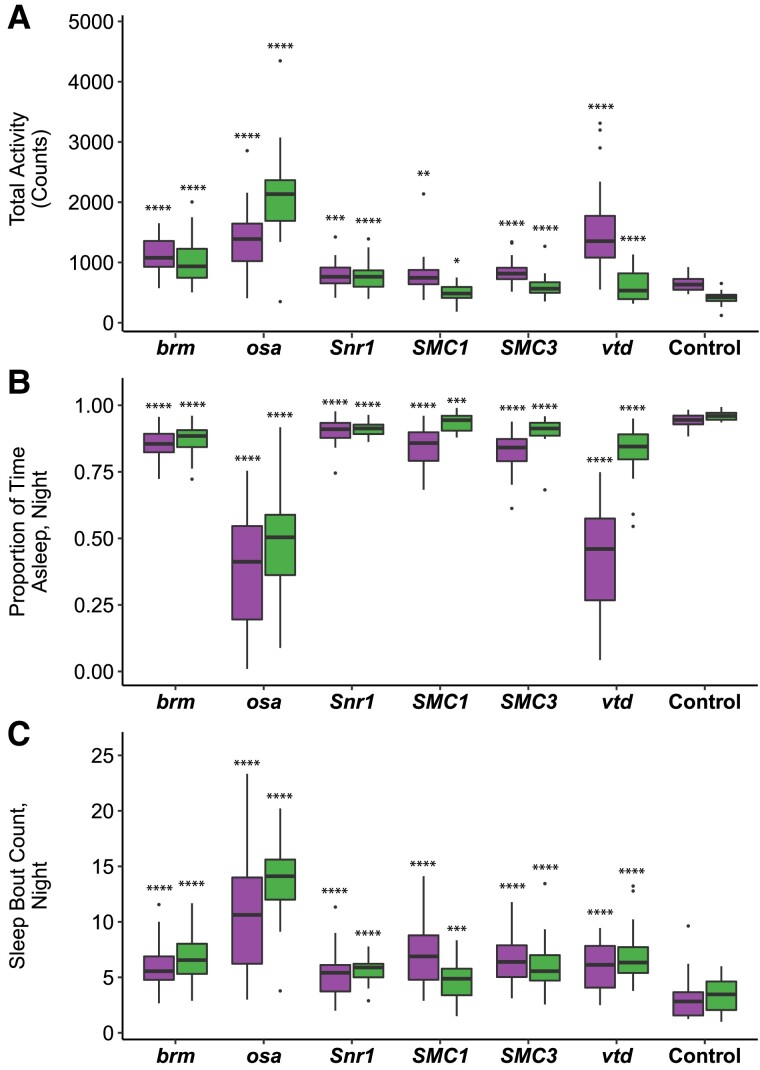
Altered sleep and activity phenotypes in SSRIDD and CdLS fly models. Boxplots displaying activity and sleep phenotypes of flies with *Ubi156-GAL4*-mediated RNAi knockdown. a) total activity; b) proportion of time spent asleep at night; c) a number of sleep bouts at night. Females and males are shown on the left and right for each gene's box plot, respectively. *N* = 18–32 flies per sex per line. See Supplementary Table 4 for ANOVAs. Asterisks indicate pairwise comparisons of each line to the control, sexes separately. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Effects on brain morphology

To assess changes in brain structure in *brm*, *osa*, *Snr1*, *SMC1*, *SMC3*, and *vtd* RNAi genotypes, we focused on the mushroom body and the ellipsoid body, as prior studies on SSRIDDs in flies have shown changes in a mushroom body structure (Chubak *et al*. 2019), and the mushroom body has been linked with regulation of sleep and activity in Drosophila (Joiner *et al*. 2006; Pitman *et al*. 2006; Guo *et al*. 2011; Sitaraman *et al*. 2015). Furthermore, SSRIDD and CdLS patients often present with intellectual disability and CNS abnormalities (Schrier Vergano *et al.* 2013; Bogershausen and Wollnik 2018; Kline *et al*. 2018; Avagliano *et al*. 2020; Selicorni *et al*. 2021; Vasko and Schrier Vergano 2022). In the Drosophila brain, the mushroom body mediates experience-dependent modulation of behavior (reviewed in Modi *et al*. 2020), making the mushroom body and the ellipsoid body, which mediates sensory integration with locomotor activity, suitable targets for examining changes in brain structure. We used confocal microscopy to quantify the lengths of both alpha and beta lobes of the mushroom body, as well as the horizontal and vertical lengths of the ellipsoid body (Fig. 3a and b). The lengths of these lobes were measured in three dimensions, capturing the natural curvature of the alpha and beta lobes of the mushroom body instead of relying upon a 2D measurement of a 3D object.

**Fig. 3.**
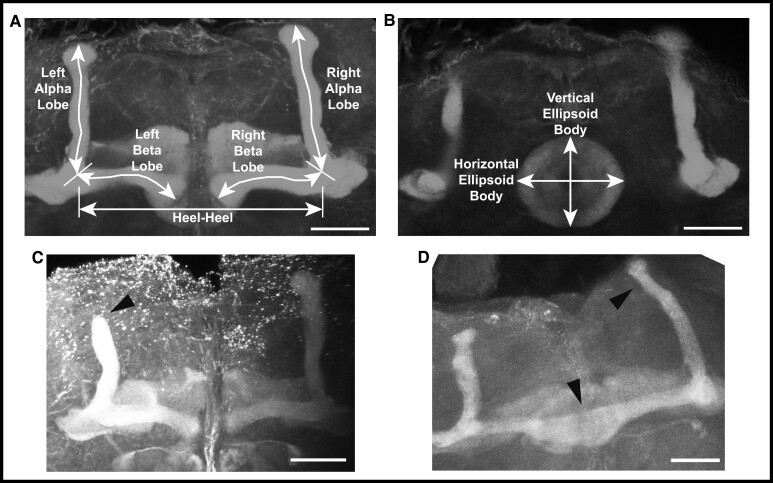
Examples of mushroom body abnormalities in SSRIDD and CdLS fly models. Images of a wild type mushroom body annotated with measurement descriptors for (a) mushroom body alpha and beta lobes, and heel-heel normalization measurement; and b) ellipsoid body measurements. Images of select brains from flies with *Ubi156-GAL4*-mediated RNAi knockdown of *osa* showing (c) stunted alpha lobe outgrowth and narrowed alpha lobe head in a female *osa*-deficient fly brain; and d) beta lobe crossing the midline/fused beta lobes, as well as a skinny alpha lobe in a male *osa*-deficient fly brain. Images shown are z-stack maximum projections from confocal imaging. Triangular arrowheads indicate the abnormalities. The scale bar represents 25 μM.

We observed sex-specific changes in brain morphology (Fig. 3c and d). Females, but not males, showed decreased ellipsoid body dimensions with knockdown of *Snr1* (horizontal, *P* = 0.0002; vertical, *P* < 0.0444, Supplementary Table 4), while knockdown of *vtd* in females showed decreased alpha (*P* = 0.0088) and beta (*P* = 0.0433) lobe lengths. In addition to sex-specific effects, we observed sexually dimorphic effects; females with knockdown of *brm* showed decreases in alpha lobe and horizontal ellipsoid body length (*P* = 0.0409, *P* = 0.0224, respectively), while *brm* knockdown males showed increases in alpha lobe and horizontal ellipsoid body length (*P* = 0.0301, *P* = 0.0305, respectively; Fig. 4, Supplementary Table 4). Levene's tests for equality of variances indicate that the ellipsoid body measurements have sex-specific unequal environmental variances in some genotypes compared to the control (Fig. 4, Supplementary Table 4). These results show that these models of SSRIDDs and CdLS show morphological changes in the mushroom body and ellipsoid body.

**Fig. 4.**
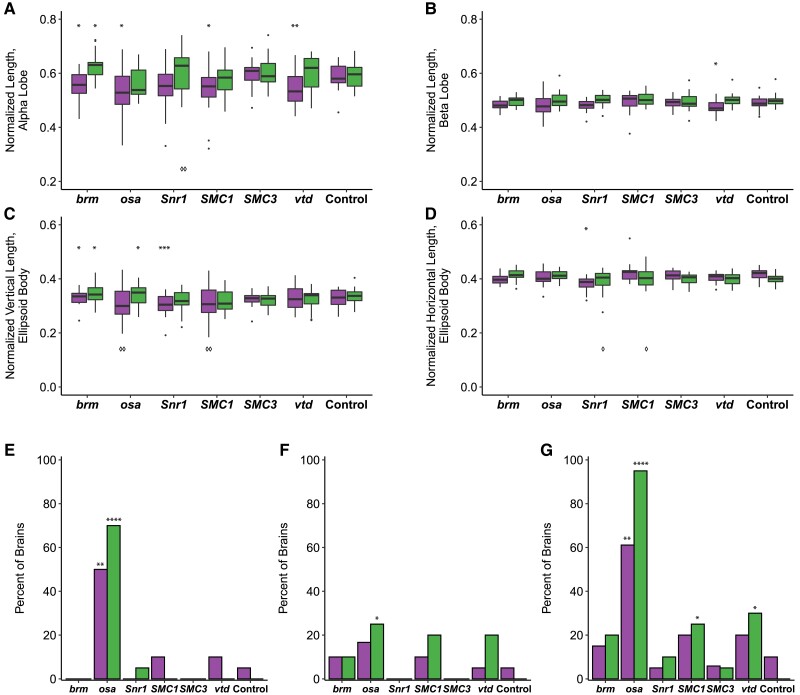
SSRIDD and CdLS fly models show gene-specific changes in the mushroom body and ellipsoid body. Boxplots showing (a) the average alpha lobe and (b) beta lobe length for each brain; c) ellipsoid body height (vertical direction; dorsal-ventral) and (d) width (left-right; lateral). Bar graphs showing the percentage of brains that (e) have a stunted alpha lobe(s)/narrowed alpha lobe head(s); f) have a beta lobe(s) crossing the midline, including fused beta lobes; and (g) display one of more of the following defects: skinny alpha lobe, missing alpha lobe, skinny beta lobe, missing beta lobe, stunted alpha lobe/narrowed alpha lobe head, beta lobe crossing the midline/fused beta lobes, extra projections off of the alpha lobe, extra projections off of the beta lobe. See Fig. 3. All brains were dissected from flies with *Ubi156-GAL4*-mediated RNAi knockdown. For panels a-d, brains missing only one alpha or beta lobe are represented by the length of the remaining lobe, and brains missing both alpha lobes or both beta lobes were not included in the analyses. For panels e-g, data were analyzed with a Fisher's exact test, sexes separately. Asterisks (*) and diamonds (panels a-d only; ◊) represent pairwise comparisons of the knockdown line vs the control in ANOVAs or Fisher's Exact tests, and Levene's tests for unequal variances, respectively. See Supplementary Table 4 for ANOVAs, Fisher's exact and Levene's test results. Females and males are shown on the left and right box plots for each gene, respectively. *N* = 17–20 brains per sex per line. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ◊*P* < 0.05, ◊◊*P* < 0.01.

We also recorded gross morphological abnormalities, such as missing lobes, beta lobes crossing the midline, and impaired/abnormal alpha lobe outgrowth (Fig. 3c and d). Although each abnormality was observed across multiple genotypes, only flies with knockdown of *osa* demonstrated consistent brain abnormalities. Male and female *osa* knockdown flies both exhibited an increased number of alpha lobes with impaired outgrowth (males: *P* < 0.0001, females: *P* < 0.0025, Fig. 4e, Supplementary Table 4), and the *osa* knockdown males also showed a significant number of beta lobe midline defects (*P* = 0.0471, Fig. 4f, Supplementary Table 4). Males with knockdown of *SMC1* and *vtd* also showed increased numbers of abnormal brains (*P* = 0.0471, *P* = 0.0202, respectively; Fig. 4g, Supplementary Table 4). Changes in brain morphology are more gene- and sex-dependent than changes in sleep, activity, and startle response.

### Effects on genome-wide gene expression

We performed a genome-wide analysis of gene expression for the *brm*, *osa*, *Snr1*, *SMC1*, *SMC3*, and *vtd* RNAi genotypes and their control, separately for males and females. 

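RNA was sequenced from pools of 30 whole flies aged 3 to 5 days, with 3 replicate pools for each sex of the 6 knockdown genotypes and of their control, which makes 42 libraries in 14 groups. The Ubi156-GAL4 driver is expressed throughout the body and directs RNA interference against a subunit of the SWI/SNF complex (brm, *osa* or *Snr1*) or of cohesin (SMC1, *SMC3* or *vtd*). Total RNA was depleted of ribosomal RNA. The authors filtered the reads with AfterQC, aligned them to the dm6 assembly with GSNAP and counted unique alignments per gene with featureCounts, and the raw counts were used here. Total counts per library ranged from 10888313 to 42320006, with a median of 27856896. The lowest, median and highest totals of the females were 25179123, 31065427 and 33942949 in control, 19504312, 23963067 and 27261955 in *brm*, 27552993, 29408533 and 33468801 in *osa*, 24939558, 26397761 and 27140574 in *Snr1*, 10888313, 25721751 and 27797447 in *SMC1*, 21764441, 27109749 and 32712817 in the females labelled *SMC3* and 29121025, 32058598 and 42320006 in *vtd*. Those of the males were 28898638, 32395000 and 36791462 in control, 29726693, 31688391 and 35541321 in *brm*, 26365946, 29074840 and 30110200 in *osa*, 15710972, 21485013 and 27196425 in *Snr1*, 20824416, 23683238 and 37326110 in *SMC1*, 19631554, 31906278 and 36647510 in the males labelled *SMC3* and 23157951, 27916346 and 33288987 in *vtd*. The runs of 8 libraries had been merged after resequencing. Transcripts of the mitochondrial genome took 3.8 to 26.7% of the counts, with a median of 5.9%. Their share exceeded 10% in 5 libraries, which were *brm* female replicate 1 (16.1%), *SMC1* female replicates 1 (26.7%) and 2 (26.1%), female replicate 2 of the libraries labelled *SMC3* (15.2%) and *Snr1* male replicate 2 (13.3%). The deposited sex labels and the library names of the control disagree. Across 1865 genes of Supplementary Table 5, the mean profile of the 3 control libraries named with an F correlated with the paper's control females at r = 0.9998 and with its control males at r = -0.6756. The other 3 control libraries gave r = -0.6751 and 0.9997, so the former served as female controls. These correlations are across genes, which are not independent replicates. Genes with a median count under 3, or with 0 counts in more than 25% of the libraries, were left out, the rule that the paper's methods state, which left 15522 genes. Counts were normalized by TMM and tested with edgeR's quasi-likelihood F-test, and p values were adjusted by the Benjamini-Hochberg method over all 15522 genes with a threshold of 0.05. Counts were also simulated with the depth and spread of these libraries, with changes given only to genes with an expected count of at least 50. The test called 37% of 2-fold and 92% of 4-fold changes in females, and 87% and 98% in males. Recovery among genes with lower counts was not examined. Comparisons within a sex share the same 3 control libraries. In 20 simulations of unchanged lines against shared controls, the calls summed over the 12 comparisons averaged 1.05 and reached at most 3.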

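The transcript of the targeted gene fell in 2 of the 12 comparisons, *Snr1* males and *vtd* males, by edgeR's test over all genes. *Snr1*, a core subunit of the SWI/SNF complex, stood at 6.88 ± 0.775 against 12.9 ± 0.92 CPM (SD, n = 3 here and for the other targets) in *Snr1* males and control males, a log2 fold change of -0.88 (standard error 0.12, edgeR adjusted p = 9.86e-06). The cohesin subunit *vtd* was measured at 35.1 ± 0.504 against 51.3 ± 1.25 CPM in *vtd* males, a log2 fold change of -0.54 (standard error 0.09, edgeR adjusted p = 0.000561). In the male libraries labelled *SMC3*, the *SMC3* transcript rose, at 36.4 ± 2.72 against 28.2 ± 0.327 CPM, a log2 fold change of 0.36 (standard error 0.09, edgeR adjusted p = 0.0119). *Snr1* in *Snr1* females was at 25.2 ± 3.99 against 47.3 ± 3.32 CPM, a log2 fold change of -0.73 (standard error 0.24, edgeR adjusted p = 0.0821), and all 3 libraries lay under the 3 controls. Averaged over both sexes, *Snr1* was lower in the *Snr1* line, with a log2 fold change of -0.91 (standard error 0.14, edgeR adjusted p = 1.25e-05). *SMC1* in *SMC1* females was at 65.3 ± 31.9 against 94.7 ± 4.35 CPM, a log2 fold change of -0.48 (standard error 0.27, edgeR adjusted p = 0.245). The ATPase subunit *brm* had log2 fold changes of -0.32 in *brm* females and -0.22 in *brm* males (standard errors 0.40 and 0.08, edgeR adjusted p = 1 and 0.0611). For *osa* the values were -0.59 and 0.02 (standard errors 0.45 and 0.09, edgeR adjusted p = 0.913 and 0.912). All 3 libraries of *brm* females lay under the 3 controls, at 143 ± 56.2 against 181 ± 3.31 CPM. The same held for *osa* females, at 362 ± 74.3 against 551 ± 41.7 CPM. *SMC1* in males, *SMC3* in the females labelled *SMC3* and *vtd* in females had log2 fold changes of -0.10, 0.02 and 0.13 (standard errors 0.08, 0.23 and 0.21, edgeR adjusted p = 0.398, 0.985 and 0.839). By qRT-PCR the paper reports lower expression of each target in both sexes (Supplementary Table 3). *SMC3* in the males labelled *SMC3* had an edgeR adjusted p of 0.0501 without *SMC3* male replicate 3. *SMC1* in *SMC1* females had an edgeR adjusted p of 0.00376 without *SMC1* female replicate 3. *brm* in *brm* males had an edgeR adjusted p of 0.0231 without *brm* male replicate 1.

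**Figure D1:**
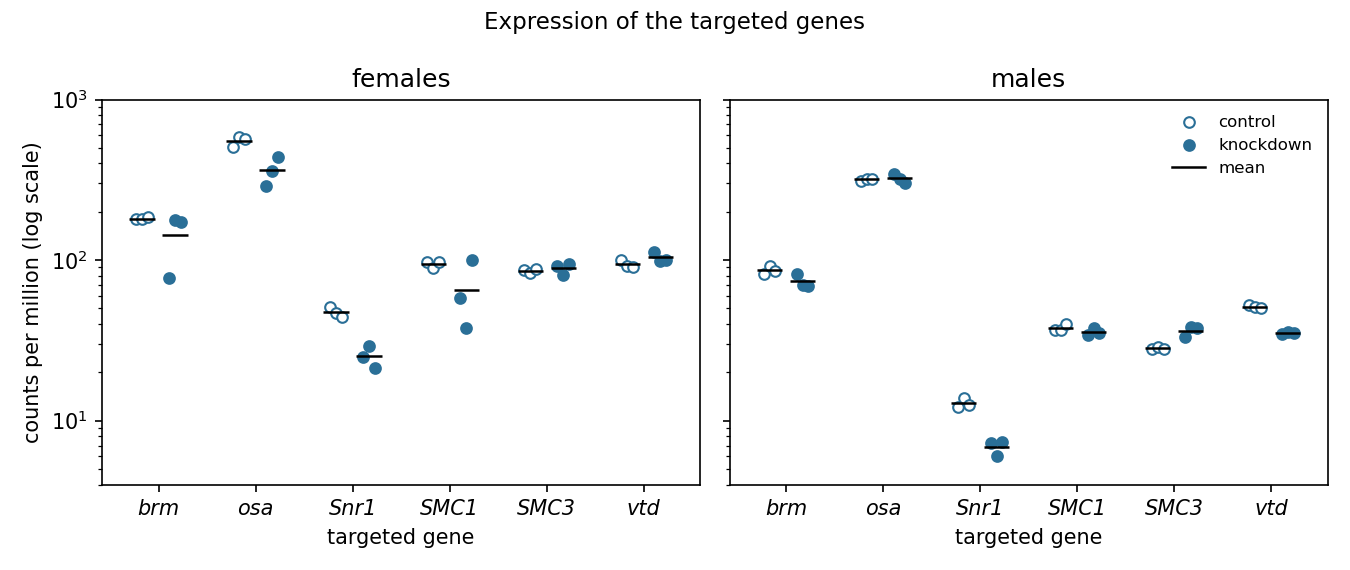
Expression in CPM of each targeted gene in the line of its name (filled circles) and in the control (open circles), for females and males, on a log axis. Each point is 1 library and each bar is the mean of 3 libraries. The *Snr1* and *vtd* males and the *brm*, *osa* and *Snr1* females lie under their controls, and the males labelled *SMC3* lie above theirs.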

We first performed a factorial fixed effects analysis of variance (ANOVA) for each expressed transcript, partitioning variance in gene expression between sexes, lines, and the line-by-sex interaction for all seven genotypes. We found that 8,481 and 6,490 genes were differentially expressed (FDR < 0.05 for the line and/or line × sex terms, Supplementary Table 5), for a total of 9,657 unique genes.

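Expression varied with the knockdown line, or with line and sex together, for most members of several gene groups. Of the cytosolic ribosomal protein genes, 84 of 89 differed in at least 1 of the 2 terms, as did 13 of 14 alpha-glucosidase and amylase genes, which digest starch and sugars, 33 of 37 genes of the muscle sarcomere and 24 of 27 genes of neurons. The respective counts were 24 of 28 for yolk and eggshell, 33 of 40 for gut serine proteases and lysozymes, 15 of 17 for the fat body, 33 of 42 for the mitotic cell cycle, 35 of 46 for antimicrobial peptides and 20 of 26 for actin assembly. Among the cilium genes the count was 7 of 37, among the nuclear genes of the mitochondrial respiratory chain 27 of 85 and among the long noncoding RNAs 457 of 1849. The sarcomere genes passed mainly in the line term, 33 against 5 in the line by sex term, and the ribosomal protein genes in both, 71 and 84. In an edgeR fit of all 42 libraries, the line term, a joint test of the 6 lines averaged over the sexes, called 6755 of 15522 genes and the line by sex term 5091, for a total of 8633 genes. Without the 8 resequenced libraries, 2738 genes passed the line by sex term.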

*brm*, *osa*, *Snr1,* and their human orthologs (Tables 1, Supplementary Table 2) are part of the same protein complex (BAF complex in humans, BAP complex in flies). Therefore, we evaluated whether other BAP complex members *Bap55*, *Bap60*, and *Bap111* (which are orthologous to human BAF complex members *ACTL6A*, *SMARCD1*, and *SMARCE1*, respectively), are differentially expressed in the analysis of all genes. We observed differential expression of strong fly orthologs (DIOPT > 9) of additional BAF complex subunits in the global model and found that *Bap55* and *Bap60* (FDR-corrected Line *P-*values: 0.0123, 0.01306, respectively; Supplementary Table 5), but not *Bap111*, are differentially expressed. 

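*Bap55* and *Bap60* rose in *SMC1* females, and *Bap111* rose by small amounts in males of *brm* and *SMC1*. *Bap55*, an actin-related subunit of the complex, lies on chromosome 2R from 17429353 to 17430963 of the BDGP6 annotation of dm6. It was measured at 96.3 ± 46.2 CPM against 40.2 ± 4.09 in the control (SD, n = 3) in *SMC1* females, a log2 fold change of 1.29 (standard error 0.27, edgeR adjusted p = 0.00284). *Bap60* was at 234 ± 98.4 CPM against 111 ± 5.55 in the control (SD, n = 3), a log2 fold change of 1.10 (standard error 0.26, edgeR adjusted p = 0.00619). These *SMC1* females hold the 2 libraries with the highest mitochondrial share. In *SMC1* males the values were 0.03 and -0.01 (standard errors 0.15 and 0.11, edgeR adjusted p = 0.925 and 0.968), and the difference between the sexes passed the test for both genes (edgeR adjusted p = 0.0116 and 0.0149). *Bap111*, an HMG-box subunit, had a log2 fold change of 0.35 (standard error 0.10, edgeR adjusted p = 0.022) in *brm* males and a log2 fold change of 0.41 (standard error 0.10, edgeR adjusted p = 0.01) in *SMC1* males. In the 6-df edgeR test of the line term over both sexes, the adjusted p was 0.000447 for *Bap55*, 0.00271 for *Bap60* and 0.0241 for *Bap111*, and in the line by sex term 0.000798, 0.000476 and 0.148. Of the 11 tested members of the BAP and PBAP complexes, 3 rose, 2 fell and 6 did not pass (3 higher and 5 lower adjusted over the list alone) in *SMC1* females. In *Snr1* males 4 rose, 1 fell and 6 did not pass (4 higher and 1 lower adjusted over the list alone). Among the latter, *brm*, *osa* and *mor* had log2 fold changes of 0.30, 0.33 and 0.31 (standard errors 0.08, 0.09 and 0.09, edgeR adjusted p = 0.00884, 0.00973 and 0.0144). *Bap60* in *SMC1* females had an edgeR adjusted p of 0.102 without *SMC1* female replicate 1. *Bap111* in *brm* males had an edgeR adjusted p of 0.0627, 0.078, 0.0621 and 0.0709 without *brm* male replicate 2 or 3 or control male replicate 1 or 3, in that order. *mor* in *Snr1* males had an edgeR adjusted p of 0.0658 and 0.0551 without *Snr1* male replicate 1 or control male replicate 3, in that order. *Bap55* and *Bap60* in *SMC1* females had log2 fold changes of 0.56 and 0.47 (edgeR adjusted p = 0.261 and 0.35) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. For the difference of *Bap55* between the sexes of *SMC1*, the edgeR adjusted p was 0.176 and 0.0697 without *SMC1* female replicate 1 or control male replicate 1, in that order. For the difference of *Bap60* between the sexes of *SMC1*, the edgeR adjusted p was 0.209, 0.0603 and 0.0682 without *SMC1* female replicate 1 or control male replicate 2 or 3, in that order.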

We did not observe differential expression of *Nipped-B* in the global analysis. 

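*Nipped-B*, which loads cohesin onto chromatin, differed from the control only in *Snr1* males, while its partner *Mau2* rose in *osa* males and in both sexes of *Snr1*. *Nipped-B* lies on chromosome 2R from 4691672 to 4729017 and was measured at 149 ± 4.03 CPM against 128 ± 0.653 in the control (SD, n = 3) in *Snr1* males, a log2 fold change of 0.24 (standard error 0.07, edgeR adjusted p = 0.0167). In the other 5 lines its male log2 fold change ranged from 0.02 to 0.21, and in females of the 6 lines from -0.50 to 0.02, none past the threshold. Over all lines and both sexes, the edgeR adjusted p of *Nipped-B* was 0.477 for the line term and 0.0618 for the line by sex term. *Mau2* had a log2 fold change of 2.00 (standard error 0.25, edgeR adjusted p = 5e-06) in *Snr1* males and a log2 fold change of 1.84 (standard error 0.25, edgeR adjusted p = 5.87e-05) in *osa* males. In *Snr1* females it had a log2 fold change of 0.80 (standard error 0.19, edgeR adjusted p = 0.0175). Of the 12 tested genes of cohesin and its regulators, 5 rose, 1 fell and 6 did not pass (5 higher and 1 lower adjusted over the list alone) in *Snr1* males, with camera adjusted p = 0.0332, or 0.8 at an estimated correlation. The cohesin subunit *SA1* and *SMC3* rose there and *dmt* fell, with log2 fold changes of 0.47, 0.31 and -0.41 (standard errors 0.09, 0.09 and 0.12, edgeR adjusted p = 0.00064, 0.00959 and 0.0127). In *SMC1* females, *san*, an acetyltransferase needed for sister chromatid cohesion, had a log2 fold change of 0.84 (standard error 0.21, edgeR adjusted p = 0.0085). *Nipped-B* in *osa* males had an edgeR adjusted p of 0.0354 without *osa* male replicate 2. *Mau2* in *Snr1* females had an edgeR adjusted p of 0.138, 0.0684, 0.0569 and 0.0881 without *Snr1* female replicate 3 or control female replicate 1, 2 or 3, in that order. *dmt* in *Snr1* males had an edgeR adjusted p of 0.066 and 0.0516 without *Snr1* male replicate 2 or control male replicate 3, in that order. *san* in *SMC1* females had an edgeR adjusted p of 0.0871 without *SMC1* female replicate 1. *dmt* in *Snr1* males had a log2 fold change of -0.32 (edgeR adjusted p = 0.066) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *Nipped-B* in *Snr1* males had a log2 fold change of 0.16 (edgeR adjusted p = 0.0708) in a fit, added after the data were seen, with the length trend removed. *san* in *SMC1* females had a log2 fold change of 0.50 (edgeR adjusted p = 0.312) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *san* in *SMC1* females had a log2 fold change of 0.00 (edgeR adjusted p = 0.992) in a fit, added after the data were seen, with the length trend removed.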

*Nipped-B* is a member of the fly cohesin complex along with *SMC1*, *SMC3*, and *vtd,* and is orthologous to the human cohesin complex member *NIPBL*.

We next performed separate pairwise analyses for SSRIDD-associated fly orthologs and CdLS-associated fly orthologs against the control genotype using the subset of 9,657 unique differentially expressed genes from the full ANOVA model (Tables 2, Supplementary Table 5). We also performed these analyses on sexes separately (Tables 2, Supplementary Table 5). 

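Most ribosomal protein genes rose in *SMC1* females and the list stayed near the control in *SMC1* males, with median log2 fold changes of 1.09 and -0.03 over 89 genes (camera adjusted p = 1.1e-16 for the difference between the sexes, or 0.777 at an estimated correlation). In *SMC1* females 59 rose and 30 did not pass (72 higher adjusted over the list alone). With a trend of counts with gene length removed from each library, a step chosen after the data were seen, the female median was 0.31 and 29 rose. *RpL36* had a log2 fold change of 2.99 (standard error 0.43, edgeR adjusted p = 0.000196) in females and a log2 fold change of 0.64 (standard error 0.18, edgeR adjusted p = 0.0152) in males. The difference had an edgeR adjusted p of 0.00221. The kinase *aurB* and the replication inhibitor *geminin*, of the mitotic cell cycle, had log2 fold changes of 1.88 and 1.39 (standard errors 0.34 and 0.25, edgeR adjusted p = 0.00144 and 0.00145) in *SMC1* females. Their differences between the sexes had edgeR adjusted p values of 0.0134 and 0.0207. The cyclin *CycE* fell in *SMC1* males, with a log2 fold change of -2.57 (standard error 0.20, edgeR adjusted p = 1.02e-08) (edgeR adjusted p = 0.000196 for the difference). In *Snr1*, the antimicrobial peptide genes had a median of 1.31 in females, where 14 rose and 32 did not pass (20 higher adjusted over the list alone). In males the median was 0.01, and 7 rose, 5 fell and 34 did not pass (7 higher and 4 lower adjusted over the list alone) (camera adjusted p = 9.78e-05 for the difference between the sexes, or 0.777 at an estimated correlation). *CecA1* in *Snr1* females had a log2 fold change of 3.66 (standard error 0.74, edgeR adjusted p = 0.00468), and for the difference from males the edgeR adjusted p was 0.0115. Interaction tests in edgeR called 60 genes in *brm*, 135 in *osa*, 808 in *Snr1*, 2993 in *SMC1*, 92 in the libraries labelled *SMC3* and 62 in *vtd*. In each line but *SMC1* some other grouping of the same libraries called more. *SMC1* female replicates 1 and 2 carried mitochondrial shares of over 10%. Without the 5 libraries over 10%, which leaves 1 *SMC1* female that is assumed to vary like the other groups, the line by sex count of *SMC1* was 581 and that of *Snr1* 1061. In *brm*, *osa* and *vtd* it was 203, 248 and 223. With the paper's linear model, adjusted over all genes kept, it was 1165 in *SMC1* and 3484 in *Snr1*. The line by sex count of *brm* became 13, 13, 12, 24, 21, 17, 29, 12, 13 and 17 without *brm* male replicate 1, 2 or 3, *brm* female replicate 2 or 3, control female replicate 1 or 2 or control male replicate 1, 2 or 3, in that order. The line by sex count of *osa* became 71, 89 and 85 without *osa* male replicate 1 or control female replicate 1 or 3, in that order. The line by sex count of *Snr1* became 388, 286, 1465, 206, 339, 527, 463, 385, 419 and 419 without *Snr1* male replicate 1 or 2, *Snr1* female replicate 2 or 3, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. The line by sex count of *SMC1* became 1855, 757, 4764, 1459, 1926 and 1926 without *SMC1* male replicate 3, *SMC1* female replicate 1 or 3 or control male replicate 1, 2 or 3, in that order. The line by sex count of the libraries labelled *SMC3* became 18, 29, 8, 8, 7, 1477, 12, 12, 7, 22, 9 and 13 without *SMC3* male replicate 1, 2 or 3, *SMC3* female replicate 1, 2 or 3, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. The line by sex count of *vtd* became 14, 6, 28, 2, 14, 27, 35, 17, 21 and 30 without *vtd* male replicate 1, 2 or 3, *vtd* female replicate 2, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. *RpL36* in *SMC1* males had an edgeR adjusted p of 0.0501, 0.0806 and 0.0597 without *SMC1* male replicate 1 or control male replicate 2 or 3, in that order. *RpL36*, *aurB* and *geminin* in *SMC1* females had log2 fold changes of 1.73, 1.01 and 0.73 (edgeR adjusted p = 0.0852, 0.182 and 0.19) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *RpL36* in *SMC1* males had a log2 fold change of 0.45 (edgeR adjusted p = 0.0675) in a fit, added after the data were seen, with the length trend removed. For the difference of *aurB* between the sexes of *SMC1*, the edgeR adjusted p was 0.121, 0.0553 and 0.0712 without *SMC1* female replicate 1 or control male replicate 1 or 3, in that order. For the difference of *geminin* between the sexes of *SMC1*, the edgeR adjusted p was 0.28, 0.0849, 0.0701 and 0.0693 without *SMC1* female replicate 1 or control male replicate 1, 2 or 3, in that order. For the difference of *CecA1* between the sexes of *Snr1*, the edgeR adjusted p was 0.105 without *Snr1* female replicate 3.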

The number of differentially expressed genes at a given FDR threshold varies across pairwise comparisons and across sexes. For example, females with knockdown of *brm* and *Snr1* have 583 and 3,026 differentially expressed genes (FDR < 0.05), respectively, whereas males with knockdown of these genes have 2,996 and 3,376 differentially expressed genes (FDR < 0.05), respectively (Tables 2, Supplementary Table 5). 

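In *brm* females a few genes of the cuticle and the gut stood far from the control, and in *Snr1* females a trypsin gene fell while 2 long noncoding RNAs rose by large factors. *TwdlD*, a Tweedle cuticle protein gene on chromosome 3R from 26640025 to 26641054, was at 18.9 ± 1.42 CPM against 0.62 ± 0.266 in the control (SD, n = 3) in *brm* females. It rose together with 2 predicted genes, and *TwdlD*, *CG15022* and *CG15142* had log2 fold changes of 4.91, 4.69 and 4.58 (standard errors 0.70, 0.92 and 0.45, edgeR adjusted p = 0.00121, 0.0188 and 2.05e-05). The genes with the largest decreases in *brm* females were *CG32751*, *CG17192* and *Jon25Bii*, the last a Jonah gut protease, with log2 fold changes of -3.05, -2.83 and -2.35 (standard errors 0.56, 0.42 and 0.37, edgeR adjusted p = 0.0118, 0.00177 and 0.0033). In *Snr1* females, *CG15142*, *lncRNA:CR44964* and *lncRNA:cherub* rose, with log2 fold changes of 8.21, 7.98 and 7.58 (standard errors 0.53, 0.69 and 0.44, edgeR adjusted p = 6.94e-09, 3.11e-07 and 3.23e-09). The trypsin gene *deltaTry* fell there with *5SrRNA-Psi:CR33363*, and they had log2 fold changes of -4.57 and -4.23 (standard errors 0.61 and 1.15, edgeR adjusted p = 8.01e-05 and 0.034). *CG17192* fell too and was at 11.7 ± 6.69 CPM against 210 ± 21.6 in the control (SD, n = 3). In *brm* males, *CG11598*, *lncRNA:CR45388* and *CG11313* rose, with log2 fold changes of 4.70, 3.75 and 3.32 (standard errors 0.21, 0.44 and 0.48, edgeR adjusted p = 3.83e-11, 3.66e-05 and 0.000194). There *CG15577*, *CG13946* and *CG14137* fell, with log2 fold changes of -6.18, -4.48 and -4.41 (standard errors 0.33, 0.46 and 0.90, edgeR adjusted p = 5.2e-10, 7.07e-06 and 0.00256). In *Snr1* males, *lncRNA:CR44964*, *lncRNA:CR44712* and *CG15142* rose, with log2 fold changes of 7.54, 6.85 and 6.78 (standard errors 0.50, 1.40 and 0.59, edgeR adjusted p = 3.21e-09, 0.000756 and 8.68e-08). The carbonic anhydrase gene *CAH5* fell with *deltaTry* and *CG13744*, and *deltaTry*, *CAH5* and *CG13744* had log2 fold changes of -5.05, -4.46 and -3.83 (standard errors 0.71, 0.28 and 0.93, edgeR adjusted p = 1.43e-05, 1.24e-09 and 0.0034). With edgeR, 60 genes differed in *brm* females (43 higher and 17 lower) and 804 in *Snr1* females (662 higher and 142 lower). There were 3170 in *brm* males (1616 higher and 1554 lower) and 4901 in *Snr1* males (2068 higher and 2833 lower). With a trend of counts with gene length removed from each library, chosen after the data were seen, 68 were higher and 84 lower in *brm* females, 1665 were higher and 1712 lower in *brm* males, 1068 were higher and 592 lower in *Snr1* females and 2426 were higher and 2791 lower in *Snr1* males. Without the 5 libraries over 10% mitochondrial counts, 1945 genes were called in *Snr1* females, and 1178 were higher and 767 lower. Chi-square per degree of freedom between 2 libraries, which grows with depth, was in *brm* females 226 for replicates 1 and 2, 276 for 1 and 3 and 37.9 for 2 and 3. The count of *brm* females was 34, 30 and 29 without *brm* female replicate 3 or control female replicate 1 or 3, in that order. That of *Snr1* females was 361, 515, 286 and 397 without *Snr1* female replicate 1 or 2 or control female replicate 1 or 3, in that order. That of *brm* males was 1651, 1882 and 1909 without *brm* male replicate 3 or control male replicate 1 or 2, in that order. *CG15022* in *brm* females had an edgeR adjusted p of 0.0646, 0.082, 0.116, 0.142 and 0.145 without *brm* female replicate 2 or 3 or control female replicate 1, 2 or 3, in that order. *CG32751* in *brm* females had an edgeR adjusted p of 0.101, 0.0977 and 0.0577 without *brm* female replicate 2 or 3 or control female replicate 1, in that order. *5SrRNA-Psi:CR33363* in *Snr1* females had an edgeR adjusted p of 0.114, 0.0998, 0.139, 0.056 and 0.0724 without *Snr1* female replicate 2 or 3 or control female replicate 1, 2 or 3, in that order. *CG15022* in *brm* females had a log2 fold change of 4.79 (edgeR adjusted p = 0.0676) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *5SrRNA-Psi:CR33363* in *Snr1* females had a log2 fold change of -4.35 with DESeq2, which gave it no adjusted p.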

We observed the largest number of differentially expressed genes in flies with knockdown of *Snr1* (Tables 2, Supplementary Table 5). 

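Among the females of the other 4 lines, sugar-digesting enzymes rose in *osa*, a set of noncoding and predicted genes was nearly absent from *SMC1*, and *vtd* females, whose *vtd* transcript was not lower, had the fewest called genes. In *osa* females the alpha-glucosidase genes *tobi* and *Mal-A8* and the predicted gene *CG34040* rose, and *CG34040*, *tobi* and *Mal-A8* had log2 fold changes of 6.03, 5.57 and 5.34 (standard errors 0.53, 0.49 and 0.41, edgeR adjusted p = 9.33e-07, 9.33e-07 and 3.81e-07). The proteases Jon25Bi and *Jon25Bii* fell with *CG17192*, and *CG17192*, Jon25Bi and *Jon25Bii* had log2 fold changes of -4.50, -4.10 and -4.04 (standard errors 0.45, 0.40 and 0.40, edgeR adjusted p = 3.76e-06, 3.05e-06 and 3.05e-06). In *SMC1* females, *CG15142*, *Lcp65Ag3* and *mt:ND6* rose, the last 2 being a larval cuticle gene and a subunit of respiratory complex I, with log2 fold changes of 5.07, 4.25 and 4.08 (standard errors 0.46, 1.11 and 0.93, edgeR adjusted p = 2.77e-07, 0.0114 and 0.00497). *CG41561*, on a scaffold not placed on a chromosome, was at 0.694 ± 0.0954 CPM against 274 ± 49.6 in the control (SD, n = 3) in *SMC1* females. There, *CG41561*, *lncRNA:CR43174* and *lncRNA:CR44642* had log2 fold changes of -8.53, -8.18 and -7.87 (standard errors 0.34, 0.41 and 0.33, edgeR adjusted p = 2.02e-12, 4.77e-11 and 2.1e-12). Whether the reads counted on these genes in the other libraries come from the flies is not known. In the females labelled *SMC3*, *Eig71Ek*, *asRNA:CR46082* and *FBgn0086073* rose, with log2 fold changes of 8.45, 8.42 and 7.83 (standard errors 1.54, 1.04 and 1.15, edgeR adjusted p = 0.00508, 6.36e-05 and 0.000867). There *CG31904*, *CG17192* and the troponin C gene *TpnC4* fell, with log2 fold changes of -2.65, -2.48 and -2.40 (standard errors 0.50, 0.41 and 0.59, edgeR adjusted p = 0.00735, 0.00207 and 0.0437). In *vtd* females, *CG15142*, *CG32302* and *CG43055* rose, with log2 fold changes of 3.93, 3.91 and 2.65 (standard errors 0.44, 0.43 and 0.47, edgeR adjusted p = 7.72e-05, 7.72e-05 and 0.0149). The channel gene *ppk10*, *CG1077* and the protease gene *Jon44E* fell there, with log2 fold changes of -2.72, -1.80 and -1.30 (standard errors 0.55, 0.33 and 0.26, edgeR adjusted p = 0.0403, 0.0175 and 0.0347). By edgeR's test 269 genes differed in *osa* females (170 higher and 99 lower), 2747 in *SMC1* females (2184 higher and 563 lower), 248 in the females labelled *SMC3* (217 higher and 31 lower) and 28 in *vtd* females (25 higher and 3 lower). Mitochondrial shares exceeded 10% in *SMC1* female replicates 1 and 2 and in female replicate 2 labelled *SMC3*. Without all 5 libraries of this kind the counts of *osa* and *SMC1* females were 472 and 137, the latter from 1 remaining *SMC1* female that is assumed to vary like the other groups. Of these 137, 28 were higher and 109 lower. With a trend of counts with gene length removed, chosen after the data were seen, 243 were higher and 210 lower in *osa*, 1408 were higher and 1493 lower in *SMC1*, 129 were higher and 93 lower with the label *SMC3* and 20 were higher and 18 lower in *vtd*. Chi-square per degree of freedom between 2 libraries, which grows with depth, was in *SMC1* females 67.9 for replicates 1 and 2, 548 for 1 and 3 and 340 for 2 and 3, in the females labelled *SMC3* 69 for replicates 1 and 2, 69.4 for 1 and 3 and 222 for 2 and 3 and in *vtd* females 241 for replicates 1 and 2, 47.3 for 1 and 3 and 212 for 2 and 3. The count of *osa* females became 154, 142 and 152 without *osa* female replicate 3 or control female replicate 1 or 3, in that order. That of *SMC1* females became 953, 4586, 1659, 1670 and 1572 without *SMC1* female replicate 1 or 3 or control female replicate 1, 2 or 3, in that order. The females labelled *SMC3* gave 80, 79, 1485, 75, 101 and 77 without *SMC3* female replicate 1, 2 or 3 or control female replicate 1, 2 or 3, in that order. Those of *vtd* gave 13, 17, 8, 14 and 9 without *vtd* female replicate 2 or 3 or control female replicate 1, 2 or 3, in that order. *Lcp65Ag3* in *SMC1* females had an edgeR adjusted p of 0.0542 and 0.0574 without control female replicate 1 or 2, in that order. *Eig71Ek* in the females labelled *SMC3* had an edgeR adjusted p of 0.0585 without control female replicate 3. *CG31904* in the females labelled *SMC3* had an edgeR adjusted p of 0.0544 without *SMC3* female replicate 2. *TpnC4* in the females labelled *SMC3* had an edgeR adjusted p of 0.253, 0.265, 0.118, 0.136 and 0.132 without *SMC3* female replicate 1 or 2 or control female replicate 1, 2 or 3, in that order. *CG43055* in *vtd* females had an edgeR adjusted p of 0.118, 0.132, 0.0887 and 0.141 without *vtd* female replicate 2 or control female replicate 1, 2 or 3, in that order. *ppk10* in *vtd* females had an edgeR adjusted p of 0.14, 0.34, 0.106, 0.238 and 0.199 without *vtd* female replicate 1, 2 or 3 or control female replicate 1 or 3, in that order. *CG1077* in *vtd* females had an edgeR adjusted p of 0.0518, 0.0816, 0.117, 0.125 and 0.141 without *vtd* female replicate 1, 2 or 3 or control female replicate 1 or 3, in that order. *Jon44E* in *vtd* females had an edgeR adjusted p of 0.153, 0.2, 0.214, 0.0944 and 0.168 without *vtd* female replicate 1 or 3 or control female replicate 1, 2 or 3, in that order. *Lcp65Ag3* and *mt:ND6* in *SMC1* females had log2 fold changes of 4.77 and 2.81 (edgeR adjusted p = 0.134 and 0.245) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *Lcp65Ag3* in *SMC1* females had a log2 fold change of 3.28 (edgeR adjusted p = 0.0581) in a fit, added after the data were seen, with the length trend removed. *CG43055* in *vtd* females had a log2 fold change of 2.04 (edgeR adjusted p = 0.0818) in a fit, added after the data were seen, with the length trend removed.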

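Among the males of these 4 lines, a shared group of predicted genes fell in *osa*, *vtd* and the libraries labelled *SMC3*, while several long noncoding RNAs were nearly absent from *SMC1* males. In *osa* males *lncRNA:CR45388*, *CG15142* and the meiotic gene *narya* rose, with log2 fold changes of 5.99, 5.92 and 5.48 (standard errors 0.46, 0.57 and 0.49, edgeR adjusted p = 5.97e-08, 8.79e-07 and 3.86e-07). There *CG34217*, *CG17298* and *CG5172* fell, with log2 fold changes of -6.01, -5.10 and -4.97 (standard errors 0.99, 1.01 and 1.04, edgeR adjusted p = 0.000343, 0.00168 and 0.00268). In *SMC1* males, *CG11598*, *CG11313* and *lncRNA:CR43487* rose, with log2 fold changes of 4.82, 3.92 and 2.78 (standard errors 0.21, 0.48 and 0.32, edgeR adjusted p = 9.12e-13, 1.02e-05 and 5.08e-06). The noncoding RNA *lncRNA:CR44642* was at 2.42 ± 1.02 CPM against 1060 ± 94.5 in the control (SD, n = 3). There, *lncRNA:CR44642*, *lncRNA:CR44461* and *lncRNA:CR44361* had log2 fold changes of -8.84, -8.64 and -8.54 (standard errors 0.31, 0.32 and 0.31, edgeR adjusted p = 2.28e-14, 7.91e-14 and 5e-14). Whether the reads counted on these RNAs in the other libraries come from the flies is not known. In the males labelled *SMC3*, *Eig71Ek*, *FBgn0086073* and *asRNA:CR46082* rose, with log2 fold changes of 9.37, 7.70 and 6.80 (standard errors 0.59, 0.69 and 0.33, edgeR adjusted p = 2.04e-09, 3.17e-07 and 3.46e-11). *Eig71Ek*, an ecdysone-induced gene, lies on chromosome 3L from 15661248 to 15661809. *CG17298*, *CG34217* and *5SrRNA:CR33451* fell, with log2 fold changes of -4.73, -4.66 and -4.44 (standard errors 0.98, 0.89 and 0.66, edgeR adjusted p = 0.00321, 0.00179 and 0.000188). In *vtd* males, *CG11598*, *CG32198* and *lncRNA:CR45388* rose, with log2 fold changes of 5.00, 4.53 and 3.41 (standard errors 0.21, 0.44 and 0.45, edgeR adjusted p = 1.39e-11, 2.93e-06 and 6.03e-05). There *CG17298*, *CG34217* and *l(3)mbn* fell, with log2 fold changes of -5.53, -5.14 and -4.37 (standard errors 1.05, 0.92 and 0.94, edgeR adjusted p = 0.00144, 0.000896 and 0.004). The control males varied for *CG17298*, at 37.1 ± 46.3 CPM (SD, n = 3). By edgeR's test 2017 genes differed in *osa* males (949 higher and 1068 lower), 2957 in *SMC1* males (1198 higher and 1759 lower), 1596 in the males labelled *SMC3* (834 higher and 762 lower) and 2188 in *vtd* males (1074 higher and 1114 lower). The count of *osa* males was 1325 without *osa* male replicate 3. In *SMC1* males it was 1671, 1933 and 1939 without *SMC1* male replicate 3 or control male replicate 1 or 2, in that order. In the males labelled *SMC3* it was 1033 without control male replicate 2. In *vtd* males it was 1273, 1423 and 1406 without *vtd* male replicate 2 or control male replicate 1 or 2, in that order.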

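In *Snr1* males, most genes of the testis fell, and genes of the larval salivary glue and most genes of actin assembly rose. Of 48 genes of testis and sperm, 1 rose, 36 fell and 11 did not pass (1 higher and 39 lower adjusted over the list alone), with camera adjusted p = 9.27e-12, or 0.8 at an estimated correlation. The smallest p values were those of *hale*, *Mst98Cb*, *Mst98Ca* and *schuy*, expressed in the male germline, with log2 fold changes of -1.69, -2.06, -1.83 and -1.81 (standard errors 0.14, 0.18, 0.17 and 0.17, edgeR adjusted p = 3.69e-08, 7.31e-08, 1.34e-07 and 2.19e-07). Of 18 genes of larval and pupal stages, 9 rose and 9 did not pass (10 higher adjusted over the list alone) (camera adjusted p = 0.00088, or 0.8 at an estimated correlation). The salivary glue genes *Sgs4*, *Sgs5* and *Sgs1* and the new glue gene *ng2* had log2 fold changes of 4.72, 4.78, 3.18 and 4.63 (standard errors 0.51, 0.73, 0.54 and 0.76, edgeR adjusted p = 7.91e-07, 3.86e-05, 0.00012 and 8.75e-05). Of 26 genes of actin assembly, 18 rose, 2 fell and 6 did not pass (19 higher and 3 lower adjusted over the list alone) (camera adjusted p = 7.03e-06, or 0.8 at an estimated correlation). Profilin, encoded by *chic*, myosin light chain *sqh* and the capping protein *cpa* had log2 fold changes of 0.66, 0.74 and 0.60 (standard errors 0.08, 0.09 and 0.09, edgeR adjusted p = 3.64e-06, 5.02e-06 and 5.29e-05). The nucleator *capu* had a log2 fold change of -1.16 (standard error 0.12, edgeR adjusted p = 4.86e-07). Of 18 heat shock genes, 4 rose, 1 fell and 13 did not pass (4 higher and 1 lower adjusted over the list alone), with camera adjusted p = 0.202, or 0.971 at an estimated correlation. Of 17 fat body genes, 3 rose, 5 fell and 9 did not pass (3 higher and 5 lower adjusted over the list alone). The lipid synthesis genes *FASN1* and *ACC* had log2 fold changes of -1.48 and -0.97 (standard errors 0.18 and 0.15, edgeR adjusted p = 3.96e-06 and 6.39e-05). Of 28 genes of sleep and the circadian clock, 6 rose, 5 fell and 17 did not pass (7 higher and 5 lower adjusted over the list alone). The potassium channel gene *Shal* and the ubiquitin ligase subunit *Cul3* had log2 fold changes of 1.13 and -0.69 (standard errors 0.15 and 0.10, edgeR adjusted p = 5.82e-06 and 2.87e-05). *Shal* is among the genes nearly absent from *SMC1*, and whether its reads here come from the flies is not known. At an edgeR adjusted p under 0.0005, 1838 genes differed between *Snr1* and control males.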

At FDR < 0.0005, there were still 1,059 genes differentially expressed in *Snr1* males (Supplementary Table 5). A greater number of differentially expressed genes are upregulated than downregulated in flies with knockdown of *brm*, *SMC1*, *SMC3*, and *vtd* (Supplementary Table 5). In contrast, flies with knockdown of *osa* and *Snr1* have a greater number of downregulated genes (Supplementary Table 5). 

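Transcripts of the mitochondrial genome and of most ribosomal proteins rose in *SMC1* females. A part of the nuclear genes of the respiratory chain fell in *osa* and *Snr1* males, and some antimicrobial peptide genes rose in *vtd* males. Of the 24 genes of the mitochondrial genome, 23 rose and 1 did not pass (24 higher adjusted over the list alone) in *SMC1* females (camera adjusted p = 1.82e-14, or 0.8 at an estimated correlation). Mitochondrial shares in these libraries were 26.7, 26.1 and 8% against 3.8 to 4.6% in the control. *mt:ND1*, *mt:ND3* and *mt:ND5* had log2 fold changes of 3.34, 2.73 and 2.91 (standard errors 0.53, 0.45 and 0.54, edgeR adjusted p = 0.000603, 0.000806 and 0.00154). Of 89 ribosomal protein genes, 59 rose and 30 did not pass (72 higher adjusted over the list alone) there (camera adjusted p = 9.79e-20, or 0.8 at an estimated correlation). The genes *RpL29*, *RpS5b* and *RpS9* had log2 fold changes of 1.87, 2.19 and 2.47 (standard errors 0.30, 0.37 and 0.42, edgeR adjusted p = 0.000596, 0.000924 and 0.0011). With a trend of counts with gene length removed from each library, a step chosen after the data were seen, 29 rose. Of 85 nuclear genes of the respiratory chain, 3 rose, 41 fell and 41 did not pass (6 higher and 49 lower adjusted over the list alone) in *osa* males (camera adjusted p = 2.61e-10, or 0.8 at an estimated correlation). The ATP synthase genes *blw* and *ATPsynbeta* had log2 fold changes of -1.02 and -1.11 (standard errors 0.17 and 0.20, edgeR adjusted p = 0.000343 and 0.000723). In *Snr1* males 1 rose, 21 fell and 63 did not pass (1 higher and 20 lower adjusted over the list alone) (camera adjusted p = 0.00418, or 0.971 at an estimated correlation). The members with the smallest p, *COX4L*, *COX7AL* and *ND-49L*, had log2 fold changes of -0.95, -1.23 and -0.98 (standard errors 0.12, 0.17 and 0.14, edgeR adjusted p = 6.38e-06, 1.3e-05 and 1.83e-05). Against female controls they had log2 fold changes of 4.92, 4.27 and 3.22 in *Snr1* males. The testis genes *betaTub85D* and *Mst87F* had 6.57 and 6.07 in that comparison. Whether these members fell along with the testis genes was not tested. Of 46 genes of antimicrobial peptides, 12 rose, 3 fell and 31 did not pass (15 higher and 7 lower adjusted over the list alone) in *vtd* males (camera adjusted p = 0.0111, or 0.971 at an estimated correlation). Their members *Def*, *CecA1* and *Drs* had log2 fold changes of 3.19, 2.34 and 2.32 (standard errors 0.31, 0.22 and 0.37, edgeR adjusted p = 2.98e-06, 1.95e-06 and 0.000331). Averaged over both sexes in edgeR, 343 genes were higher and 353 lower in *brm*, 646 genes were higher and 520 lower in *osa* and 1238 genes were higher and 1159 lower in *Snr1*. In addition 1875 genes were higher and 1577 lower in *SMC1*, 1035 genes were higher and 424 lower in the libraries labelled *SMC3* and 394 genes were higher and 229 lower in *vtd*. The total of 1459 in the libraries labelled *SMC3* became 967, 890, 778, 2522 and 927 without *SMC3* male replicate 1, *SMC3* female replicate 1, 2 or 3 or control female replicate 3, in that order. That of 623 in *vtd* became 365 and 354 without control female replicate 1 or 3, in that order. Without the 5 libraries over 10% mitochondrial counts, the totals were 1097 against 696 in *brm*, 1846 against 1166 in *osa* and 2089 against 623 in *vtd*. *mt:ND1*, *mt:ND3*, *mt:ND5*, *RpL29*, *RpS5b* and *RpS9* in *SMC1* females had log2 fold changes of 1.47, 1.75, 1.26, 1.34, 1.27 and 1.30 (edgeR adjusted p = 0.156, 0.0915, 0.261, 0.107, 0.154 and 0.216) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial.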

Flies with knockdown of *Snr1* and *SMC1* had the greatest percentage of differentially expressed genes shared between males and females: 12.2% (698) and 7.6% (348), respectively (Supplementary Table 6). 

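A gut protease gene fell and a synaptic gene and a noncoding RNA rose in both sexes of *Snr1*, and a potassium channel gene and a chromatin remodeler fell in both sexes of *SMC1*. In *Snr1*, the gut protease gene *Jon44E* had a log2 fold change of -2.52 (standard error 0.27, edgeR adjusted p = 5.25e-06) in females and a log2 fold change of -3.17 (standard error 0.25, edgeR adjusted p = 3.69e-08) in males. The test of the difference gave an edgeR adjusted p of 0.417. The synaptic gene *Syn* had a log2 fold change of 2.26 (standard error 0.30, edgeR adjusted p = 7.12e-05) and a log2 fold change of 1.45 (standard error 0.19, edgeR adjusted p = 5.09e-06), with an edgeR adjusted p of 0.262 for the difference. The noncoding RNA *lncRNA:CR43650* had a log2 fold change of 2.92 (standard error 0.31, edgeR adjusted p = 5.03e-06) in females and a log2 fold change of 2.17 (standard error 0.10, edgeR adjusted p = 3.54e-11) in males (edgeR adjusted p = 0.252 for the difference). In *SMC1*, the potassium channel gene *Shal* had a log2 fold change of -4.26 (standard error 0.29, edgeR adjusted p = 2.45e-09) in females and a log2 fold change of -3.94 (standard error 0.16, edgeR adjusted p = 3.19e-13) in males. With these values *Shal* is among the genes nearly absent from the *SMC1* libraries of both sexes. Whether its reads in the other libraries come from the flies is not known. The chromatin remodeler *Mi-2* had a log2 fold change of -2.31 (standard error 0.28, edgeR adjusted p = 2.6e-05) and a log2 fold change of -3.56 (standard error 0.17, edgeR adjusted p = 3.43e-12). Their differences between the sexes had edgeR adjusted p values of 0.423 and 0.00933. The active zone gene *brp* fell in both sexes of *SMC1*, with a log2 fold change of -1.98 (standard error 0.30, edgeR adjusted p = 0.000372) and a log2 fold change of -0.74 (standard error 0.10, edgeR adjusted p = 2.23e-05) (edgeR adjusted p = 0.00731 for the difference). Of the 5225 genes called in either sex of *Snr1*, 480 (9.19%) were called in both, 462 of them in the same direction. Independent lists of these sizes share 253.9. In *SMC1*, 546 of 5158 genes (10.6%) were shared, 421 in the same and 125 in the opposite direction, and independent lists share 523.3. The shared genes numbered 144 (6.72%) in *osa*, 120 (6.96%) in the libraries labelled *SMC3*, 36 (1.13%) in *brm* and 16 (0.727%) in *vtd*, against 35, 25.5, 12.3 and 3.9 from independent lists. Female and male libraries have separate controls. Shared genes of *Snr1* numbered 260, 225 and 275 without *Snr1* female replicate 1 or control female replicate 1 or 3, in that order. Shared genes of *SMC1* numbered 244, 861, 358 and 350 without *SMC1* female replicate 1 or 3 or control female replicate 2 or 3, in that order. Shared genes of *osa* numbered 90 and 92 without control female replicate 1 or 3, in that order. Shared genes of the libraries labelled *SMC3* numbered 67, 64, 265, 63, 78 and 65 without *SMC3* female replicate 1, 2 or 3 or control female replicate 1, 2 or 3, in that order. Shared genes of *brm* numbered 22, 20 and 19 without *brm* female replicate 3 or control female replicate 1 or 3, in that order. Shared genes of *vtd* numbered 10, 6, 9 and 5 without *vtd* female replicate 2 or control female replicate 1, 2 or 3, in that order. For the difference of *Mi-2* between the sexes of *SMC1*, the edgeR adjusted p was 0.0728, 0.0631 and 0.057 without *SMC1* female replicate 1 or control male replicate 2 or 3, in that order.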

*Snr1* also had the greatest percent knockdown by RNAi. 

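*CG11034*, *CG15142*, *CG33346*, *CG2187*, *CG15126*, *Srg3* and *Srg2* passed as higher than the control in every line and both sexes. The predicted gene *CG15142* lies on chromosome 2L from 17497994 to 17498821, and its log2 fold change ranged from 1.60 to 8.21 over the 12 comparisons. The ranges were 1.17 to 2.54 for *CG11034*, 1.60 to 3.84 for *CG33346*, 1.96 to 2.44 for *CG2187*, 1.11 to 2.81 for *CG15126*, 1.16 to 2.75 for *Srg3* and 1.32 to 3.85 for *Srg2*, each comparison resting on 3 libraries a group. *CG11034* was at 34.3 ± 4.7 CPM against 11.1 ± 1.86 in the control (SD, n = 3) in *brm* males and at 43.5 ± 7.98 CPM against 11.1 ± 1.86 in the control (SD, n = 3) in *Snr1* males. Another 9 genes passed in 11 of the 12 comparisons. *IntS12*, lectin-37Da, Acbp5, Sidpn, CG4757, *CG32302* and *lncRNA:CR44461* were mostly higher, and CG4830 and *CG17192* were lower. The lowest log2 fold changes were -6.43 for Sidpn, -1.9 for *CG32302* and -8.64 for *lncRNA:CR44461*, the last in *SMC1* males. Whether the reads of *lncRNA:CR44461* in lines other than *SMC1* come from the flies is not known. All lines of a sex are compared with the same 3 control libraries. In 20 simulations of unchanged lines with shared controls, 0 genes were called in all 6 lines of a sex. Those simulations had at most 3 calls summed over the 12 comparisons, so an overlap was hardly possible. They do not measure what shared controls add among longer lists. A difference particular to the control flies would show in every line and was not simulated. By edgeR's adjusted p, 7 genes passed in all 12 comparisons, and 17 with DESeq2. The 7 became 4, 4 and 4 without control female replicate 1, 2 or 3, in that order. *CG11034* in *brm* females had an edgeR adjusted p of 0.0507, 0.0738 and 0.0737 without *brm* female replicate 1 or control female replicate 1 or 2, in that order. *CG15142* in *SMC1* males had an edgeR adjusted p of 0.0745 and 0.0708 without *SMC1* male replicate 3 or control male replicate 2, in that order. *CG33346* in *brm* females had an edgeR adjusted p of 0.0583, 0.0874 and 0.115 without *brm* female replicate 3 or control female replicate 2 or 3, in that order. *CG33346* in *SMC1* females had an edgeR adjusted p of 0.151, 0.0674 and 0.0737 without *SMC1* female replicate 3 or control female replicate 2 or 3, in that order. *CG33346* in the females labelled *SMC3* had an edgeR adjusted p of 0.14, 0.068, 0.134 and 0.157 without *SMC3* female replicate 1 or 2 or control female replicate 2 or 3, in that order. *CG33346* in *vtd* females had an edgeR adjusted p of 0.0944 and 0.141 without control female replicate 2 or 3, in that order. *CG15126* in *brm* females had an edgeR adjusted p of 0.0779, 0.174, 0.183, 0.334, 0.0816 and 0.293 without *brm* female replicate 1, 2 or 3 or control female replicate 1, 2 or 3, in that order. *CG15126* in *SMC1* females had an edgeR adjusted p of 0.0531, 0.0566, 0.0635 and 0.0698 without *SMC1* female replicate 1 or 3 or control female replicate 1 or 3, in that order. *CG15126* in *SMC1* males had an edgeR adjusted p of 0.0885, 0.0592, 0.131 and 0.0612 without *SMC1* male replicate 1 or 2 or control male replicate 2 or 3, in that order. *CG15126* in the females labelled *SMC3* had an edgeR adjusted p of 0.151, 0.185, 0.174, 0.081 and 0.221 without *SMC3* female replicate 1 or 2 or control female replicate 1, 2 or 3, in that order. *CG15126* in *vtd* females had an edgeR adjusted p of 0.204, 0.103, 0.211, 0.0654 and 0.205 without *vtd* female replicate 2 or 3 or control female replicate 1, 2 or 3, in that order. *CG15126* in *vtd* males had an edgeR adjusted p of 0.0755, 0.163, 0.0681, 0.0551, 0.179 and 0.0907 without *vtd* male replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. *Srg3* in *vtd* females had an edgeR adjusted p of 0.147, 0.0709, 0.172 and 0.181 without *vtd* female replicate 2 or 3 or control female replicate 1 or 3, in that order. *CG11034* and *CG15126* in *brm* females had log2 fold changes of 1.04 and 1.52 (edgeR adjusted p = 0.062 and 0.0673) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *CG15126* in *brm* females had a log2 fold change of 1.15 (edgeR adjusted p = 0.267) in a fit, added after the data were seen, with the length trend removed. *CG15126* in *brm* females had a log2 fold change of 1.45 (edgeR adjusted p = 0.051) with the replicate number as a block. *CG15126* in *SMC1* females had a log2 fold change of 1.51 (edgeR adjusted p = 0.108) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *CG33346*, *CG15126* and *Srg3* in *SMC1* females had log2 fold changes of 0.98, 0.19 and 0.57 (edgeR adjusted p = 0.134, 0.79 and 0.0942) in a fit, added after the data were seen, with the length trend removed. *CG15126* in *SMC1* males had a log2 fold change of 0.95 (edgeR adjusted p = 0.0524) in a fit, added after the data were seen, with the length trend removed. *CG15126* in the females labelled *SMC3* had a log2 fold change of 1.32 (edgeR adjusted p = 0.0706) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *CG33346* and *CG15126* in the females labelled *SMC3* had log2 fold changes of 1.48 and 0.74 (edgeR adjusted p = 0.114 and 0.379) in a fit, added after the data were seen, with the length trend removed. *CG15126* and *Srg3* in *vtd* females had log2 fold changes of 1.22 and 0.85 (edgeR adjusted p = 0.43 and 0.242) in a fit, added after the data were seen, with the length trend removed. *CG15126* in *vtd* males had a log2 fold change of 0.77 (edgeR adjusted p = 0.131) in a fit, added after the data were seen, with the length trend removed.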

Only four genes are differentially expressed in all pairwise comparisons of knockdown lines vs the control line, in both males and females; all are computationally predicted genes (Supplementary Table 6).

**Table 2.** Differentially expressed gene counts.

	Analysis			
	Both sexes		Females only	Males only
Comparison	Line	Line × Sex	Line	Line
*brm* vs Control	2,808	1,652	583	2,995
*osa* vs Control	2,179	1,059	1,135	1,580
*Snr1* vs Control	4,996	3,632	3,026	3,376
*SMC1* vs Control	2,714	1,727	2,540	2,395
*SMC3* vs Control	1,874	586	2,711	1,161
*vtd* vs Control	1,998	961	818	1,630

The table shows the number of differentially expressed genes (FDR < 0.05) for the line and/or line × sex terms for each pairwise analysis of knockdown vs control, sexes together, and sexes separately.

We performed k-means clustering to examine patterns of co-regulated expression, separately for males (*k* = 8) and females (*k* = 10). We identified the cutoff threshold value for Log2FC by first sorting genes in descending order of the maximal absolute value of Log2FC (Supplementary Table 7). We fitted lines to roughly linear segments of the generated distribution and designated the cutoff threshold as the Log2FC value of the index at the intersection of the two fitted lines (Supplementary Fig. 2 and Supplementary Table 7). The genes in each cluster are listed in Supplementary Table 8. 

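Several clusters of the paper held genes that changed above all in 1 line. In cluster F1, genes were far lower in *SMC1* females, where 80 of 94 were lower with a median log2 fold change of -3.49. It includes the seminal fluid gene *Sfp87B* and the ciliary assembly gene *Zmynd10*, with log2 fold changes of -5.14 and -4.70 (standard errors 0.29 and 0.33, edgeR adjusted p = 2.32e-10 and 3.52e-09). Of its members, 39 are nearly absent from the *SMC1* libraries of both sexes, and whether their reads in the other libraries come from the flies is not known. In cluster F10, 79 of 129 genes were higher in *Snr1* females (median 3.06), among them the larval serum protein gene *Lsp2* and the antimicrobial peptide gene *Dro*, with log2 fold changes of 5.21 and 3.93 (standard errors 0.91 and 0.73, edgeR adjusted p = 0.0013 and 0.00229). Cluster F9 holds 9 cuticle protein genes, and 3 of 21 members passed as higher in *brm* females, where its median was highest (3.34). Calls in F9 were not confined to *brm*: 4 members passed as higher in *SMC1* females (median 1.42), 3 in the females labelled *SMC3* (0.9) and 1 in *Snr1* females (0.77). In cluster M1, 101 of 124 genes were lower in *Snr1* males (median -1.17). In cluster M6, 34 of 45 genes were higher in the males labelled *SMC3* (median 3.01). The lysozyme gene *LysX* and *ATPsynCF6L*, a relative of an ATP synthase subunit, had log2 fold changes of 3.53 and 1.57 (standard errors 0.43 and 0.18, edgeR adjusted p = 1.76e-05 and 7.74e-06). In F7, median log2 fold changes in *SMC1* females, the females labelled *SMC3* and *vtd* females were -2.86, -1.17 and -1.58, and in *brm*, *osa* and *Snr1* females 0.18, -0.07 and -0.44. Those of F8 were -2.93, -1.37 and -0.54, and -0.47, -0.46 and 0.26. Of these 2 clusters, 10 of 36 genes of F7 and 14 of 24 of F8 passed edgeR's test as lower in *SMC1* females and none in the other 5 lines. The paper chose the genes on the same samples, so the counts are not independent evidence of their direction.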

Although many clusters reveal gene-specific expression patterns (e.g. cluster F1, F9, F10, Fig. 5; clusters M1, M6, Fig. 6), clusters F7 and F8 show disease-specific patterns, where knockdown of *brm, osa,* and *Snr1* clusters separately from *SMC1*, *SMC3*, and *vtd* (Fig. 5). This is not surprising, as *brm, osa,* and *Snr1* are part of the fly BAF complex and models for SSRIDDs, whereas *SMC1*, *SMC3*, and *vtd* are associated with the fly cohesin complex and are models for CdLS. We also observed patterns involving genes from both SSRIDDs and CdLS. 

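Genes of cluster M5 rose in *osa* and *Snr1* males, 42 of 45 and 41, with median log2 fold changes of 3.16 and 2.88. They include *lncRNA:CR44610* and *lncRNA:CR45267*, with log2 fold changes of 3.94 and 3.03 (standard errors 0.33 and 0.27, edgeR adjusted p = 1.94e-07 and 3.94e-07) in *osa* males. In the other lines, 17 of these genes were also higher in *brm* males, 13 in the males labelled *SMC3*, 17 in *vtd* males and 4 in *SMC1* males, and 3 and 3 were lower in *brm* and *SMC1* males. Cluster F5 had medians of 0.27 in *brm*, 1.04 in *osa*, 1.84 in *Snr1*, -0.97 in *SMC1*, 0.38 in the females labelled *SMC3* and -1.37 in *vtd*, and 5 and 6 of 46 genes passed as higher in *osa* and *Snr1* females. The 37 genes of cluster F4 include the seminal fluid genes Sfp23F and Sfp93F. Their medians were -0.90 in *brm*, -0.05 in *osa*, -1.53 in *Snr1*, -2.16 in *SMC1*, -0.60 in the females labelled *SMC3* and -2.07 in *vtd*, and 4 genes passed as lower in *SMC1* females and 1 in *Snr1* females. In cluster M3, which holds 19 genes, the medians were 0.28 in *brm*, 0.45 in *osa*, -0.82 in *Snr1*, -0.59 in *SMC1*, -0.01 in the males labelled *SMC3* and 0.08 in *vtd*. There, 3 genes passed as lower in *Snr1* males and 2 in *SMC1* males, while 1 passed as higher in *osa* males and 1 in the males labelled *SMC3*. Members of a cluster were chosen on these libraries by the paper, so the medians of the 6 lines by edgeR are not independent evidence of a pattern.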

Clusters F4 and M3 contain genes upregulated in response to knockdown of *SMC3, osa,* and *brm* and downregulated in response to knockdown of *Snr1* and *SMC1* (Figs. 5 and 6) clusters F5 and M5 contain genes upregulated only in flies with knockdown of *osa* and *Snr1* (Figs. 5 and 6). Notably, many long noncoding RNAs (lncRNAs) feature prominently in many of the male and female clusters (Figs. 5 and 6; Supplementary Tables 7 and 8).

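Some long noncoding RNAs rose by large factors in one line, and some were nearly absent from *SMC1* males. In the males labelled *SMC3*, *lncRNA:CR44619*, *lncRNA:CR44274* and *lncRNA:CR45537* rose, with log2 fold changes of 5.67, 5.07 and 3.72 (standard errors 0.36, 0.37 and 0.28, edgeR adjusted p = 2.26e-09, 1.45e-08 and 1.81e-08). In *Snr1* males *lncRNA:cherub*, known from neural stem cells, had a log2 fold change of 5.91 (standard error 0.26, edgeR adjusted p = 6.81e-12). In *SMC1* males, *lncRNA:CR43174*, *lncRNA:CR44590* and *lncRNA:CR43270* fell, with log2 fold changes of -7.84, -6.05 and -6.02 (standard errors 0.26, 0.21 and 0.21, edgeR adjusted p = 2.24e-14, 2.24e-14 and 3.78e-14). Whether their reads in the other libraries come from the flies is not known. In *brm* males, *lncRNA:CR43754* had a log2 fold change of 1.35 (standard error 0.15, edgeR adjusted p = 2.27e-05). Of 1849 long noncoding and antisense RNAs, 75 rose, 277 fell and 1497 did not pass (60 higher and 220 lower adjusted over the list alone) in *Snr1* males (camera adjusted p = 0.0327, or 0.971 at an estimated correlation). In *brm* males 124 rose, 30 fell and 1695 did not pass (80 higher and 13 lower adjusted over the list alone), and in *SMC1* males 96 rose, 113 fell and 1640 did not pass (67 higher and 76 lower adjusted over the list alone). In the males labelled *SMC3* 90 rose, 7 fell and 1752 did not pass (72 higher and 5 lower adjusted over the list alone). In females 27 rose, 85 fell and 1737 did not pass (11 higher and 28 lower adjusted over the list alone) in *SMC1* and 23 rose and 1826 did not pass (15 higher adjusted over the list alone) in *Snr1*. They made up 10 of 19 genes of cluster M3 (52.6%), 14 of 36 of F7 (38.9%), 37.8% of F4, 37.5% of F8, 35.6% of M6 and 27.7% of F1. Cluster F9 held none of them, and cluster F6 1 among 34 genes. The counts at a threshold come from edgeR over all genes.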

**Fig. 5.**
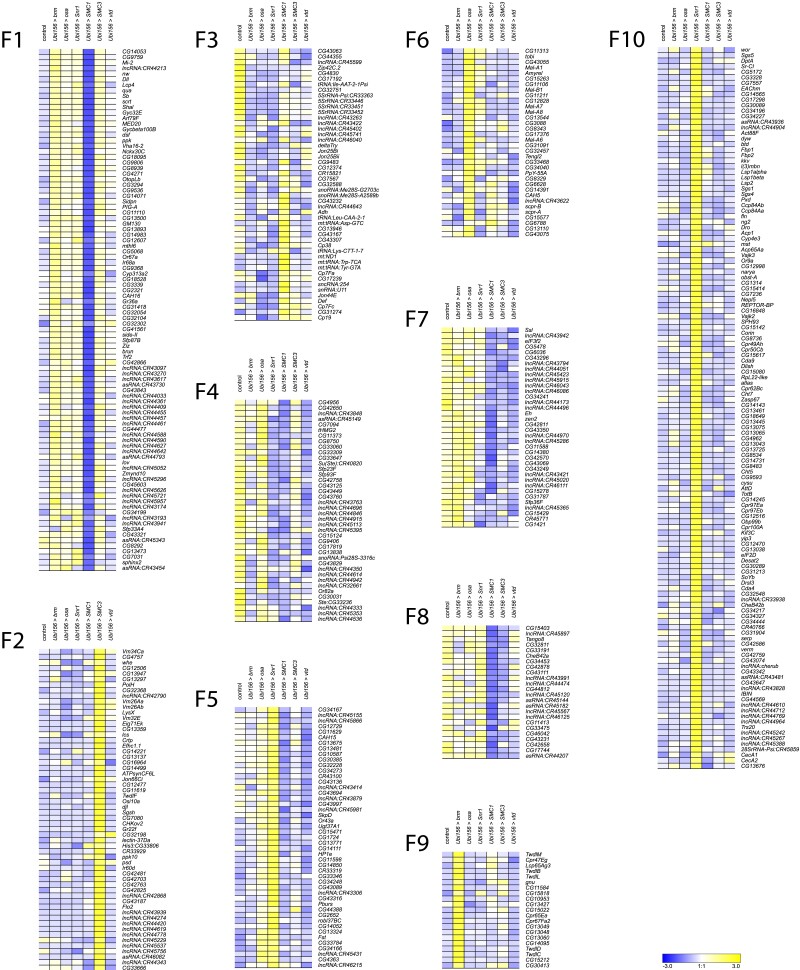
*k*-means clusters for females. *k*-means clusters (*k* = 10, average linkage algorithm) based on expression patterns of the 535 genes with the maximal absolute value of the fold-change in expression, compared to the control. Blue and yellow indicate lower and higher expression, respectively.

**Fig. 6.**
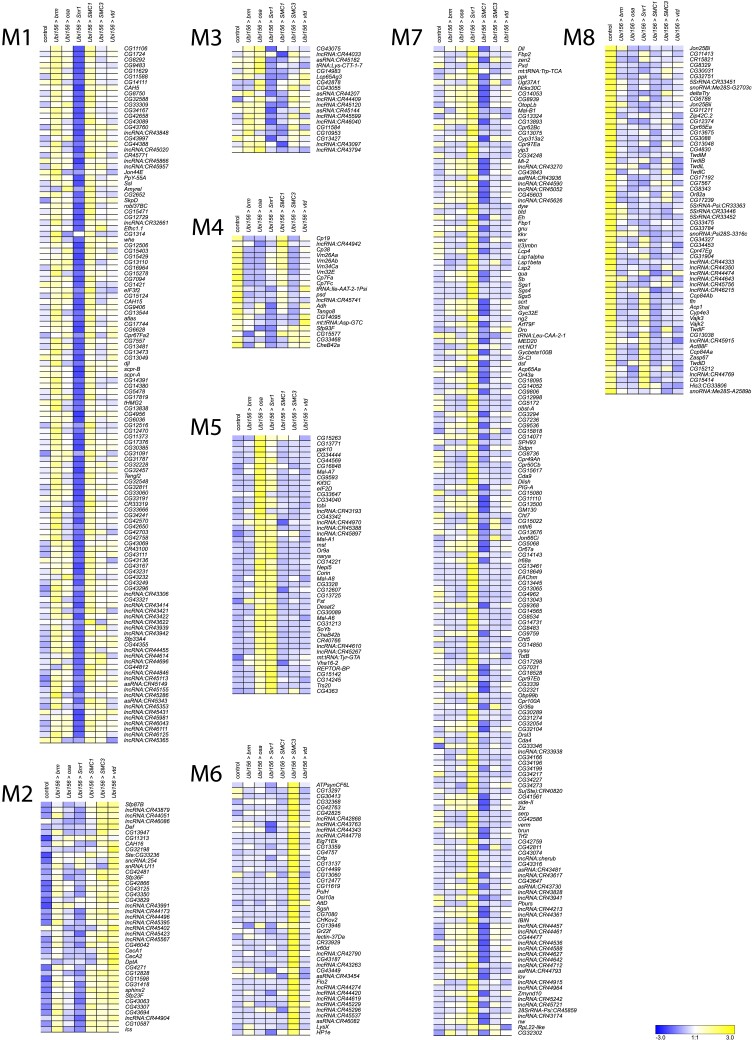
*k*-means clusters for males. *k*-means clusters (*k* = 8, average linkage algorithm) based on expression patterns of the 535 genes with the maximal absolute value of the fold-change in expression, compared to the control. Blue and yellow indicate lower and higher expression, respectively.

To infer the functions of these differentially expressed genes, we performed Gene Ontology (GO) analyses on the top approximately 600 (1000) differentially expressed genes for sexes separately (sexes pooled) (Supplementary Table 9). These analyses reveal that differentially expressed genes associated with the knockdown of CdLS-associated fly orthologs are involved in chromatin organization, regulation and processing of RNA, reproduction and mating behavior, peptidyl amino acid modification, and oxidoreductase activity (Supplementary Table 9). 

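In CdLS males, most genes of the male accessory gland rose, and a part of the nuclear genes of the respiratory chain fell in *vtd* males. In CdLS females, most genes of the mitochondrial genome and a part of the ribosomal protein genes differed. Of 61 accessory gland and seminal fluid genes, which act in mating, 33 rose, 1 fell and 27 did not pass (36 higher and 2 lower adjusted over the list alone) in *SMC1* males (camera adjusted p = 7.4e-13, or 0.8 at an estimated correlation). In the males labelled *SMC3* 36 rose and 25 did not pass (44 higher adjusted over the list alone) (camera adjusted p = 7.51e-23, or 0.8 at an estimated correlation). In *vtd* males 40 rose and 21 did not pass (46 higher adjusted over the list alone) (camera adjusted p = 1.08e-26, or 0.8 at an estimated correlation). The lectin genes *lectin-46Cb* and *lectin-46Ca* and the accessory gland gene *Acp32CD* had log2 fold changes of 1.42, 1.38 and 1.67 (standard errors 0.12, 0.13 and 0.15, edgeR adjusted p = 8.15e-07, 1.95e-06 and 1.27e-06) in *vtd* males. Of 119 cytochrome P450 and glutathione S-transferase genes, which are oxidoreductases and detoxifying enzymes, 12 rose, 17 fell and 90 did not pass (12 higher and 19 lower adjusted over the list alone) in *SMC1* males. In *vtd* males 6 rose, 19 fell and 94 did not pass (7 higher and 25 lower adjusted over the list alone). *Cyp4p2*, *GstS1* and *GstD3* had log2 fold changes of 1.94, -1.74 and 1.16 (standard errors 0.26, 0.23 and 0.16, edgeR adjusted p = 2.15e-05, 2.68e-05 and 3.6e-05) in *SMC1* males. In *vtd* males *GstD5*, *Cyp4p3* and *Cyp6a2* had log2 fold changes of 2.66, 1.15 and 1.53 (standard errors 0.33, 0.15 and 0.20, edgeR adjusted p = 2.91e-05, 5.37e-05 and 5.58e-05). Of the respiratory chain genes, 1 rose, 37 fell and 47 did not pass (1 higher and 51 lower adjusted over the list alone) in *vtd* males (camera adjusted p = 7.66e-10, or 0.8 at an estimated correlation). Among 38 genes of other chromatin remodelers and the Polycomb and trithorax groups, 3 rose, 11 fell and 24 did not pass (5 higher and 17 lower adjusted over the list alone) in *SMC1* females (camera adjusted p = 0.00319, or 0.971 at an estimated correlation). The Polycomb group gene *pho* had there a log2 fold change of 1.18 (standard error 0.27, edgeR adjusted p = 0.00542). In *SMC1* males 2 fell and 36 did not pass (1 lower adjusted over the list alone). Jointly over *SMC1*, *vtd* and the libraries labelled *SMC3*, edgeR called 33 of 89 ribosomal protein and 21 of 24 mitochondrial genome genes in females. In males it called 43 of 61 accessory gland, 37 of 85 respiratory chain and 34 of 119 P450 and transferase genes. The joint female test includes *SMC1* libraries with high mitochondrial shares. The paper's ontology terms for the CdLS orthologs name chromatin organization, RNA processing, mating, modification of peptidyl amino acids and oxidoreductase activity. It reports none for females in its CdLS-specific analysis. *pho* in *SMC1* females had a log2 fold change of 0.16 (edgeR adjusted p = 0.716) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial.

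**Figure D2:**
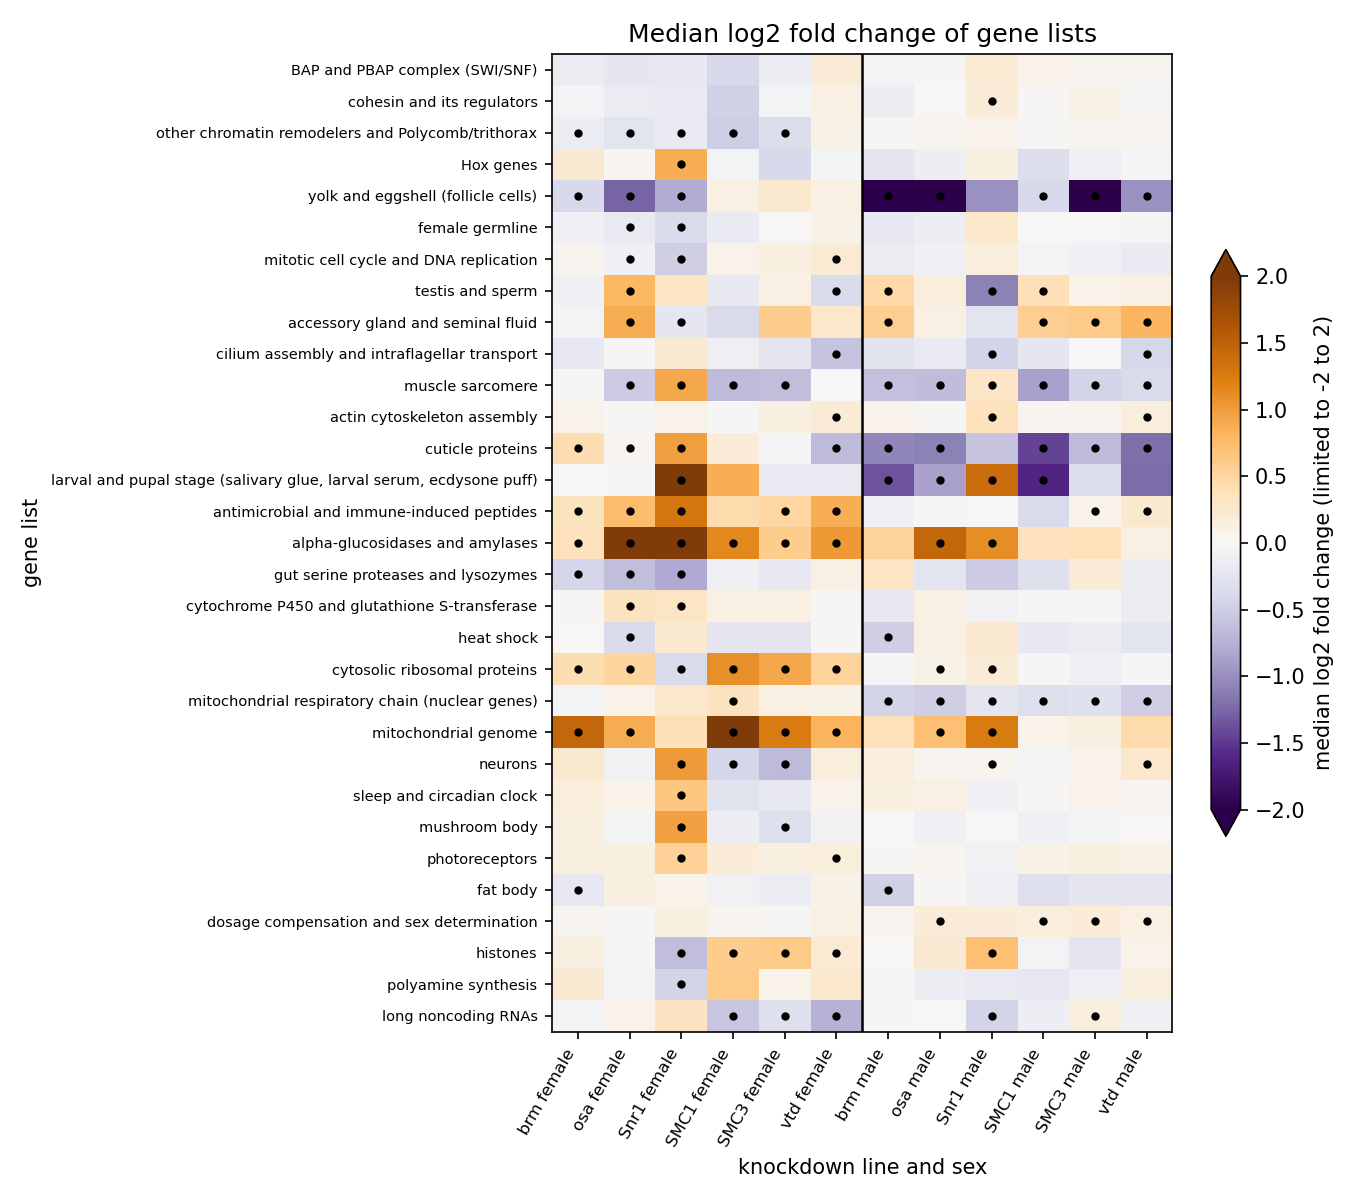
Median log2 fold change against the control (color, from lower in purple to higher in orange) of each gene list in the 6 lines, females at left and males at right. A dot marks lists with a camera adjusted p under 0.05, none of which has one with an estimated correlation.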

We also see sex-specific effects, such as muscle cell development in males and neural projection development in females (Supplementary Table 9). 

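Many sarcomere genes fell in males of the 3 CdLS lines. Of the genes of neurons that passed, all 3 in *SMC1* females were lower and most in *vtd* males were higher. Of 37 muscle genes, 1 rose, 24 fell and 12 did not pass (1 higher and 25 lower adjusted over the list alone) in *SMC1* males (camera adjusted p = 7.51e-10, or 0.8 at an estimated correlation). In the males labelled *SMC3* 1 rose, 18 fell and 18 did not pass (2 higher and 23 lower adjusted over the list alone) (camera adjusted p = 5.45e-08, or 0.8 at an estimated correlation). In *vtd* males 1 rose, 17 fell and 19 did not pass (3 higher and 21 lower adjusted over the list alone) (camera adjusted p = 7.58e-05, or 0.8 at an estimated correlation). *Tm1* (tropomyosin), *Mhc* (muscle myosin heavy chain), *Strn-Mlck* and *Mlc2* had log2 fold changes of -1.29, -1.62, -1.70 and -1.44 (standard errors 0.15, 0.19, 0.21 and 0.19, edgeR adjusted p = 3.82e-06, 4.18e-06, 8.72e-06 and 1.73e-05) in *SMC1* males. *Mhc* in *SMC1* males was at 8250 ± 271 CPM against 25100 ± 622 in the control (SD, n = 3). In *SMC1* females 7 fell and 30 did not pass (8 lower adjusted over the list alone) (camera adjusted p = 9.91e-06, or 0.923 at an estimated correlation). In *vtd* females no member passed, with a median of -0.01. Between the sexes of *SMC1* the list gave camera adjusted p = 0.443 for the difference between the sexes, or 0.958 at an estimated correlation. Of 27 genes of neurons, 3 fell and 24 did not pass (3 lower adjusted over the list alone) in *SMC1* females (camera adjusted p = 0.00602, or 0.971 at an estimated correlation), which were *brp*, *unc-13* and *DAT*. The synaptic gene *unc-13* and the dopamine transporter *DAT* had log2 fold changes of -1.26 and -1.76 (standard errors 0.24 and 0.35, edgeR adjusted p = 0.00192 and 0.00225). In the females labelled *SMC3* none passed (median -0.66, camera adjusted p = 2.3e-06, or 0.8 at an estimated correlation). In *vtd* males 7 rose, 2 fell and 18 did not pass (9 higher and 2 lower adjusted over the list alone). *SMC1* female replicates 1 and 2 had mitochondrial shares over 10%. Their expression relative to the mean of the other females declined with gene length, at Spearman correlations of -0.66 and -0.39 across 8982 genes, against 0.32, 0.54 and 0.58 in the control females and -0.71 and -0.58 in female replicates 2 and 1 labelled *SMC3*. In *vtd* female replicate 2 the correlation was -0.63, in *brm* female replicate 1 -0.52, in *SMC1* female replicate 3 -0.33 and in *osa* female replicate 1 -0.27. Genes are not independent replicates. *unc-13* and *DAT* in *SMC1* females had log2 fold changes of -1.02 and -1.44 (edgeR adjusted p = 0.138 and 0.228) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. *unc-13* in *SMC1* females had a log2 fold change of -0.24 (edgeR adjusted p = 0.538) in a fit, added after the data were seen, with the length trend removed.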

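In males of the *brm* and *osa* lines most muscle genes fell, while in *Snr1* males part of the same list rose. Part of the gut proteases fell in *osa* and *Snr1* females, and part of the eggshell genes in *osa* females. The *osa* transcript itself was not lower in *osa* males, with a log2 fold change of 0.02 (standard error 0.09, edgeR adjusted p = 0.912). Of 37 sarcomere genes, 23 fell and 14 did not pass (1 higher and 26 lower adjusted over the list alone) in *brm* males (camera adjusted p = 2.62e-08, or 0.8 at an estimated correlation). In *osa* males 1 rose, 23 fell and 13 did not pass (1 higher and 27 lower adjusted over the list alone) (camera adjusted p = 1.37e-12, or 0.8 at an estimated correlation). In *Snr1* males 11 rose, 1 fell and 25 did not pass (11 higher and 1 lower adjusted over the list alone) (camera adjusted p = 6.55e-05, or 0.8 at an estimated correlation). The sarcomere changes were not confined to males: jointly over *brm*, *osa* and *Snr1*, edgeR called 16 of 37 in females and 31 in males. *Mhc* and *Strn-Mlck* had log2 fold changes of -1.54 and -1.75 (standard errors 0.19 and 0.21, edgeR adjusted p = 1.61e-05 and 1.28e-05) in *osa* males. In *Snr1* males *tmod*, *Act87E* and *mib2* had log2 fold changes of 0.92, 0.73 and -0.94 (standard errors 0.12, 0.13 and 0.12, edgeR adjusted p = 7.16e-06, 0.000189 and 6.28e-06). Of 37 genes of cilium assembly, 2 rose, 12 fell and 23 did not pass (2 higher and 13 lower adjusted over the list alone) in *Snr1* males (camera adjusted p = 0.0312, or 0.8 at an estimated correlation). The rootlet gene *Root* and *Cep290* fell and *Zmynd10* rose, with log2 fold changes of -1.41, -1.40 and 1.03 (standard errors 0.20, 0.24 and 0.16, edgeR adjusted p = 1.21e-05, 0.000144 and 4.05e-05). Of 61 seminal fluid genes, 33 rose, 1 fell and 27 did not pass (41 higher and 2 lower adjusted over the list alone) in *brm* males and 12 rose, 10 fell and 39 did not pass (12 higher and 10 lower adjusted over the list alone) in *osa* males. In *Snr1* males 6 rose, 20 fell and 35 did not pass (6 higher and 20 lower adjusted over the list alone), and *Acp54A1* had a log2 fold change of -2.50 (standard error 0.21, edgeR adjusted p = 6.92e-08). Of 40 gut serine proteases and lysozymes, 1 rose, 17 fell and 22 did not pass (6 higher and 18 lower adjusted over the list alone) in *osa* females (camera adjusted p = 6.15e-13, or 0.8 at an estimated correlation). In *Snr1* females 3 rose, 16 fell and 21 did not pass (5 higher and 20 lower adjusted over the list alone) (camera adjusted p = 3.22e-09, or 0.8 at an estimated correlation). *Jon99Fi* and *yip7* had log2 fold changes of -2.37 and -2.67 (standard errors 0.30 and 0.35, edgeR adjusted p = 4.66e-05 and 7.12e-05) in *Snr1* females. The protease *Jon44E* and the lysozyme *LysB* had log2 fold changes of -2.60 and -2.75 (standard errors 0.27 and 0.31, edgeR adjusted p = 5.44e-06 and 1.96e-05) in *osa* females. Of 28 yolk and eggshell genes, 8 fell and 20 did not pass (22 lower adjusted over the list alone) in *osa* females (camera adjusted p = 2.48e-31, or 0.188 at an estimated correlation). The chorion genes *Cp7Fa* and *Cp15* had log2 fold changes of -2.63 and -2.55 (standard errors 0.40 and 0.41, edgeR adjusted p = 0.000597 and 0.00104). No gene of the 42 of the mitotic cell cycle passed in *brm*, *osa* or *Snr1* females at their medians of 0.05, -0.08 and -0.49, with camera adjusted p = 8.09e-12, or 0.8 at an estimated correlation in *Snr1*. No gene of other chromatin remodelers did, with medians of -0.14 (camera adjusted p = 0.0155, or 0.971 at an estimated correlation), -0.26 (camera adjusted p = 7.24e-05, or 0.837 at an estimated correlation) and -0.17 (camera adjusted p = 0.0352, or 0.971 at an estimated correlation).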

Differentially expressed genes associated with knockdown of SSRIDD-associated fly orthologs in males are involved in mating behavior, cilia development, and muscle contraction, while we see overrepresented ontology terms involved in chromatin modification, mitotic cell cycle, and serine hydrolase activity in females (Supplementary Table 9). We observed more alignment of GO terms across genes and sexes in the CdLS fly models (*SMC1*, *SMC3*, *vtd*) than in SSRIDD fly models (*brm*, *osa*, *Snr1*). 

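In males, nearly all genes that 2 CdLS lines shared had the same sign, as did those that *brm* and *osa* shared, while *Snr1* went against *brm* for many genes. *SMC1* and *vtd* males shared 1330 genes in the same and 37 in the opposite direction. The males labelled *SMC3* shared 1146 genes in the same and 4 in the opposite direction with *vtd* males, and 1084 genes in the same and 19 in the opposite direction with *SMC1* males. Independent lists of these sizes share 209.1, 112.4 and 150.7 in the same direction. In *brm* and *osa* males the counts were 1213 genes in the same and 15 in the opposite direction. In *osa* and *Snr1* males they were 698 genes in the same and 282 in the opposite direction, and in *brm* and *Snr1* males 554 genes in the same and 1050 in the opposite direction. From independent lists 205.7, 321.4 and 498.9 are shared in the same direction. Lines across the disorders overlapped too, with 1437 genes in the same and 5 in the opposite direction in *brm* and *vtd* males. The accessory gland gene *Acp32CD* illustrates the shared part, with a log2 fold change of 1.19 (standard error 0.14, edgeR adjusted p = 4.27e-05) in *brm* males and a log2 fold change of 1.51 (standard error 0.15, edgeR adjusted p = 9.76e-07) in the males labelled *SMC3*. The tropomyosin gene *Tm1* had a log2 fold change of -0.92 (standard error 0.15, edgeR adjusted p = 0.000376) in *brm* males and a log2 fold change of -0.97 (standard error 0.15, edgeR adjusted p = 0.00021) in the males labelled *SMC3*. In *Snr1* males, *betaTub85D* and *Mst87F* of the testis, chosen after their values were seen, had log2 fold changes of -1.17 and -1.35 (standard errors 0.11 and 0.26, edgeR adjusted p = 2.77e-07 and 0.000414). In *brm* males they had log2 fold changes of 0.49 and 1.19 (standard errors 0.11 and 0.25, edgeR adjusted p = 0.00568 and 0.003). In females, *SMC1* shared 169 genes in the same and 4 in the opposite direction with the label *SMC3*, and 25 genes in the same and 0 in the opposite direction with *vtd*. Relative to the other females, expression declined with gene length in *SMC1* replicates 1, 2 and 3, at Spearman correlations of -0.66, -0.39 and -0.33. It also declined in replicates 1 and 2 labelled *SMC3* (-0.58 and -0.71) and *vtd* replicate 2 (-0.63). Replicate 3 labelled *SMC3* was at 0.08, *vtd* replicates 1 and 3 at 0.48 and 0.51 and the controls at 0.32 to 0.58. What this adds to the shared genes was not tested. The females of *brm* and *osa* shared 39 genes in the same and 0 in the opposite direction, and *osa* and *Snr1* 155 genes in the same and 3 in the opposite direction. All lines of a sex share 3 control libraries, and simulated unchanged lines shared at most 1 gene. Those lines had at most 3 calls summed over the 12 comparisons, so their overlap does not measure what shared controls add among longer lists. The covariance of log2 fold changes between 2 lines, less its simulated mean, was in males 0.339 for *SMC1* with *vtd*, 0.201 for the label *SMC3* with *vtd* and 0.193 for *SMC1* with the label *SMC3*. It was 0.278 for *brm* with *osa*, 0.158 for *osa* with *Snr1* and 0.0394 for *brm* with *Snr1*. Across the disorders it reached 0.321 for *brm* with *vtd*, 0.317 for *brm* with *SMC1*, 0.289 for *osa* with *vtd* and 0.273 for *osa* with *SMC1*, and was lowest at -0.037 for *Snr1* with *SMC1*. In females the values for the 6 pairs within a disorder, in this order, were 0.16, 0.0315, 0.157, -0.0551, 0.0456 and -0.0245. Before the subtraction they were 0.388, 0.252, 0.386, 0.164, 0.265 and 0.199. The simulation took its spread from all female groups, and chi-square per degree of freedom reached 548 in *SMC1* but 42.1 in control females. Its mean can be too high for the controls: for *Snr1* with *SMC1* females it was 0.228 against an observed 0.00544. The female differences therefore do not measure what 2 lines share.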

There were no overrepresented GO terms for females in the CdLS-specific analysis. However, in the 156 genes shared across both sexes and both the SSRIDD and CdLS disease-level analyses, we see an over-representation of muscle cell development and actin assembly and organization (Supplementary Table 9). 

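Genes that differed in both sexes and both disorders include muscle, cuticle, immune and digestive genes. Of the 37 sarcomere genes, 3 were in all 4 analyses, *Act79B*, *Strn-Mlck* and Zasp67. The muscle actin gene *Act79B* had a log2 fold change of -1.56 (standard error 0.45, edgeR adjusted p = 0.02) in *SMC1* females and a log2 fold change of -0.98 (standard error 0.23, edgeR adjusted p = 0.00636) in *SMC1* males. Of 40 gut proteases and lysozymes, 7 were shared, gammaTry, Jon25Bi, *Jon25Bii*, *Jon44E*, *Jon66Ci*, *LysB* and *LysX*. The Jonah gene *Jon66Ci* had a log2 fold change of 3.33 (standard error 0.37, edgeR adjusted p = 2.2e-05) in the females labelled *SMC3* and a log2 fold change of 2.17 (standard error 0.36, edgeR adjusted p = 0.00485) in *brm* females. The antimicrobial list gave 6 of 46 (AttD, *CecA1*, *Def*, Drsl5, PGRP-SC1a and *PGRP-SC2*), the cuticle list 6 of 117, and the P450 and transferase list 4 of 119. The amidase gene *PGRP-SC2* had a log2 fold change of 1.25 (standard error 0.20, edgeR adjusted p = 0.000612) in *Snr1* females and a log2 fold change of 1.69 (standard error 0.20, edgeR adjusted p = 4.67e-05) in the females labelled *SMC3*. No gene of the 26 of actin assembly was in all 4. By analysis, 23 of 26 differed in SSRIDD males, 6 in CdLS males and 3 in CdLS females. The profilin gene *chic* had a log2 fold change of 0.62 (standard error 0.08, edgeR adjusted p = 5.95e-05) in *vtd* males. The joint tests of 3 lines against control by edgeR called 1133 genes in SSRIDD females, 7368 in SSRIDD males, 1674 in CdLS females and 3051 in CdLS males. All 4 held 140 genes, where independent lists of these sizes share 11.4 and 20 simulations of unchanged lines shared 0. The simulated lines had at most 3 calls summed over the 12 comparisons, so the 0 does not measure what shared controls add. Without the 5 libraries over 10% mitochondrial counts, 2097 genes passed in SSRIDD females and 263 in CdLS females. SSRIDD females numbered 642 and 744 without *Snr1* female replicate 1 or 2, in that order. CdLS females numbered 457, 3935, 1092, 864, 806 and 768 without *SMC1* female replicate 1 or 3, *SMC3* female replicate 1 or control female replicate 1, 2 or 3, in that order. CdLS males numbered 2021 without control male replicate 2. The 140 shared genes became 90, 287, 73, 88 and 65 without *Snr1* female replicate 1, *SMC1* female replicate 3 or control female replicate 1, 2 or 3, in that order. *Act79B* in *SMC1* females had an edgeR adjusted p of 0.11, 0.0517, 0.0597 and 0.0647 without *SMC1* female replicate 1 or 2 or control female replicate 2 or 3, in that order. *Act79B* in *SMC1* females had a log2 fold change of -0.76 (edgeR adjusted p = 0.396) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial.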

GO enrichment on k-means clusters does not reveal an over-representation of any biological processes, molecular functions, or pathways for clusters F7, F8, F4, F5, and M3 (Supplementary Table 10). 

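The 5 alpha-glucosidase genes of cluster M5, *Mal-A7*, *tobi*, *Mal-A1*, *Mal-A8* and *Mal-A6*, which split sugars, rose in *osa* males, and all but *Mal-A7* in *Snr1* males. In *osa* males, *Mal-A7*, *tobi*, *Mal-A1*, *Mal-A8* and *Mal-A6* had log2 fold changes of 1.75, 2.14, 1.50, 1.38 and 1.14 (standard errors 0.43, 0.44, 0.36, 0.37 and 0.36, edgeR adjusted p = 0.00931, 0.00242, 0.00869, 0.0154 and 0.04). In *Snr1* males their values were log2 fold changes of 1.08, 1.65, 1.54, 1.28 and 1.23 (standard errors 0.42, 0.43, 0.36, 0.37 and 0.36, edgeR adjusted p = 0.0594, 0.006, 0.0027, 0.0105 and 0.0124). The gene *tobi*, a target of insulin signaling, was at 336 ± 160 CPM against 76.1 ± 23.2 in the control (SD, n = 3) in *osa* males. Of the 14 alpha-glucosidase and amylase genes tested, 9 rose and 5 did not pass (9 higher adjusted over the list alone) in *osa* males (camera adjusted p = 1.33e-05, or 0.8 at an estimated correlation). In *Snr1* males 7 rose, 1 fell and 6 did not pass (8 higher and 2 lower adjusted over the list alone) (camera adjusted p = 0.0392, or 0.971 at an estimated correlation). In *osa* females 11 rose and 3 did not pass (14 higher adjusted over the list alone) (camera adjusted p = 5.79e-38, or 0.0633 at an estimated correlation). In *Snr1* females 10 rose and 4 did not pass (10 higher adjusted over the list alone) (camera adjusted p = 4.83e-14, or 0.8 at an estimated correlation). The genes *Mal-A7* and *Mal-A6* had log2 fold changes of 5.13 and 4.73 (standard errors 0.40 and 0.41, edgeR adjusted p = 3.81e-07 and 9.33e-07) in *osa* females. Between the sexes the list gave camera adjusted p = 1.51e-15 for the difference between the sexes, or 0.42 at an estimated correlation in *osa*. Of the 45 genes of cluster M5, 5 belong to this list, and the cluster was drawn by the paper from the same libraries, so its direction is not independent evidence. *Mal-A7* in *osa* males had an edgeR adjusted p of 0.0518 and 0.0524 without *osa* male replicate 2 or control male replicate 2, in that order. *Mal-A1* in *osa* males had an edgeR adjusted p of 0.055 without *osa* male replicate 2. *Mal-A8* in *osa* males had an edgeR adjusted p of 0.0868, 0.0777 and 0.0592 without *osa* male replicate 2 or control male replicate 2 or 3, in that order. *Mal-A6* in *osa* males had an edgeR adjusted p of 0.181, 0.12, 0.0507, 0.15 and 0.109 without *osa* male replicate 2 or 3 or control male replicate 1, 2 or 3, in that order. *Mal-A8* in *Snr1* males had an edgeR adjusted p of 0.0517 without control male replicate 2. *Mal-A6* in *Snr1* males had an edgeR adjusted p of 0.0588 without control male replicate 2. *Mal-A6* in *osa* males had a log2 fold change of 1.08 (edgeR adjusted p = 0.0598) with the replicate number as a block.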

Genes involved in alpha-glucosidase activity are overrepresented in Cluster M5 (Supplementary Table 10).

We generated Venn diagrams (Supplementary Fig. 3) to display the degree of similarity in differentially expressed genes across analyses, including the 156 genes shared across SSRIDD and CdLS males and females (Supplementary Table 6). Interestingly, 93% (2,689/2,907) of genes differentially expressed in a disease-specific analysis of CdLS males were also differentially expressed in CdLS females or in SSRIDD fly models (Supplementary Table 6). This is in contrast to CdLS females, SSRIDD males, and SSRIDD females, in which about 25% of the differentially expressed genes were specific to a single analysis (Supplementary Table 6). 

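Most genes that differed in CdLS males also differed in SSRIDD males, and many of them fell in 5 lines at once. In all 5 lines other than *Snr1*, 614 genes were called in males in the same direction, 392 lower and 222 higher, and in *Snr1* males 141 of these changed the same way, 112 the opposite way and 361 did not pass. They include 16 of 37 sarcomere genes. *Mlc2*, a myosin light chain gene, had a log2 fold change of -1.10 (standard error 0.18, edgeR adjusted p = 0.000604) in *brm* males and a log2 fold change of -1.31 (standard error 0.18, edgeR adjusted p = 7.72e-05) in *osa* males. The hexamerin gene *Lsp1gamma* had a log2 fold change of -1.82 (standard error 0.25, edgeR adjusted p = 0.000138) in *brm* males and a log2 fold change of -2.20 (standard error 0.26, edgeR adjusted p = 5.37e-06) in *SMC1* males. The lipid droplet gene *Lsd-1* of the fat body had a log2 fold change of -1.35 (standard error 0.19, edgeR adjusted p = 0.000122) in *brm* males and a log2 fold change of -1.17 (standard error 0.18, edgeR adjusted p = 0.000158) in *SMC1* males. Of the 17 fat body genes, 6 fell and 11 did not pass (1 higher and 8 lower adjusted over the list alone) in *brm* males, with camera adjusted p = 0.00508, or 0.8 at an estimated correlation. Of the 3051 genes of the joint CdLS test in males, 2626 (86.1%) were in at least 1 of the other 3 analyses, 1771 of them with SSRIDD males alone. The share called in 1 analysis only was 45.1% (755 genes) for CdLS females, 55% (4050) for SSRIDD males and 12.2% (138) for SSRIDD females. Analyses within a sex share their 3 control libraries and a 3-df edgeR test. Simulations of unchanged lines gave 0 genes shared by the male tests. With at most 3 calls summed over the 12 comparisons, they do not measure what shared controls add among longer lists.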

Approximately 24 and 56% of the differentially expressed genes (FDR < 0.05) in pairwise comparisons for males and females, respectively, have a predicted human ortholog (DIOPT > 9) (Supplementary Table 11).

### Co-regulated genes

We selected a subset of co-regulated genes from gene expression analyses as potential modifiers of the focal genes *brm*, *osa*, and/or *Snr1.* We chose genes that had a significant effect (line FDR < 0.05) in analyses pooled across sexes, a suggestive effect (line FDR < 0.1) for each sex separately, a greater than or less than 2-fold-change in both sexes, a strong human ortholog (DIOPT > 9), and an available *attp40* TRiP RNAi line (the same genetic background as the focal genes). We increased the FDR threshold to 0.1 for the sex-specific pairwise analyses to account for the decreased power of these analyses compared to those with sexes combined. This resulted in 31 genes (Supplementary Table 12). 

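Most of the 31 genes differed in both sexes of *Snr1*, where the trafficking gene *Trs20* and the kinesin gene *Kif3C* rose by large factors. In *Snr1* females *Trs20*, *Kif3C* and *CG3328* had log2 fold changes of 5.33, 3.06 and 3.38 (standard errors 0.42, 0.43 and 0.21, edgeR adjusted p = 9.55e-08, 0.000126 and 4.26e-09). In *Snr1* males the same genes had log2 fold changes of 5.54, 3.89 and 2.20 (standard errors 0.45, 0.34 and 0.12, edgeR adjusted p = 4.45e-08, 9.02e-08 and 3.55e-10). *Trs20* lies on chromosome 3L from 16131001 to 16131632 and was at 311 ± 226 CPM against 6.73 ± 1.97 in the control (SD, n = 3) in *Snr1* males. The kinase gene *Pkc98E* and the autophagy gene *Atg13* had log2 fold changes of 2.05 and 1.51 (standard errors 0.29 and 0.19, edgeR adjusted p = 0.00013 and 4.43e-05) in *Snr1* females. In *Snr1* males they had log2 fold changes of 1.93 and 2.05 (standard errors 0.22 and 0.24, edgeR adjusted p = 1.41e-06 and 2.5e-06). *Alp9*, an alkaline phosphatase, and *Miox*, which breaks down inositol, had log2 fold changes of -1.77 and -1.94 (standard errors 0.43 and 0.31, edgeR adjusted p = 0.00349 and 7.25e-05) in *Snr1* males. In *Snr1* females 17 of the 31 rose, 4 fell and 10 did not pass edgeR's test, and in *Snr1* males 22 rose, 6 fell and 3 did not pass. In both sexes and in 1 direction, 20 passed in *Snr1*, 13 in *osa*, 2 in *brm*, 2 in *SMC1*, 3 in the libraries labelled *SMC3* and 1 in *vtd*. In *osa* males 20 rose and 2 fell, among them *Hsepi* with a log2 fold change of 2.32 (standard error 0.27, edgeR adjusted p = 1.13e-05). The paper selected these genes on the same libraries, so the counts are not independent evidence of their direction.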

We further narrowed our selection by prioritizing genes for further study with potential roles in neurological tissues, metabolism, chromatin, orthologs associated with disease in humans, and computationally predicted genes of unknown function. The six fly genes we selected for further study are *Alp10*, *CG40485*, *CG5877*, *IntS12*, *Mal-A4*, and *Odc1*, which are orthologous to human genes *ALPG*, *DHRS11*, *NRDE2*, *INTS12*, *SLC3A1*, and *ODC1*, respectively (human ortholog with highest DIOPT score listed; Supplementary Table 12). All six genes tested were co-regulated with *Snr1*, but *CG40485* and *CG5877* were not co-regulated with *osa* and *brm* models of SSRIDDs (Supplementary Table 6).

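All 6 genes differed from the control in at least 1 sex of *Snr1*. *CG5877* and *CG40485* rose in both sexes, with log2 fold changes of 2.44 and 2.12 (standard errors 0.25 and 0.33, edgeR adjusted p = 2.51e-06 and 0.000513) in females. In males they had log2 fold changes of 2.42 and 1.59 (standard errors 0.23 and 0.19, edgeR adjusted p = 2.03e-07 and 2.73e-06). The ornithine decarboxylase gene *Odc1*, of polyamine synthesis, fell, with a log2 fold change of -2.79 (standard error 0.27, edgeR adjusted p = 1.27e-06) and a log2 fold change of -2.70 (standard error 0.28, edgeR adjusted p = 5.96e-07). The maltase gene *Mal-A4* had a log2 fold change of 2.61 (standard error 0.41, edgeR adjusted p = 0.000497) and a log2 fold change of 1.35 (standard error 0.35, edgeR adjusted p = 0.00544) in females and males. The phosphatase gene *Alp10* had a log2 fold change of -1.95 (standard error 0.35, edgeR adjusted p = 0.00146) and a log2 fold change of -2.04 (standard error 0.45, edgeR adjusted p = 0.00156). *IntS12*, a subunit of the Integrator complex, rose in *Snr1* males, with a log2 fold change of 0.91 (standard error 0.22, edgeR adjusted p = 0.00297), and had a log2 fold change of 0.52 (standard error 0.25, edgeR adjusted p = 0.267) in *Snr1* females. In *osa*, *CG5877* had a log2 fold change of 0.56 (standard error 0.24, edgeR adjusted p = 0.463) in females and a log2 fold change of 2.22 (standard error 0.23, edgeR adjusted p = 1.92e-06) in males. The difference between the sexes passed edgeR's test (adjusted p = 0.00401). *CG40485* had a log2 fold change of 0.64 (standard error 0.32, edgeR adjusted p = 0.676) in *osa* females and a log2 fold change of 0.82 (standard error 0.19, edgeR adjusted p = 0.00581) in *osa* males. In *brm*, *CG5877* and *CG40485* had log2 fold changes of -0.22 and 1.24 (standard errors 0.24 and 0.33, edgeR adjusted p = 1 and 0.141) in females and log2 fold changes of -0.01 and 0.12 (standard errors 0.22 and 0.19, edgeR adjusted p = 0.983 and 0.695) in males. Averaged over both sexes, *CG40485* in *osa* and *brm* had edgeR adjusted p values of 0.0185 and 0.0437, and *CG5877* 2.95e-07 and 0.803. Of the 6 genes of polyamine synthesis, 2 fell and 4 did not pass (2 lower adjusted over the list alone) in *Snr1* males, *Odc1* and its paralog *Odc2*, the latter with a log2 fold change of -1.26 (standard error 0.26, edgeR adjusted p = 0.000901). The paper chose the 6 genes from a set of co-regulated genes that it treats as potential modifiers of *brm*, *osa* or *Snr1*. *CG40485* in *osa* males had an edgeR adjusted p of 0.0522 without *osa* male replicate 1.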

For each target gene, we crossed the *UAS-RNAi* line to the *Ubi156-GAL4* driver and performed qRT-PCR to assess the magnitude of reduction in gene expression. All co-regulated genes had reduced expression in both sexes (Supplementary Table 13). We then assessed the effects of these genes on startle response, sleep, and activity. Knockdown of *Mal-A4*, *CG5877*, and *Alp10* showed changes in startle response times for both sexes (Supplementary Fig. 4a, Supplementary Table 14). *Mal-A4* demonstrated sexually dimorphic changes in startle response similar to flies with *Snr1* knockdown, as females showed an increase (*P* = 0.0215) and males showed a decrease (*P* < 0.0001) in startle response (Supplementary Fig. 4a, Supplementary Table 14). We also quantified tapping behavior in these co-regulated genes and found that flies with knockdown of *CG5877* and *Odc1* showed an increase in tapping behavior compared to the control, similar to flies with knockdown of *osa* and *Snr1* (Fig. 1b), although we only observed tapping in females with knockdown of *Odc1* (Supplementary Fig. 4b, Supplementary Table 14; *CG5877* females: *P* = 0.0266, *CG5877* males: *P* < 0.0001; *Odc1* females: *P* = 0.0125).

With the exception of *CG40485*, which showed no changes in sleep or activity for either sex, all male RNAi genotypes had increased nighttime sleep bouts (*P* < 0.03), decreased night sleep (*P* < 0.03), and, with the additional exception of *CG5877* RNAi flies, increased overall activity (*P* < 0.006) (Supplementary Fig. 4, Supplementary Table 14). Knockdown of *Mal-A4* and *Odc1* also showed increased activity for females (*P* = 0.0049, *P* = 0.0044, respectively). Only knockdown of *CG5877* resulted in increased night sleep for females (*P* = 0.0014) (Supplementary Fig. 4c and d, Supplementary Table 14). These changes in activity and sleep phenotype largely parallel those observed for SSRIDD fly models (Fig. 2, Supplementary Table 14).

Based on effects on startle response, tapping behavior, locomotor activity, night sleep, and sleep bouts, none of the phenotypes associated with RNAi of the co-regulated genes exactly matched the phenotypes associated with RNAi of the SSRIDD focal genes in both magnitude and direction. However, three genes (*Mal-A4*, *CG5877*, and *Odc1*) exhibited at least one altered phenotype in both sexes (Supplementary Fig. 4). These phenotypic observations suggest that *Mal-A4*, *CG5877*, and/or *Odc1* may be interacting with the focal genes of the SSRIDD fly models.

## Discussion

Variants in members of the mammalian SWI/SNF complex (BAF complex) give rise to SSRIDDs, Mendelian disorders with a wide range of phenotypic manifestations, including Coffin–Siris and Nicolaides–Baraitser syndromes (reviewed in Schrier Vergano *et al.* 2013; Bogershausen and Wollnik 2018). The diverse consequences of such variants and variation in the penetrance of similar variants in different affected individuals suggest the presence of segregating genetic modifiers. Such modifiers may represent targets for ameliorating therapies or serve as indicators of disease severity, yet they cannot be easily identified in humans due to the limited sample size of individuals with rare disorders. In addition to identifying potential modifiers, Drosophila models can be used to understand the underlying molecular effects of variants in chromatin-modification pathways and may aid in the discovery of drugs that ameliorate deleterious phenotypic effects.

We used a systematic comparative genomics approach to generate Drosophila models of disorders of chromatin modification, based on the assumption that fundamental elements of chromatin modification are evolutionarily conserved. First, we reduced the expression of BAF and cohesin complex orthologs through targeted RNA interference with a *GAL4* driver that induces minimal lethality. We assessed the consequences of target gene knockdown on behaviors that mimic those affected in patients with SSRIDDs and CdLS. We used startle behavior, a proxy for sensorimotor integration, and sleep and activity phenotypes to assess the effects of variants in fly orthologues of human genes associated with similar behavioral disorders. These Drosophila models show increased activity, decreased night sleep, and changes in sensorimotor integration. Although we cannot readily recapitulate cognitive developmental defects in Drosophila, these behavioral phenotypes along with brain morphology measurements provide a representative spectrum of behaviors that correlate with human disease phenotypes. We observed gene-specific effects. In addition to showing the largest changes in sleep and activity phenotypes, only *osa* RNAi flies showed stunted mushroom body alpha lobes. Furthermore, only females with knockdown of *Snr1* showed an increase in startle response times. Our neuroanatomical studies focused on morphological changes in the ellipsoid body and mushroom bodies. We cannot exclude effects on other regions in the brain.

Next, we performed whole genome transcriptional profiling to identify co-regulated genes with each focal gene and used stringent filters to identify candidate modifier genes from the larger subset of co-regulated genes. *k*-means clustering reveals co-regulated genes unique to the knockdown of a single protein complex member (Supplementary Figs. 4 and 5), yet also shows genes co-regulated in response to the knockdown of several, but not all, members of the fly cohesin and SWI/SNF complexes. Gene-specific and cross-disease effects are intriguing, since *brm*, *osa*, and *Snr1* are part of the fly SWI/SNF complex, and *SMC1*, *SMC3*, and *vtd* are part of the fly cohesin complex, yet have widespread gene-specific downstream effects on gene regulation. Upon knockdown of one protein complex member, we did not necessarily find changes in the gene expression of other members of the same complex. It is possible that a compensatory mechanism exists that maintains transcript levels of other fly SWI/SNF or cohesin complex members or the focal genes themselves (Dorsett 2009; Raab *et al*. 2017; Van der Vaart *et al*. 2020), such as with *Nipped-B* in a CdLS fly model (Wu *et al*. 2015). Furthermore, the abundance of lncRNAs co-regulated with focal genes (Supplementary Figs. 4 and 5, Supplementary Table 8) is intriguing given the association between lncRNAs, chromatin modification, and changes in gene expression in both flies and humans (Li *et al*. 2019; Statello *et al*. 2021).

*Snr1* is part of the Brahma complex, a core component of the BAP complex, and is orthologous to *SMARCB1* (Supplementary Table 2). *Odc1*, which encodes ornithine decarboxylase, is orthologous to *ODC1* (Supplementary Table 12), which is associated with Bachmann-Bupp syndrome, a rare neurodevelopmental disorder with alopecia, developmental delay, and brain abnormalities (Prokop *et al*. 2021; Bupp *et al*. 2022). Ornithine decarboxylase is the rate-limiting step of polyamine synthesis, which provides critical substrates for cell proliferation and differentiation (reviewed in Wallace *et al*. 2003; Pegg 2016). Polyamines interact with nucleic acids and transcription factors to modulate gene expression (Watanabe *et al*. 1991; Hobbs and Gilmour 2000; Miller-Fleming *et al*. 2015; Maki *et al*. 2017). *CG5877* is predicted to mediate post-transcriptional gene silencing as part of the spliceosome (Herold *et al*. 2009) and is orthologous to human *NRDE2* (Supplementary Table 12). *Mal-A4* is predicted to be involved in carbohydrate metabolism (Inomata *et al.* 2019) and is orthologous to *SLC3A1* (Supplementary Table 12). We observed extensive sexual dimorphism in behavioral phenotypes and transcriptional profiles upon knockdown of SSRIDD- and CdLS-associated genes.

Although we are not aware of transcriptional profiles currently available for SSRIDD patients, RNA sequencing of postmortem neurons from CdLS patients has shown dysregulation of hundreds of neuronal genes (Weiss *et al*. 2021). RNA sequencing in a *Nipped-B*-mutation fly model of *NIPBL-*CdLS found differential expression of ∼2,800 genes in the imaginal disc (FDR < 0.05) (Wu *et al*. 2015). Thus, we believe the number of differentially expressed genes upon gene knockdown reported herein is comparable to previous studies.

## Supplementary Material

iyad061_Supplementary_Data

## Data Availability

All high-throughput sequencing data are deposited in GEO GSE213763. Raw behavioral data, qPCR data, and coding scripts are available on GitHub at https://github.com/rebeccamacpherson/Dmel_models_CSS_NCBRS_CdLS. All *UAS-*RNAi lines used in this study are available at the Bloomington Drosophila Stock Center, except the ubiquitous RNAi driver *Ubi156-GAL4* and the double RNAi lines, which are available upon request. Supplemental material available at GENETICS online.

# Supplementary material for: Genetic and genomic analyses of Drosophila melanogaster models of chromatin modification disorders
**Source:** Genetics. 2023 Apr 10;224(4):iyad061. doi: 10.1093/genetics/iyad061
**Supplement:** iyad061_Supplementary_Data

Fly Gene<br>Symbol	BDRC<br>Line #	GAL4 Driver Line		
		Ubiquitin	Actin	Ubi156
<i>Bap111</i>	35242		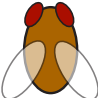	✗
<i>brm</i>	34520	✗	✗	✗
<i>brm</i>	35211	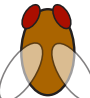		<i>Nipped-B</i>	32406	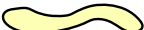		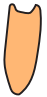
<i>osa</i>	35447	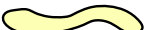		<i>SMC3</i>	60017	✗		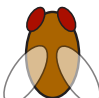
<i>SMC3</i>	33431		✗	✗
<i>SMC1</i>	34351			<i>SMC1</i>	36598	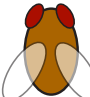		<i>Snr1</i>	32372	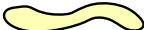	✗	<i>vtd</i>	36786	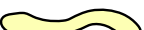		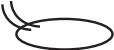
 embryo

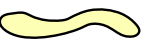
 larva

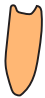
 pupa

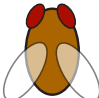
 adult

 escaper flies and/or
no knockdown

# Supplementary material for: Genetic and genomic analyses of Drosophila melanogaster models of chromatin modification disorders
**Source:** Genetics. 2023 Apr 10;224(4):iyad061. doi: 10.1093/genetics/iyad061
**Supplement:** iyad061_Supplementary_Data

**Supplementary Information**

**Figure S1. Gross viability observations in potential CSS/NCBRS and CdLS fly models.** Life stage shown is the final stage of the *Drosophila* life cycle where live individuals were observed. “X” indicates flies did not have detectable levels of gene knockdown, as quantified via qRT-PCR.

**Figure S2. Selection of genes for k-means clustering.** Elbow plots of maximal fold change in expression plotted against rank order (blue) across all analyses for each of 9657 genes (A) and for genes with a maximum fold change difference greater than 4 (B). See Table S7. The red and green lines were fit to roughly linear segments of the generated distribution (blue). The orange lines are drawn from the plot elbow (determined by the x coordinate of the intersection of the green and red lines) to the x and y axes.

**Figure S3. Overlap of differentially expressed genes in SSRIDD and CdLS fly models.** Venn diagrams displaying the number of differentially expressed genes (FDR < 0.05), in **SSRIDD** and CdLS fly models, sexes separately. Pairwise gene-specific analyses from (A) CdLS fly models and (B) **SSRIDD** fly models. Panel (C) shows overlap of disease-specific analyses, pooled across disease-associated genes.

**Figure S4. Altered phenotypes due to knockdown of co-regulated genes.** Bar plots displaying differences in the average values of the experimental line versus the control line for (A) startle response, (B) percent of flies tapping, (C) total activity, and (D) proportion of time asleep at night. All lines have *Ubi156-GAL4*-mediated RNAi knockdown. Females and males are shown in purple and green, respectively. See Table S14 for ANOVAs (A,B,D) and Fishers Exact Tests (C). N=29-32 per sex per line. Error bars represent standard error of the difference based on error propagation (Burns and Dobson 1981). Asterisks represent pairwise analyses of the experimental line vs the control, sexes separately. *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001.

**Table S1. Fly reagents and primer sequences.** Drosophila reagents and primer sequences. (A) Drosophila lines used. (B) Primer sequences used for qRT-PCR. BDSC: Bloomington Drosophila Stock Center.

**Table S2. Ortholog prediction scores for potential focal genes.** Human-Drosophila ortholog prediction scores generated using Drosophila RNAi Screening Center Integrative Ortholog Prediction Tool (DIOPT). Human genes associated with SSRIDDs and Cornelia de Lange syndrome.

**Table S3. Percent knockdown of focal genes.** Average RNAi-mediated qRT-PCR knockdown of focal genes.

**Table S4. Quantification of changes in behavior and brain morphology from knockdown of focal genes.** Quantification of changes in behavior and brain morphology from RNAi knockdown. Statistical analyses characterizing SSRIDD and CdLS fly models. (A) ANOVAs for startle response. (B) Fisher's Exact Tests for tapping behavior. (C) ANOVAs for sleep and activity measurements. (D) ANOVAS for mushroom body lobe lengths. (E) Levene's and Brown-Forsythe Tests for unequal variances of mushroom body lobe length data. (F) Gross brain abnormalities. Line and Sex are fixed effects. df: degrees of freedom, SS: Type III Sum of Squares, MS: Mean Squares.

**Table S5. ANOVA results from differential expression analyses.** Gene name, gene symbol, FlyBase ID, normalized read counts (counts per million), and raw and Benjamini-Hochberg FDR adjusted *p*-values for all genes for all model terms used in the ANOVA analyses. (A) Full model using all knockdown lines and the control according to the model *Y = μ + Line + Sex + Line x Sex + ɛ* for 15915 genes. (B-G) Pairwise comparisons of single gene knockdown vs. the control (sexes together *Y = μ + Line + Sex + Line x Sex + ɛ*; and sexes separately *Y = μ + Line + ɛ*) on the 9657 genes from the full model differentially expressed (FDR < 0.05) for the *Line* and/or *Line x Sex* terms. (B) *brm*. (C) *osa*. (D) *Snr1*. (E) *SMC1*. (F) *SMC3*. (G) *vtd*. (H-I) Disease-specific comparisons (sexes together *Y = μ + Line + Sex + Line x Sex + ɛ*; and sexes separately *Y = μ + Line + ɛ*). (H) SSRIDDs. (I) Cornelia de Lange syndrome (CdLS).

**Table S6. Overlap of differentially expressed genes across analyses.** FDR-corrected *p*-values less than 0.05 for the *Line* term of each of the 9657 genes. (A) Pairwise analyses of each knockdown line compared to the control, sexes separately. (B) Disease-specific analyses, sexes separately. NA indicates FDR-corrected *P*-values for the effect of *Line* greater than 0.05.

**Table S7. k-means threshold.** (A) Average log2 fold change values for each differentially expressed gene for each set of samples, as well as maximum, minimum across all samples. (B) Determination of threshold by ranking, indexing and fitting lines to fold change plots. fc: log2 fold change; f: females, m: males.

**Table S8. k-means clustering gene lists.** Lists of genes within each k-means cluster. (A) Females. (B) Males.

**Table S9. Gene Ontology (GO) analyses for differentially expressed genes.** “Analysis” indicates the gene set used in the analysis.

**Table S10. Gene Ontology (GO) analyses for k-means clusters.** “Analysis” indicates the gene set used in the analysis.

**Table S11. Ortholog prediction scores for differentially expressed genes**. Drosophila-human ortholog prediction scores, generated using Drosophila RNAi Screening Center Integrative Ortholog Prediction Tool (DIOPT). Differentially expressed fly genes for each by-sex pairwise comparison.

**Table S12. Ortholog prediction scores and known disease associations for co-regulated genes.** Drosophila-human ortholog prediction scores, generated using Drosophila RNAi Screening Center Integrative Ortholog Prediction Tool (DIOPT) and Online Mendelian Inheritance of Man (OMIM)-derived known disease/phenotype associations and corresponding MIM numbers. Subset of 31 Drosophila genes co-regulated with *brm*, *osa*, and/or *Snr1*.

**Table S13. Percent knockdown of co-regulated genes.** Average RNAi-mediated qRT-PCR knockdown of co-regulated genes.

**Table S14. Quantification of changes in behavior from knockdown of co-regulated genes.** Quantification of changes in behavior from RNAi knockdown of co-regulated genes. (A) ANOVAs for startle response. (B) Fisher's Exact Tests for tapping behavior. (C) ANOVAs for sleep and activity measurements. Line and Sex are fixed effects. df: degrees of freedom, SS: Type III Sum of Squares, MS: Mean Squares.

**File S1. Video of tapping behavior in a male fly with knockdown of *vtd* following a startle response.**

**File S2. Video of control male fly following a startle response.**

How the deposited data were processed for this re-analysis (not part of the article)

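RNA sequencing of whole flies was taken from the deposited counts of 42 libraries. Each library held total RNA, depleted of ribosomal RNA, of 30 flies aged 3 to 5 days, and 3 replicate libraries were made for each sex of 6 knockdown lines (*brm*, *osa*, *Snr1*, *SMC1*, *SMC3* and *vtd* under Ubi156-GAL4) and of their control. The authors merged lanes and runs, filtered the reads with AfterQC, aligned them to dm6 with GSNAP and counted the unique alignments per gene with featureCounts of Subread; the versions of GSNAP and Subread are not stated. The values they deposited are raw counts, with no normalization, beside the length of each gene in bases. The paper does not state whether counting used the strand, so the reads of a gene and of an antisense partner cannot be told apart, and genes with near-identical copies are uncertain because only unique alignments were counted. Resequenced runs had been merged with the first ones in 8 libraries.

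The file holds 17490 genes by identifier. Symbols came from the FlyBase gene names for 17288 of them and from the paper's tables for 36 more, and 166 kept their identifier. Positions and gene types came from the annotation of the BDGP6.54 assembly in Ensembl. Genes with a median count under 3, or with 0 counts in more than 25% of the 42 libraries, were left out, as the paper's methods state, which left 15522 genes. Group labels followed the deposited sample table, apart from the sex of the control libraries, which was set by a rule written before the data were examined: their match to the group means in Supplementary Table 5, of which the copy used holds 1874 genes. In comparisons by sex, the transcript of the targeted gene passed the test as lower in *Snr1* and *vtd* males alone, and averaged over both sexes in *Snr1*. It was not lower in either sex of the libraries labelled *SMC3*, in *osa* males or in *vtd* females. Line names, alone or with the word labelled, are those of the deposited labels and do not state that the transcript was lower.

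Counts were normalized by TMM and tested with edgeR's quasi-likelihood F-test. Comparisons of a line with the control in one sex used a fit of the 21 libraries of that sex, and comparisons averaged over the sexes, differences between the sexes and the full model used a fit of all 42. The line term and the line by sex term of the full model test the 6 lines jointly, and the disorder analyses test the 3 lines of a disorder jointly against the control. The Benjamini-Hochberg method adjusted p over all genes kept, with a threshold of 0.05. Standard errors are the size of the log2 fold change divided by the root of the F statistic. Gene lists were tested with camera of limma at an inter-gene correlation of 0.01, and again with an estimated correlation, adjusted over 31 lists and 12 comparisons, and with fry. The members of the paper's k-means clusters were chosen by the study on these samples, so their counts are not independent evidence of a direction. Shared controls were examined in 20 simulations of unchanged lines. The tests were checked on simulated counts in which 100 genes changed 2-fold and as many 4-fold, all with an expected count of at least 50.

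Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Expression is given in CPM, counts scaled to the library size after TMM over all 42 libraries. Log2 fold changes in one sex come from TMM within the 21 libraries of that sex. The ratio of 2 CPM values can therefore differ from the log2 fold change beside it. Total counts of 10888313 to 42320006 per library set the precision: at the median total of 27856896, a gene at 1 CPM has about 27.9 counts.

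The genes named in the text follow a rule written before the data were examined. It takes every gene that the paper's text names, up to 10 genes with the highest and up to 10 with the lowest log2 fold change in each line and sex, up to 4 members of a gene list with the smallest adjusted p, the 31 genes of Supplementary Table 12 and the genes that a count of 5 or fewer covers. Genes taken for their fold change had to pass the test, to have a mean count of at least 50 in the higher group and to be separated in all 3 libraries from the 3 controls, and the text gives values for the first 3 in each direction. Parts of Supplementary Tables 5 to 9 and 12, and Figs. 5 and 6, had been seen when the rule and the lists were written. The lists cover BAP and PBAP complex, cohesin and its regulators, other chromatin remodelers and Polycomb/trithorax, Hox genes, yolk and eggshell, female germline, mitotic cell cycle and DNA replication, testis and sperm, accessory gland and seminal fluid, cilium assembly and intraflagellar transport, muscle sarcomere, actin cytoskeleton assembly, cuticle proteins, larval and pupal stage, antimicrobial and immune-induced peptides, alpha-glucosidases and amylases, gut serine proteases and lysozymes, cytochrome P450 and glutathione S-transferase, heat shock, cytosolic ribosomal proteins, mitochondrial respiratory chain, mitochondrial genome, neurons, sleep and circadian clock, mushroom body, photoreceptors, fat body, dosage compensation and sex determination, histones, polyamine synthesis and long noncoding RNAs. The name patterns used for some lists also take a few other genes, such as Cyp1 and Cypl among the cytochrome P450 genes and HisRS and HisT among the histones.

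Alternatives set before the data were examined were DESeq2, RLE normalization, 2 other filters on low counts, the paper's linear model on length-scaled TMM values (adjusted over all genes kept), the replicate number as a block, leaving out the resequenced libraries or each library in turn, the other sex assignment of the control, fits of only the 6 libraries compared or of all 42, and adjustment over the genes called in the full model. The paper ran its comparisons with the control only on the genes called in its full model. Added after the data had been examined were the paper's linear model adjusted over its own full-model genes, with the residual of both sexes for comparisons in one sex, fits without the 5 libraries in which mitochondrial transcripts exceed 10%, and a fit with a trend on gene length removed. Phenotypes of behavior, sleep and brain morphology and the qRT-PCR data hold no sequencing counts and were left out.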

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

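In this part, the test for an outside source of reads and the fit with the length trend removed were set before their results were seen, and all other tests of explanations and the counts of other splits were chosen only after. Every group has 3 libraries, so no library was tested for standing apart from its group. Pairs of libraries did differ unequally in 4 groups of females: chi-square per degree of freedom, which grows with depth, was in *brm* 226 for replicates 1 and 2, 276 for 1 and 3 and 37.9 for 2 and 3, in *SMC1* 67.9 for replicates 1 and 2, 548 for 1 and 3 and 340 for 2 and 3, with the label *SMC3* 69 for replicates 1 and 2, 69.4 for 1 and 3 and 222 for 2 and 3 and in *vtd* 241 for replicates 1 and 2, 47.3 for 1 and 3 and 212 for 2 and 3. Pairs in the other 10 groups had 10.1 to 120.

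The signal weighed first lies in 48 genes that are nearly absent from the libraries of both sexes of *SMC1* and present in the other lines and the control. They are 34 protein-coding genes and 14 long noncoding RNAs on 6 chromosome arms, and 39 of them are in the paper's cluster F1, which it names among the clusters with a pattern of a single gene, and 43 in M7. A stretch of chromosome carried by the *SMC1* stock is argued against, since no arm holds more than 25% of the members. Reads of one outside source, such as another organism, would make the members rise and fall together in the other 36 libraries, and the median pairwise r of their deviations was 0.6, with 0.12 as the highest and 0.04 as the median of 100 random sets matched on expression, so such a source is a candidate explanation. Loss of cohesin function, which *vtd* knockdown would share, is argued against by *vtd* males. The *vtd* transcript was lower there (log2 fold change -0.54), by more than the *SMC1* transcript in *SMC1* males (-0.10), while the members had a median log2 fold change of 0.43 and a lower quartile of 0.26. Their medians were 0.17 to 1.15 in the females and males of the lines other than *SMC1*. An effect of *SMC1* knockdown that *vtd* knockdown does not share stays open, as untested.

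In *SMC1* females 2747 genes changed, 2184 of them upward, and 2 of the 3 libraries hold over 26% of mitochondrial transcripts. An effect alike in both sexes as the cause of the 2184 genes called higher is argued against. Their median log2 fold change was 1.08 in females and 0.03 in *SMC1* males, where the upper quartile was 0.22. For the 563 called lower it stays open, with medians of -1.55 and -0.28, a male lower quartile of -1.36 and 231 of them also called lower in males. A bias of replicates 1 and 2 against long transcripts cannot be told apart from an effect of *SMC1*. Their correlations with gene length were -0.66 and -0.39, against 0.32, 0.54 and 0.58 in the control females. *SMC1* female replicate 3, with a mitochondrial share of 8%, was at -0.33. Such values are not particular to *SMC1*. They were -0.71 and -0.58 in female replicates 2 and 1 labelled *SMC3*, -0.63 in *vtd* female replicate 2 and -0.52 in *brm* female replicate 1, with mitochondrial shares of 15.2, 9, 9.2 and 16.1%. The range of the other 19 female libraries had been set as the bound, but a bias that some of them share would still part *SMC1* from the control, so lying in that range decides nothing. A trend with gene length as the whole cause is argued against, since 2901 genes were called once it was removed, but only 1564 were shared, 1408 rose and 1493 fell, and of 89 ribosomal protein genes 29 rose in place of 59 (median log2 fold change 0.31 in place of 1.09). RNA quality in replicates 1 and 2 and an effect of *SMC1* in females both stay open: without the 5 libraries over 10% mitochondrial, 137 genes were called, 20.4% of them higher, with 1 *SMC1* female library left, which is assumed to vary like the other groups. The count for *SMC1* females was 953, 4586, 1659, 1670 and 1572 without *SMC1* female replicate 1 or 3 or control female replicate 1, 2 or 3, in that order.

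Genes of the muscle sarcomere were lower in the males of 5 lines, with median log2 fold changes of -0.61, -0.65, -0.87, -0.44 and -0.39 in *brm*, *osa*, *SMC1*, *SMC3* (by label) and *vtd*. Control males that stand apart from every other group would lower these genes in *Snr1* males too, where the median was 0.29. This cannot decide the question, since a rise of muscle genes in *Snr1* would offset such a difference. *Mhc* took 1.5, 1.7 and 1.26% of the counts in *Snr1* females, against 0.671, 0.825 and 0.843% in control females. A difference of the control males stays open. Depth is argued against by the 3 control male libraries of 3 that lie within the range of the 5 lines. A lower share of muscle, with every other tissue raised alike, is argued against in 4 of the 5 lines, in which the medians of the accessory gland, testis, neuron, fat body and photoreceptor lists spread over 1.04 (brm), 0.87 (SMC1), 0.84 (SMC3) and 1.05 (vtd), while in *osa* they spread over 0.12 and that explanation stays open. A lower share of muscle beside unequal changes of other tissues was not tested and stays open in those 4 lines. A change within muscle itself also stays open in all 5 lines, as a hypothesis found and tested on the same data. Part of the agreement between lines may come from the control libraries they share.

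Splits of 3 libraries against 3 number 10, too few for a share under 0.05. Each split other than the real one mixes both groups. A difference between the groups then enters the spread within them and can lower the count, so low counts there are no support for the real split. The real split called 60, 269, 804, 2747, 248 and 28 genes in *brm*, *osa*, *Snr1*, *SMC1*, *SMC3* and *vtd* females, and the highest of the other splits 0 in each. In males it called 3170, 2017, 4901, 2957, 1596 and 2188 in the same order, and the highest of the others was 1 in *Snr1*, 3 in *SMC1* and 0 in the other 4 lines.

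Larger fits were set against 24 drawn splits beside the real one. Where 1 of the 25, the real one, reached the count, its share is the lowest that 25 splits allow. These shares were not corrected for the number of results, so they do not exclude chance for any one of them. Mixed splits also put differences between lines into the spread within groups, which can lower their counts. Only the real split reached the count for the sexes averaged, with 696 against at most 42 in *brm*, 1166 against at most 168 in *osa*, 2397 against at most 589 in *Snr1*, 3452 against at most 858 in *SMC1*, 1459 against at most 16 in *SMC3* and 623 against at most 112 in *vtd*. The same was seen for the full model, with 6755 against 166 in the line term, 5091 against 49 in the line by sex term and 8633 against 208 in either. The disorder analyses gave 1133 against 3 in SSRIDD females, 7368 against 390 in SSRIDD males, 1674 against 118 in CdLS females and 3051 against 94 in CdLS males. Among the differences between the sexes, only the real split reached the count for *SMC1*, with 2993 against 589. The counts of *brm* (60, highest other 158), *osa* (135 and 294), *Snr1* (808 and 907) and *vtd* (62 and 66) were each reached by 2 splits. For *SMC3*, 5 splits reached 92 and the highest gave 570. The count of 570 against 92 points to some structure of the samples other than their labels, and none was tested. The sex difference of *brm* had 13, 13, 12, 24, 21, 17, 29, 12, 13 and 17 without *brm* male replicate 1, 2 or 3, *brm* female replicate 2 or 3, control female replicate 1 or 2 or control male replicate 1, 2 or 3, in that order. The sex difference of *osa* had 71, 89 and 85 without *osa* male replicate 1 or control female replicate 1 or 3, in that order. That of *Snr1* came to 388, 286, 1465, 206, 339, 527, 463, 385, 419 and 419 without *Snr1* male replicate 1 or 2, *Snr1* female replicate 2 or 3, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. In *SMC1* it was 1855, 757, 4764, 1459, 1926 and 1926 without *SMC1* male replicate 3, *SMC1* female replicate 1 or 3 or control male replicate 1, 2 or 3, in that order. With the label *SMC3* there were 18, 29, 8, 8, 7, 1477, 12, 12, 7, 22, 9 and 13 without *SMC3* male replicate 1, 2 or 3, *SMC3* female replicate 1, 2 or 3, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. For *vtd* it became 14, 6, 28, 2, 14, 27, 35, 17, 21 and 30 without *vtd* male replicate 1, 2 or 3, *vtd* female replicate 2, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order.

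A difference between the sexes in edgeR's interaction test marked 70 pairs of a named gene and a line, given here as the female minus the male log2 fold change with the adjusted p in parentheses. In *SMC1*, 37 genes named in the text differed between the sexes. The values were *brm* at -1.36 (0.025), *osa* at -1.50 (0.0269), *Snr1* at 1.01 (0.0115), *Bap55* at 1.22 (0.0116), *Bap60* at 1.06 (0.0149), *Bap111* at -0.80 (0.0392), *CG40485* at 1.48 (0.0129) and *IntS12* at 1.03 (0.0317). Other genes of *SMC1* had *RpL36* at 2.31 (0.00221), *aurB* at 1.61 (0.0134), *geminin* at 0.95 (0.0207), *CycE* at 1.78 (0.000196), *CG15142* at 3.44 (0.00228), *Lcp65Ag3* at 5.39 (0.0173), *CG41561* at -3.07 (4.05e-07) and *CG11598* at -4.47 (0.00858). Further differences there were *CG11313* at -2.07 (0.0207), *lncRNA:CR43487* at -8.62 (0.000949), *lncRNA:CR44461* at 1.64 (0.00903), *mt:ND1* at 3.17 (0.00185), *mt:ND3* at 2.68 (0.00633), *mt:ND5* at 2.92 (0.00265), *RpL29* at 1.52 (0.00543) and *RpS5b* at 1.94 (0.00764). The list for *SMC1* goes on with *RpS9* at 2.45 (0.00139), *Mi-2* at 1.18 (0.00933), *brp* at -1.29 (0.00731), *Sfp87B* at -5.62 (8.98e-14), *Zmynd10* at -1.82 (0.00189), *lncRNA:CR43270* at 1.15 (0.0318), *pho* at 0.92 (0.0422) and *Tm1* at 0.79 (0.0497). Next come, for *SMC1*, *unc-13* at -0.85 (0.0184), *Lsd-1* at 0.89 (0.0359), *Lcp4* at 2.76 (0.0192), *Cpr97Ea* at 4.14 (0.00707) and *His4r* at 2.18 (0.00566). For *Snr1* there were 15 such genes, with *Mau2* at -1.38 (0.0124), *CecA1* at 2.99 (0.0115), *lncRNA:cherub* at 1.50 (0.0409), *CAH5* at 4.40 (0.0367), *capu* at 1.17 (0.00651), *Acp54A1* at 3.17 (0.0149), *yip7* at -1.71 (0.0244) and *Mst87F* at 3.00 (0.034). More for *Snr1* were *Mal-A7* at 3.33 (0.00135), *tobi* at 3.27 (0.0036), *Mal-A1* at 2.46 (0.00688), *Mal-A8* at 3.30 (0.000615), *Mal-A6* at 3.04 (0.00135), *CG3328* at 1.00 (0.00643) and *ninaB* at 1.24 (0.0322). For *osa*, 12 genes differed, with *CG5877* at -1.67 (0.00401), *Mau2* at -1.80 (0.0016), *tobi* at 3.43 (0.0022), *Mal-A8* at 3.95 (4.02e-05), *narya* at -3.90 (0.000575), *CG17298* at 7.73 (0.0147), *lncRNA:CR44610* at -3.61 (0.00104) and *LysB* at -1.78 (0.0394). Also in *osa* were *Mal-A7* at 3.37 (0.00125), *Mal-A1* at 2.85 (0.00221), *Mal-A6* at 3.58 (0.000179) and *Hsepi* at -1.91 (0.0135). In *vtd*, 3 genes passed, with *CG11598* at -6.23 (0.0135), *GstD5* at -2.78 (0.0247) and *Cyp4p3* at -1.27 (0.0361). Libraries labelled *SMC3* gave 2 genes, with *CG15142* at 3.60 (0.0199) and *ATPsynCF6L* at 4.06 (0.000123). The 1 gene of *brm* was *TwdlD* at 8.03 (0.000644).

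Leaving out 1 of the 12 libraries of a line and the control ended 41 of these 70 calls, and for each the highest adjusted p is given, with the library left out for it and how many single libraries ended the call. Among the *osa* genes they were *CG17298* 0.421 (osa female replicate 2, 6 in all), *LysB* 0.119 (control female replicate 2, 11 in all) and *Hsepi* 0.0611 (osa male replicate 1, 2 in all). For *Snr1* the highest were *Mau2* 0.105 (Snr1 male replicate 3, 4 in all), *CecA1* 0.105 (Snr1 female replicate 3, 1 in all), *lncRNA:cherub* 0.0922 (control female replicate 3, 5 in all), *CAH5* 0.513 (Snr1 female replicate 3, 7 in all), *Acp54A1* 0.283 (Snr1 female replicate 3, 2 in all), *yip7* 0.0959 (Snr1 male replicate 2, 7 in all), *Mst87F* 0.662 (Snr1 female replicate 3, 5 in all) and *ninaB* 0.0962 (control female replicate 1, 3 in all). In *SMC1* the highest adjusted p was, by gene, *brm* 0.0858 (SMC1 female replicate 1, 2 in all), *osa* 0.0846 (SMC1 female replicate 1, 2 in all), *Snr1* 0.191 (SMC1 female replicate 1, 4 in all), *Bap55* 0.176 (SMC1 female replicate 1, 2 in all), *Bap60* 0.209 (SMC1 female replicate 1, 3 in all), *Bap111* 0.0821 (control female replicate 3, 8 in all), *CG40485* 0.0882 (SMC1 female replicate 1, 2 in all) and *IntS12* 0.319 (SMC1 female replicate 1, 8 in all). The same for others in *SMC1* was *aurB* 0.121 (SMC1 female replicate 1, 3 in all), *geminin* 0.28 (SMC1 female replicate 1, 4 in all), *Lcp65Ag3* 0.0791 (control male replicate 2, 2 in all), *CG11598* 0.0578 (control female replicate 1, 1 in all), *CG11313* 0.0548 (control female replicate 2, 2 in all), *lncRNA:CR44461* 0.0662 (SMC1 female replicate 2, 1 in all), *mt:ND3* 0.0661 (SMC1 female replicate 1, 1 in all) and *RpL29* 0.0602 (SMC1 female replicate 1, 1 in all). Those of further *SMC1* genes were *RpS5b* 0.0782 (SMC1 female replicate 1, 1 in all), *Mi-2* 0.0728 (SMC1 female replicate 1, 3 in all), *lncRNA:CR43270* 0.172 (SMC1 female replicate 2, 9 in all), *pho* 0.293 (SMC1 female replicate 2, 11 in all), *Tm1* 0.249 (SMC1 female replicate 1, 11 in all), *unc-13* 0.0642 (control female replicate 2, 1 in all), *Lsd-1* 0.193 (control male replicate 1, 8 in all) and *Lcp4* 0.136 (SMC1 female replicate 3, 4 in all). The rest for *SMC1* were *Cpr97Ea* 0.0569 (SMC1 female replicate 3, 1 in all) and *His4r* 0.0528 (SMC1 female replicate 1, 1 in all). With the label *SMC3* it was *CG15142* 0.0962 (SMC3 male replicate 3, 8 in all). The *vtd* values were *CG11598* 0.145 (control female replicate 1, 2 in all), *GstD5* 0.175 (control female replicate 1, 7 in all) and *Cyp4p3* 0.171 (control female replicate 1, 10 in all).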

How the results depend on the processing

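Removing the length trend, leaving out the 5 libraries over 10% mitochondrial and 2 forms of the paper's linear model were chosen after the data had been examined, and the others before. A count is given here where it moved by more than 1.5 times, and values for *SMC3* come from the libraries so labelled. The cause of a move was not tested, except where fewer libraries, fewer genes adjusted over or controls of the other sex make it. Values for the 6 lines stand in the order *brm*, *osa*, *Snr1*, *SMC1*, *SMC3* and *vtd*. With the settings of the text, females had 60, 269, 804, 2747, 248 and 28 called genes. Males had 3170, 2017, 4901, 2957, 1596 and 2188, the sexes averaged 696, 1166, 2397, 3452, 1459 and 623, their difference 60, 135, 808, 2993, 92 and 62 and both sexes in common 36, 144, 480, 546, 120 and 16. The other counts were 6755 for the line term, 5091 for the line by sex term, 8633 for either term, 1133 for SSRIDD females, 7368 for SSRIDD males, 1674 for CdLS females, 3051 for CdLS males, 7 for all 12 comparisons, 140 for all 4 disorder lists, 1798 for calls over the clusters, 2 for focal genes lower and 132 for gene lists. At these depths and spreads, edgeR found 37% of simulated 2-fold and 92% of 4-fold changes in females and 87 and 98% in males. The changed genes all had an expected count of at least 50. A gene not called in females is therefore not shown to be unchanged.

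By DESeq2 the counts were 214, 542, 1542, 1080 and 89 in females of *brm*, *osa*, *Snr1*, *SMC3* and *vtd*. The tool called 1132 and 1479 for the averaged sexes of *brm* and *vtd*. It also gave 195, 282, 1629, 368 and 243 for the sex difference of *brm*, *osa*, *Snr1*, *SMC3* and *vtd*. There were 116, 266, 780, 951, 321 and 52 shared by the sexes in the 6 lines. Further counts were 2193 for SSRIDD females, 3492 for CdLS females, 17 for all 12 comparisons and 400 for all 4 disorder lists. RLE normalization moved 1 of 31 counts, 50 for the sex difference of *SMC3*. No filter on low counts gave 34, 33 and 41 for the sex difference of *brm*, *SMC3* and *vtd*, and edgeR's own filter moved 0 of 31. Under DESeq2 1 of 370 named values lost their call.

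The paper's linear model, adjusted here over all genes kept, called 0, 2, 84, 1, 0 and 4 in females of the 6 lines. The paper itself ran its comparisons with the control only on the genes called in its full model. It gave 896, 217, 2486, 1522, 28 and 798 in males of the 6 lines. Counts came to 2390, 2056, 4910, 2137 and 2260 for the averaged sexes of *brm*, *osa*, *Snr1*, *SMC1* and *vtd*. There were 1173, 1007, 3484, 1165, 309 and 756 for the sex difference of the 6 lines. The other counts that moved were 95 for CdLS females and 1879 for CdLS males. Adjusted over its own full-model genes it called 2784, 2212, 4996 and 1980 for the averaged sexes of *brm*, *osa*, *Snr1* and *vtd* and 1637, 1095, 3657, 1741, 618 and 943 for the sex difference of the 6 lines. With the residual of both sexes it called 576, 1184, 3074, 2733 and 791 in females of *brm*, *osa*, *Snr1*, *SMC3* and *vtd* and 4242 for SSRIDD females, 4907 for SSRIDD males and 3530 for CdLS females.

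Only the 6 libraries compared gave 155, 1039, 1712, 665 and 1350 in females of *brm*, *osa*, *Snr1*, *SMC1* and *SMC3*. All 42 in one fit gave 203, 546, 2210, 5094, 2447 and 158 in females of the 6 lines and 583, 705, 1686, 809, 405 and 497 in males of the 6 lines. Adjusted over the full-model genes, edgeR called 591 and 45 in females of *SMC3* and *vtd*. Leaving out the resequenced libraries gave 32, 140, 413 and 555 in females of *brm*, *osa*, *Snr1* and *SMC1*. It left 1322 in males of *osa*. Counts fell to 346, 759 and 2201 for the averaged sexes of *brm*, *osa* and *SMC1*. There were 45, 407, 493 and 165 for the sex difference of *osa*, *Snr1*, *SMC1* and *SMC3*. It also left 2738 for the line by sex term, 400 for SSRIDD females and 274 for CdLS females. Without the 5 libraries over 10% mitochondrial there were 472, 1945 and 137 in females of *osa*, *Snr1* and *SMC1*. Counts came to 1097, 1846 and 2089 for the averaged sexes of *brm*, *osa* and *vtd*. There were 203, 248, 581 and 223 for the sex difference of *brm*, *osa*, *SMC1* and *vtd*. The fit called 2097 for SSRIDD females and 263 for CdLS females. That setting leaves 1 library of *SMC1* females, assumed to vary like the other groups, and under it 25 of 370 named values lost their call.

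The other assignment of the control compares each line with controls of the other sex. It called 7958, 7633, 6184, 9334, 8943 and 9016 in females of the 6 lines. It also called 10697, 10688, 10481, 11071, 10453 and 10819 in males of the 6 lines. There were 10537, 10320, 9508, 11091, 10898 and 10936 for the sex difference of the 6 lines. Genes numbered 7221, 7012, 5675, 8029, 7930 and 8073 shared by the sexes in the 6 lines. The remaining counts became 11325 for the line by sex term, 8067 for SSRIDD females, 11921 for SSRIDD males, 9967 for CdLS females, 11270 for CdLS males, 4723 for all 12 comparisons, 7093 for all 4 disorder lists, 3979 for calls over the clusters, 6 for focal genes lower and 219 for gene lists. Under it the log2 fold changes that reversed were *SMC3* -1.52, *Nipped-B* -1.13 in SMC3-labelled males, *Snr1* 1.23, *Nipped-B* 0.99, *CecA1* -0.42, *Jon99Fi* 0.24, *Pdh* -0.20, *ninaB* -0.22, *His2A:CG33808* 2.83 in *Snr1* females and *SMC1* 0.98, *Nipped-B* 0.96 in *SMC1* females. Also reversed were *osa* -1.01, *Nipped-B* -1.04, *Mhc* 0.03, *Mlc2* 0.35, *Sxl* -0.83 in *osa* males, *Bap55* -2.12, *Bap111* -1.26, *Nipped-B* -1.18, *RpL36* -0.50, *brp* 0.13, *GstS1* 0.13, *Mlc2* 0.23, *Act79B* 0.80 in *SMC1* males and *Bap111* -1.30, *Nipped-B* -1.21, *Mlc2* 0.58, *Lsp1gamma* 0.01 in *brm* males. Reversed too were *Nipped-B* -1.13, *Drs* -0.06 in *vtd* males, *Nipped-B* 1.07, *CG32751* 0.47, *Jon25Bii* 0.14 in *brm* females and *Nipped-B* 0.77, *Cp7Fa* 2.51, *Cp15* 3.60 in *osa* females. Others were *Nipped-B* 0.69 in SMC3-labelled females and *CG1077* 2.64, *Jon44E* 0.09 in *vtd* females. In *Snr1* males they were *brm* -0.96, *osa* -0.65, *mor* -1.85, *Nipped-B* -0.96, *SA1* -1.28, *SMC3* -1.48, *hale* 3.05 and *Mst98Cb* 4.67. More there were *Mst98Ca* 6.05, *schuy* 4.13, *cpa* -0.18, *capu* 0.34, *Cul3* 0.19, *COX4L* 4.92, *COX7AL* 4.27 and *ND-49L* 3.22. Those left there were *Cep290* 0.39, *Acp54A1* 6.27, *betaTub85D* 6.57, *Mst87F* 6.07 and *IntS12* -1.56. Besides these 60, 25 of 370 named values lost their call and 9 gained one.

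With the length trend removed, the counts that moved were 152, 453 and 1660 in females of *brm*, *osa* and *Snr1*, and 17 of 370 named values lost their call. The share of higher genes went from 71.7 to 44.7% in *brm* females. In *Snr1* females it went from 82.3 to 64.3% (71.1% by DESeq2), in *SMC1* females from 79.5 to 48.5% (63.5% by RLE and 59.8% by DESeq2). The females labelled *SMC3* went from 87.5 to 58.1% (75.2% by DESeq2) and *vtd* females from 89.3 to 52.6% (77.5% by DESeq2). With those 5 libraries left out the share was 60.6% in *Snr1* and 20.4% in *SMC1* females. The median log2 fold change of all genes in *Snr1* females was 0.13, and removing the trend moved it from 0.02 to -0.20 in *SMC1*, from 0.00 to -0.14 in SMC3-labelled and from 0.04 to -0.14 in *vtd* females. Of the 372 tests of a list, camera called 132, 0 with an estimated correlation (lowest adjusted p = 0.0633) and fry 49.

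With each library left out in turn, 538 of 672 counts stayed within 1.5 times, and the ranges of results that did not were, for females, 29 to 46 (brm), 142 to 229 (osa), 286 to 571 (Snr1), 953 to 4586 (SMC1), 75 to 1485 (SMC3) and 8 to 34 (vtd). In males they were 1651 to 2565 (brm), 1325 to 1813 (osa), 1671 to 2429 (SMC1), 1033 to 1878 (SMC3) and 1273 to 1605 (vtd), and averaged over the sexes 778 to 2522 (SMC3) and 354 to 598 (vtd). The sex difference ranged over 12 to 63 (brm), 71 to 147 (osa), 206 to 1465 (Snr1), 757 to 4764 (SMC1), 7 to 1477 (SMC3) and 2 to 55 (vtd). Genes shared by the sexes numbered 19 to 34 (brm), 90 to 149 (osa), 225 to 481 (Snr1), 244 to 861 (SMC1), 63 to 265 (SMC3) and 5 to 17 (vtd), and other ranges were 642 to 1109 for SSRIDD females, 457 to 3935 for CdLS females, 2021 to 3474 for CdLS males, 4 to 9 for all 12 comparisons and 65 to 287 for all 4 disorder lists. Of 340 called values of named genes, 47 lost the call without some library, and each is named with its value beside the gene, as are the calls lost with DESeq2, the replicate block, the length trend removed or the 5 libraries left out.

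The replicate number as a block left all 42 counts within 1.5 times, with 69, 274, 852, 3057, 301 and 39 calls in females and 3124, 1974, 4804, 2887, 1484 and 2103 in males, and 3 of 370 named values lost their call. The numbers do not pair the samples: deviations of same-numbered libraries correlated at r of -0.38 to 0.37, all 3 pairs exceeded 0.1 in 1 of 12 comparisons, and 13 of 36 libraries were closest to their own number.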

Differences from the paper's values

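In this part, 2 forms of the paper's linear model, adjusted over its own full-model genes, the fit with the length trend removed and that without the 5 libraries over 10% mitochondrial were chosen only after the values were seen, and all other settings before the data were examined. The paper ran its comparisons of single lines and of disorders only on the 9657 genes called in its full model. Where not said otherwise, edgeR and the paper's linear model were adjusted here over all 15522 genes kept. Averaged over the sexes, edgeR called 696 against the paper's 2808 in *brm*, 1166 against the paper's 2179 in *osa*, 2397 against the paper's 4996 in *Snr1* and 623 against the paper's 1998 in *vtd* at the paper's threshold of 0.05. Of the alternatives set before the data were examined, the paper's linear model came within 1.5 times for these 4 lines, as did DESeq2 for *osa* and *vtd* and 1 of 12 fits with a library left out for *Snr1*. DESeq2 for *brm* and *Snr1*, RLE normalization, both other filters, the replicate block, leaving out the resequenced libraries, adjustment over the full-model genes and each other fit with a library left out did not. The paper's linear model adjusted over its own full-model genes, chosen after seeing the values, gave 2784, 2212, 4996 and 1980 in the same order. The paper's lists for these analyses are not in the copy of its tables used here, so the genes that this setting drops could not be counted.

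For the difference between the sexes, the calls were 60 against the paper's 1652 in *brm*, 135 against the paper's 1059 in *osa*, 808 against the paper's 3632 in *Snr1*, 2993 against the paper's 1727 in *SMC1*, 92 against the paper's 586 in *SMC3* and 62 against the paper's 961 in *vtd*. The paper's linear model came within 1.5 times for the lines other than *SMC3*, as did 9 of 12 fits with a library left out for *SMC1*. For *SMC3* no alternative set before the data were examined did, and for the others DESeq2, RLE normalization, both other filters, the replicate block, leaving out the resequenced libraries and the other control assignment did not, nor did leaving out a library outside *SMC1*. The paper's linear model adjusted over its own full-model genes, chosen after seeing the values, gave 1637, 1095, 3657, 1741, 618 and 943, and the genes it drops could not be counted. Calls for *brm* were 13, 13, 12, 24, 21, 17, 29, 12, 13 and 17 without *brm* male replicate 1, 2 or 3, *brm* female replicate 2 or 3, control female replicate 1 or 2 or control male replicate 1, 2 or 3, in that order. For *osa* they numbered 71, 89 and 85 without *osa* male replicate 1 or control female replicate 1 or 3, in that order. The *Snr1* count became 388, 286, 1465, 206, 339, 527, 463, 385, 419 and 419 without *Snr1* male replicate 1 or 2, *Snr1* female replicate 2 or 3, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. The *SMC1* count became 1855, 757, 4764, 1459, 1926 and 1926 without *SMC1* male replicate 3, *SMC1* female replicate 1 or 3 or control male replicate 1, 2 or 3, in that order. The count labelled *SMC3* became 18, 29, 8, 8, 7, 1477, 12, 12, 7, 22, 9 and 13 without *SMC3* male replicate 1, 2 or 3, *SMC3* female replicate 1, 2 or 3, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order. The *vtd* count became 14, 6, 28, 2, 14, 27, 35, 17, 21 and 30 without *vtd* male replicate 1, 2 or 3, *vtd* female replicate 2, control female replicate 1, 2 or 3 or control male replicate 1, 2 or 3, in that order.

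In females, edgeR called 60 against the paper's 583 in *brm*, 269 against the paper's 1135 in *osa*, 804 against the paper's 3026 in *Snr1*, 248 against the paper's 2711 in *SMC3* and 28 against the paper's 818 in *vtd*. Only the 6 libraries compared gave a count within 1.5 times for *osa*, and all 42 libraries in one fit did for *Snr1* and *SMC3*. For *brm* and *vtd* no alternative set before the data were examined did. In these 5 lines DESeq2, RLE normalization, both other filters, the paper's linear model, the replicate block, leaving out the resequenced libraries or any 1 library, the other control assignment and adjustment over the full-model genes did not. The paper's linear model with the residual of both sexes, adjusted over its own full-model genes and chosen after seeing the values, gave 576, 1184, 3074, 2733 and 791. Of the paper's called genes among the 1998 genes that the copy of Supplementary Table 6 holds, 162, 312, 828, 728 and 236, it dropped 7, 0, 1, 5 and 7, while edgeR called 9, 39, 105, 34 and 4 of them. The *brm* count was 34, 30 and 29 without *brm* female replicate 3 or control female replicate 1 or 3, in that order. That of *osa* was 154, 142 and 152 without *osa* female replicate 3 or control female replicate 1 or 3, in that order. That of *Snr1* was 361, 515, 286 and 397 without *Snr1* female replicate 1 or 2 or control female replicate 1 or 3, in that order. That of the females labelled *SMC3* was 80, 79, 1485, 75, 101 and 77 without *SMC3* female replicate 1, 2 or 3 or control female replicate 1, 2 or 3, in that order. That of *vtd* was 13, 17, 8, 14 and 9 without *vtd* female replicate 2 or 3 or control female replicate 1, 2 or 3, in that order.

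At an adjusted p under 0.0005, *Snr1* males had 1838 genes by edgeR against the paper's 1059. Leaving out the resequenced libraries, and 5 of 6 fits with a library left out, came within 1.5 times. DESeq2, RLE normalization, both other filters, the paper's linear model, the replicate block, the other control assignment, the 6 or the 42 libraries and adjustment over the full-model genes did not. The paper's linear model with the residual of both sexes, adjusted over its own full-model genes and chosen after seeing the values, gave 1049, and at 0.05 it dropped 5 of the 509 genes that the copy lists as called in *Snr1* males.

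Females and males of *SMC1* shared 546 called genes against the paper's 348, and 7 genes were called in all 12 comparisons against the paper's 4. For neither did the replicate block, DESeq2 or the other control assignment come within 1.5 times. Leaving out a library did in 10 of 12 fits for the former and 23 of 42 for the latter. The paper's linear model with the residual of both sexes, adjusted over its own full-model genes and chosen after seeing the values, gave 350 and 4. In the copy it dropped 1 of 674 genes in *SMC1* females and 3 of 334 in males. The shared genes of *SMC1* numbered 244, 861, 358 and 350 without *SMC1* female replicate 1 or 3 or control female replicate 2 or 3, in that order. The genes in all 12 numbered 4, 4 and 4 without control female replicate 1, 2 or 3, in that order.

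Of the disorder lists, 45.1% of the CdLS female, 55% of the SSRIDD male and 12.2% of the SSRIDD female genes were in no other list, against the paper's 25% for each. DESeq2 came within 1.5 times for CdLS females, and fits with a library left out did in 1 of 42, 0 of 42 and 1 of 42, in that order. The replicate block and the other control assignment did not, nor DESeq2 for the other 2 lists. The paper's linear model with the residual of both sexes, adjusted over its own full-model genes and chosen after seeing the values, gave 25, 27.6 and 26.8%. Of the genes that the copy of Supplementary Table 6 lists as called, it dropped 0 of 897, 6 of 770 and 2 of 1085 in the same order.

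The adjusted p of the line term by edgeR was 0.000447 for *Bap55* against the paper's 0.0123 and 0.00271 for *Bap60* against the paper's 0.01306. The paper's linear model came within 1.5 times for both, and leaving out the resequenced libraries for *Bap60*. DESeq2, RLE normalization, both other filters, the replicate block, the other control assignment and leaving out any library did not, nor did leaving out the resequenced libraries for *Bap55*.

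Expression of the targeted gene was lower by the percents given here in RNA-seq, while the paper's come from qRT-PCR of separate RNA. They were 14.4 against the paper's 47.23 in *brm* males, -1.61 against the paper's 14.5 in *osa* males, 45.8 against the paper's 81.3 in *Snr1* males, 6.73 against the paper's 43.7 in *SMC1* males, -27.9 against the paper's 55.4 in *SMC3* males and 31 against the paper's 53.3 in *vtd* males, where a negative percent is a higher level. In females they were 39.6 against the paper's 77.4 in *Snr1* females, -9.53 against the paper's 44.57 in *vtd* females and -1.13 against the paper's 55.07 in *SMC3* females. The other control assignment came within 1.5 times of the paper's value for the males of *brm*, *Snr1*, *SMC3* and *vtd*. It did not elsewhere, and the replicate block, DESeq2 and leaving out any library did in none of these 9 comparisons. The remaining females had 28.1 against the paper's 57.53 in *SMC1*, 20 against the paper's 50.87 in *brm* and 33.6 against the paper's 41.9 in *osa*.

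The paper states the largest number of differing genes for *Snr1*. Averaged over the sexes edgeR called 3452 in *SMC1* and 2397 in *Snr1*, and in females 2747 in *SMC1* and 804 in *Snr1*, while in males *Snr1* had the highest number, 4901. With the 5 libraries over 10% mitochondrial left out, a step chosen after seeing the values, *Snr1* had the higher number in females, 1945 against 137 in *SMC1*, and averaged over the sexes, 3182 against 2512. The paper's linear model gave 4910 in *Snr1* and 2137 in *SMC1* for the sexes averaged, and 84 and 1 in females. Only the 6 libraries compared gave 1712 in *Snr1* and 665 in *SMC1* females. The linear model with the residual of both sexes, chosen after seeing the values, gave 3074 and 2657. *SMC1* females kept the higher number with DESeq2 (3967 against 1542), RLE (3075 against 801), all 42 libraries (5094 against 2210) and the resequenced libraries left out (555 against 413). Leaving out the resequenced libraries gave 2201 in *SMC1* and 1737 in *Snr1* for the sexes averaged. The *SMC1* female count was 953, 4586, 1659, 1670 and 1572 without *SMC1* female replicate 1 or 3 or control female replicate 1, 2 or 3, in that order. The *Snr1* female count was 361, 515, 286 and 397 without *Snr1* female replicate 1 or 2 or control female replicate 1 or 3, in that order. It reports more genes higher than lower in *brm*. Averaged over the sexes 343 were higher and 353 lower in *brm* by edgeR. In females 43 were higher and 17 lower and in males 1616 were higher and 1554 lower, but with the length trend removed, chosen after seeing the values, 68 were higher and 84 lower in females and 1665 were higher and 1712 lower in males. For *osa* and *Snr1* it reports more lower genes. EdgeR's averaged counts were 646 higher and 520 lower in *osa* and 1238 and 1159 in *Snr1*, while in males more were lower in both, 1068 against 949 in *osa* and 2833 against 2068 in *Snr1*. In *SMC1* 1198 were higher and 1759 lower in males and 2184 were higher and 563 lower in females. With the length trend removed, 1408 were higher and 1493 lower in *SMC1* females, and without the 5 libraries 28 were higher and 109 lower, so the female direction depends on the setting.

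*Bap111* differed between lines by edgeR (adjusted p = 0.0241 in the line term), and the paper does not call it. *CG40485* and *CG5877* are not co-regulated with *osa* in the paper, and in *osa* males edgeR called both, with log2 fold changes of 0.82 and 2.22 (standard errors 0.19 and 0.23, edgeR adjusted p = 0.00581 and 1.92e-06). *CG40485* in *osa* males had an edgeR adjusted p of 0.0522 without *osa* male replicate 1. Neither was called in *osa* females or in *brm* of either sex in the comparisons by sex.

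The filter on low counts left 15522 genes, against the paper's 15915, by the rule that its methods state.

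Of the clusters, the paper describes F4 and M3 as higher in *SMC3*, *osa* and *brm* and lower in *Snr1* and *SMC1*. In F4 the median log2 fold changes were -0.60, -0.05, -0.90, -1.53 and -2.16 in that order, with 0 of 37 members called higher by edgeR in the first 3. In M3 they were -0.01, 0.45, 0.28, -0.82 and -0.59, in the paper's direction apart from *SMC3*. F5 and M5 are described as higher in *osa* and *Snr1* alone. In F5 the medians were 1.04 and 1.84 in *osa* and *Snr1* females, against 0.27, -0.97, 0.38 and -1.37 in *brm*, *SMC1*, SMC3-labelled and *vtd* females, so the 2 lines that the paper names had the highest. In M5, 42 and 41 of 45 members rose in *osa* and *Snr1* males, and 17, 13 and 17 also rose in *brm*, SMC3-labelled and *vtd* males. For F7 and F8, which the paper describes as parting the 2 disorders, edgeR called 10 of 36 and 14 of 24 members lower in *SMC1* females and none in the 5 other lines, where the medians were 0.18, -0.07, -0.44, -1.17 and -1.58 for F7 and -0.47, -0.46, 0.26, -1.37 and -0.54 for F8.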

Other observations

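The gene lists in this part were set before the data were examined. A part of the structural genes of the cuticle fell in males of several lines. Of 117 cuticle protein genes in *SMC1* males, 3 rose, 46 fell and 68 did not pass (3 higher and 57 lower adjusted over the list alone), with a median log2 fold change of -1.44 (camera adjusted p = 6.01e-12, or 0.8 at an estimated correlation). *Lcp4*, *Cpr97Ea*, *Vajk3* and *Vajk2* had log2 fold changes of -5.19, -5.59, -4.32 and -4.32 (standard errors 0.54, 0.66, 0.52 and 0.53, edgeR adjusted p = 1.31e-06, 6.28e-06, 7.81e-06 and 1.06e-05) there, and the 3 that rose were *Twdlalpha*, *Cpr72Ec* and *Cpr67Fa2*, with log2 fold changes of 0.43, 0.98 and 1.61 (standard errors 0.15, 0.24 and 0.40, edgeR adjusted p = 0.0497, 0.00867 and 0.0086). In *brm* males 1 rose, 27 fell and 89 did not pass (1 higher and 31 lower adjusted over the list alone), with a median log2 fold change of -1.05 (camera adjusted p = 1.35e-07, or 0.8 at an estimated correlation). In *vtd* males 2 rose, 25 fell and 90 did not pass (2 higher and 34 lower adjusted over the list alone), with a median log2 fold change of -1.21 (camera adjusted p = 1.15e-08, or 0.8 at an estimated correlation). Genes of dosage compensation and sex determination had small positive medians in males of *osa* and other lines. In *osa* males, of 14 genes 3 rose and 11 did not pass (4 higher adjusted over the list alone), with a median log2 fold change of 0.18 (camera adjusted p = 0.0047, or 0.8 at an estimated correlation), among them the dosage compensation RNA *lncRNA:roX1*, the sex determination switch *Sxl* and the sex determination gene *dsx*, with log2 fold changes of 0.53, 0.61 and 0.36 (standard errors 0.10, 0.12 and 0.08, edgeR adjusted p = 0.00123, 0.00157 and 0.005). *Twdlalpha* in *SMC1* males had an edgeR adjusted p of 0.0752, 0.124, 0.175, 0.0857 and 0.0712 without *SMC1* male replicate 2 or 3 or control male replicate 1, 2 or 3, in that order. *Twdlalpha* in *SMC1* males had a log2 fold change of 0.37 (edgeR adjusted p = 0.0787) in a fit, added after the data were seen, with the length trend removed. *Twdlalpha* in *SMC1* males had a log2 fold change of 0.43 (edgeR adjusted p = 0.0659) with the replicate number as a block.

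In *Snr1* females, a few genes of body patterning, the nervous system and the eye rose, and 1 gene each of the germline and the histones fell. Of 8 Hox genes, which set segment identity, 2 rose and 6 did not pass (4 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 0.86 (camera adjusted p = 0.0465, or 0.847 at an estimated correlation), and *Scr* and *abd-A* had log2 fold changes of 2.04 and 1.16 (standard errors 0.29 and 0.34, edgeR adjusted p = 0.000163 and 0.0494). Among 12 mushroom body genes, 1 rose and 11 did not pass (2 higher adjusted over the list alone), with a median log2 fold change of 0.96 (camera adjusted p = 0.00104, or 0.8 at an estimated correlation), the 1 being the adhesion molecule *Fas2*, with a log2 fold change of 1.04 (standard error 0.28, edgeR adjusted p = 0.0324). For 24 photoreceptor genes, 3 rose and 21 did not pass (6 higher adjusted over the list alone), with a median log2 fold change of 0.54 (camera adjusted p = 0.000572, or 0.8 at an estimated correlation), and *Pdh*, *ninaB* and *Rh3* had log2 fold changes of 1.16, 1.16 and 0.79 (standard errors 0.23, 0.25 and 0.21, edgeR adjusted p = 0.00419, 0.00827 and 0.0303), *Rh3* being a rhodopsin. Of 27 female germline genes, 1 fell and 26 did not pass (1 lower adjusted over the list alone), with a median log2 fold change of -0.37 (camera adjusted p = 2.25e-05, or 0.8 at an estimated correlation), the 1 that fell being *exu*, which localizes bicoid RNA, with a log2 fold change of -1.03 (standard error 0.27, edgeR adjusted p = 0.0305). Of 29 histone genes, many of which have near-identical copies, 1 fell and 28 did not pass (1 lower adjusted over the list alone), with a median log2 fold change of -0.63 (camera adjusted p = 1.94e-06, or 0.8 at an estimated correlation), the 1 being *His2A:CG33808*, with a log2 fold change of -1.11 (standard error 0.30, edgeR adjusted p = 0.0351). In *SMC1* females, 7 rose and 22 did not pass (8 higher adjusted over the list alone), with a median log2 fold change of 0.58 (camera adjusted p = 0.00484, or 0.923 at an estimated correlation), and *His4r* had a log2 fold change of 2.75 (standard error 0.48, edgeR adjusted p = 0.00117). *abd-A* in *Snr1* females had an edgeR adjusted p of 0.207, 0.143, 0.0844, 0.235, 0.0804 and 0.158 without *Snr1* female replicate 1, 2 or 3 or control female replicate 1, 2 or 3, in that order. *Fas2* in *Snr1* females had an edgeR adjusted p of 0.273, 0.0723, 0.185 and 0.132 without *Snr1* female replicate 1 or 2 or control female replicate 1 or 3, in that order. *ninaB* in *Snr1* females had an edgeR adjusted p of 0.0782 and 0.051 without control female replicate 1 or 3, in that order. *Rh3* in *Snr1* females had an edgeR adjusted p of 0.223, 0.0923, 0.2 and 0.113 without *Snr1* female replicate 1 or 2 or control female replicate 1 or 3, in that order. *exu* in *Snr1* females had an edgeR adjusted p of 0.0702, 0.104, 0.165 and 0.0947 without *Snr1* female replicate 1 or 3 or control female replicate 1 or 3, in that order. *His2A:CG33808* in *Snr1* females had an edgeR adjusted p of 0.0573, 0.0529, 0.126, 0.134, 0.0784 and 0.0968 without *Snr1* female replicate 1, 2 or 3 or control female replicate 1, 2 or 3, in that order. *His4r* in *SMC1* females had a log2 fold change of 1.04 (edgeR adjusted p = 0.273) in a fit, added after the data were seen, without the 5 libraries over 10% mitochondrial. Without the 5 libraries over 10% mitochondrial, 1 library of *SMC1* females is left, and 137 genes are called in that comparison.

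*CG43843*, chosen after its values were seen, is a member of the genes nearly absent from *SMC1* and took 0.00275 to 0.00842% of the counts in the 6 *SMC1* libraries and 0.398 to 1.83% in the other 36.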
